# Caspase-1 and the inflammasome promote polycystic kidney disease progression

**DOI:** 10.3389/fmolb.2022.971219

**Published:** 2022-11-29

**Authors:** Katherine I. Swenson-Fields, Christopher J. Ward, Micaila E. Lopez, Shaneann Fross, Anna L. Heimes Dillon, James D. Meisenheimer, Adib J. Rabbani, Emily Wedlock, Malay K. Basu, Kyle P. Jansson, Peter S. Rowe, Jason R. Stubbs, Darren P. Wallace, Michael P. Vitek, Timothy A. Fields

**Keywords:** Caspase-1, hydroxychloroquine, IL-1β, IL-18, inflammasome, MYC, polycystic kidney disease, YAP

## Abstract

We and others have previously shown that the presence of renal innate immune cells can promote polycystic kidney disease (PKD) progression. In this study, we examined the influence of the inflammasome, a key part of the innate immune system, on PKD. The inflammasome is a system of molecular sensors, receptors, and scaffolds that responds to stimuli like cellular damage or microbes by activating Caspase-1, and generating critical mediators of the inflammatory milieu, including IL-1β and IL-18. We provide evidence that the inflammasome is primed in PKD, as multiple inflammasome sensors were upregulated in cystic kidneys from human ADPKD patients, as well as in kidneys from both orthologous (*PKD1* ^*RC/RC*^ or RC/RC) and non-orthologous (*jck*) mouse models of PKD. Further, we demonstrate that the inflammasome is activated in female RC/RC mice kidneys, and this activation occurs in renal leukocytes, primarily in CD11c+ cells. Knock-out of *Casp1*, the gene encoding Caspase-1, in the RC/RC mice significantly restrained cystic disease progression in female mice, implying sex-specific differences in the renal immune environment. RNAseq analysis implicated the promotion of MYC/YAP pathways as a mechanism underlying the pro-cystic effects of the Caspase-1/inflammasome in females. Finally, treatment of RC/RC mice with hydroxychloroquine, a widely used immunomodulatory drug that has been shown to inhibit the inflammasome, protected renal function specifically in females and restrained cyst enlargement in both male and female RC/RC mice. Collectively, these results provide evidence for the first time that the activated Caspase-1/inflammasome promotes cyst expansion and disease progression in PKD, particularly in females. Moreover, the data suggest that this innate immune pathway may be a relevant target for therapy in PKD.

## Introduction

Autosomal dominant polycystic kidney disease (ADPKD) is the most common monogenic kidney disease, with an estimated prevalence of around 1 in 1000 individuals (Lanktree et al., 2018), and is the fourth leading cause of renal failure (Spithoven et al., 2014). ADPKD is caused primarily by inherited mutations in one of two genes, *PKD1* (∼78% of cases) and *PKD2* (∼15%) (Cornec-Le Gall et al., 2018). The disease progresses slowly and variably, resulting in renal failure for roughly half of patients with ADPKD by the sixth decade (Cornec-Le Gall et al., 2018). The disease is accompanied by acute and chronic pain for most (60%) patients (Gabow, 1993; Bajwa et al., 2004). Currently, there is only one FDA-approved treatment for ADPKD, the vasopressin V2-receptor antagonist, Jynarque (tolvaptan) (Torres, 2018). However, because of adverse side effects of tolvaptan, there remains a need to develop safe, effective new therapies for PKD.

ADPKD is characterized by numerous renal cysts derived from the nephron that expand continuously over the patient’s lifetime, causing massive enlargement of the kidney. These expanding cysts, many of which originate in the collecting duct, compress and distort the surrounding parenchyma, including the microvasculature, causing chronic ischemic and obstructive renal injury. Massive fibrosis develops in these kidneys, further contributing to the compressive injury, which ultimately results in compromised renal function (Grantham, 2003; Grantham et al., 2011). Cystic changes are also accompanied by ongoing inflammation and the presence of innate and adaptive immune cells in large numbers, some of which have been shown to modulate disease progression (for review, see (Zimmerman et al., 2020). Using rodent models of PKD, we and others have used experimental methods to deplete renal mononuclear phagocytes, including infiltrating and resident macrophages and dendritic cells, to demonstrate that these cells contribute to cyst cell proliferation and cyst expansion (Karihaloo et al., 2011; Swenson-Fields et al., 2013; Yang et al., 2018).

To discover new treatment strategies for ADPKD, we sought to understand the pathophysiologic mechanisms that promote disease progression, reasoning that this approach could identify common key molecular processes that could be therapeutic targets. A number of seemingly disparate stimuli have been shown to accelerate cystic disease in PKD model rodents. These include exposure to commensal microbes or microbial products (Werder et al., 1984; Gardner et al., 1986; Gardner et al., 1987), renal ischemia-reperfusion (IR) injury (Patel et al., 2008; Takakura et al., 2009; Kurbegovic and Trudel, 2016), and the deposition of renal calcium oxalate (CaOx) or calcium phosphate (CaP) crystals (Torres et al., 2019). One feature, that is, common to these stimuli is that each has been shown to activate the Caspase-1 inflammasome (Werder et al., 1984; Gardner et al., 1986; Gardner et al., 1987; Melnikov et al., 2001; Shigeoka et al., 2010; Mulay et al., 2013). Potential effects of Caspase-1/inflammasome activation on PKD progression have not previously considered.

The Caspase-1 inflammasome is a multi-protein scaffold, the sole known purpose of which is activation of Caspase-1. Once activated, Caspase-1 cleaves multiple cellular substrates, including gasdermin D, pro-IL-1β, and pro-IL-18. Cleaved gasdermin D promotes the formation of plasma membrane pores, which then allows the release of cleaved, active IL-1β and IL-18, and may also trigger pyroptosis (Carty et al., 2019). There are far-reaching inflammatory sequelae of IL-1β and IL-18 release. IL-1β in particular is a master regulatory cytokine that influences many cell types to promote the transcription of hundreds of genes, including those encoding both inflammatory cytokines and chemokines (Weber et al., 2010; Anders, 2016). This amplifies inflammation further by promoting the infiltration and activation of neutrophils, dendritic cells, monocytes, and lymphocytes.

Inflammasome activation has been well characterized mainly in innate immune cells. Components of the inflammasome have been found to be expressed in other renal cells, including endothelial cells, mesangial cells, podocytes, and tubular epithelial cells, but convincing evidence demonstrating the hallmarks of canonical inflammasome activation in these cells when isolated from primary sources (i.e., cleavage of Caspase-1 and extracellular release of IL-1β) is lacking or inconsistent (Anders, 2016). The inflammasome assembles as an innate immune response triggered by both microbial products (microbe-associate molecular patterns, MAMPs), produced by both commensal and pathogenic microbes, and also host-derived cellular products released in response to stress, tissue injury, or cell death (damage-associated molecular patterns, DAMPs). MAMPs include bacterial products such as toxins, peptidoglycans, flagellin, outer membrane components (e.g., LPS) and nucleic acids, including those from RNA and DNA viruses (Anders and Muruve, 2011). DAMPs include products present in all intracellular compartments (e.g., ATP, heat shock proteins, histones, HMGB1, mtDNA), as well as extracellular matrix breakdown products (e.g., biglycan, hyaluronan, fibrinogen) and crystals of all types (e.g., urate, cholesterol, CaOx, CaP, and adenine) (Roh and Sohn, 2018). Stimuli known to promote PKD progression, i.e., exposure to commensal microorganisms, renal IR, and the induction of CaOx and CaP renal crystals, all generate MAMPs and DAMPs that have been shown to promote Caspase-1 inflammasome formation and activation and play a role in mediating the resulting inflammatory renal injury and/or systemic effects (Li et al., 1995; Melnikov et al., 2001; Wang et al., 2005; Mulay et al., 2014).

MAMPs and DAMPs engage germ-line encoded pattern recognition receptors (PRRs) present both on the plasma membrane and in the cytosol to initiate formation of the inflammasome complex, typically by promoting self-oligomerization through homotypic molecular interactions. These oligomers then recruit the adaptor protein, ASC (apoptosis-associated speck-like protein containing a caspase recruitment domain), and pro-Caspase-1, which then self-cleaves to become active. Some PRRs can be activated by both MAMPs and DAMPs, thereby promoting signaling pathways common to both types of stimuli. These PRRs include the toll-like receptors (TLRs) present on membranes, as well as the cytosolic inflammasome sensors, which include the NLRP (nucleotide-binding oligomerization domain, leucine-rich repeat and pyrin, domain containing) group of proteins, the most well-known of which is NLRP3 (Anders et al., 2004; Anders and Muruve, 2011). Other sensors known to activate Caspase-1 in both humans and mice also include other NLRP-related proteins (Nlrp1, 2, 3, 4, 6,12, and Nlrc4), IPAF, a sensor for bacterial flagellin, AIM2, a sensor for dsDNA, and MEFV (aka Pyrin), a specific MAMP sensor (Broz and Dixit, 2016; Christgen et al., 2020). NLRP3 is best known among the inflammasome sensors because it is activated in response to myriad MAMPs and DAMPs and contributes to a wide variety of inflammatory diseases (Mangan et al., 2018).

Most DAMPs and MAMPs, including those that engage the inflammasome sensors, act first by interacting with TLRs, especially TLR2, 4, and 6 (Roh and Sohn, 2018, which are among the many TLRs expressed by both immune cells and non-immune cells, including renal tubular epithelial cells (Anders, 2004 #6). Binding of TLRs results in the activation of NF-kB-mediated transcription, which acts directly or indirectly to drive the upregulation of both inflammasome sensors and inflammasome components (e.g., *NLRP1*, *NLRP3*, and *Casp1*) to facilitate formation and activation of the inflammasome complex in a process known as “priming” (Lee et al., 2015; Christgen et al., 2020). TLR-activated NF-kB can also directly drive expression of some pro-inflammatory cytokines and chemokines (Liu et al., 2017).

As renal cysts expand and promote injury in PKD, DAMP generation likely occurs. A primary DAMP for both human and mouse PKD is likely to be extracellular ATP (eATP). eATP is released by cells in response to a wide range of stimuli including mechanical stress, cell membrane damage, inflammation and hypoxia (Anders and Muruve, 2011). Notably, renal epithelial cells from patients with ADPKD or from PKD mouse models have been shown to release 5 times higher levels (high-nanomolar to micromolar quantities) of extracellular ATP than cells from healthy controls (Wilson et al., 1999; Schwiebert et al., 2002). In addition, high levels of ATP have been identified in the cyst fluids of PKD kidneys from both human and rodents (Wilson et al., 1999; Palygin et al., 2018). eATP is a well-known stimulator of the NLRP3 inflammasome and acts by binding the ionotropic P2X7 receptor, which is highly expressed in immune cells and is also present in epithelial cells (Di Virgilio et al., 2018; Kopp et al., 2019). Signaling by eATP *via* this receptor stimulates K+ efflux, which is a required step for NLRP3 inflammasome activation (Munoz-Planillo et al., 2013). Whether these elevated levels of ATP promote activation of the NLRP3 inflammasome in PKD has not been studied.

Our hypothesis is that, in addition to mediating effects of experimental stimuli that promote cystic disease, the Caspase-1 inflammasome is likely to be operative during the natural course of PKD, promoting its progression. In these studies, we test this hypothesis using both animal models and analysis of human ADPKD tissue. We demonstrate for the first time that the canonical Caspase-1/inflammasome is primed in both human ADPKD and in both orthologous and non-orthologous mouse models of disease and is activated primarily in immune cells. Further, we provide evidence that activated Caspase-1 promotes PKD progression in female mice and that it can be effectively targeted to ameliorate disease.

## Results

### Inflammasome components and products are elevated in kidneys from autosomal dominant polycystic kidney disease patients

To determine whether inflammasome priming occurs in PKD, the relative transcript levels of ten inflammasome sensors known to promote Caspase-1/inflammasome activation, as well as *CASP1* and *IL1B,* were assessed first in the kidneys of ADPKD patients vs. non-cystic human kidneys (NHK) (Figures 1A–D). Transcripts encoding multiple sensors, including NLRP1, NLRP3, NLRP12, AIM2, MEFV, NLRC4, and *CASP1* and *IL1B* were significantly elevated in kidneys from ADPKD patients relative to NHK. In addition, Western blot of the NLRP3 sensor showed increased levels of this protein in these cystic tissues (Figure 1E). We were unable to unambiguously detect Caspase-1 protein (uncleaved or cleaved) on western blots of whole kidney extracts, however (data not shown), which may be due to technical issues with the antibodies or may reflect the expression of this protease in a restricted subset of renal cells [http://humphreyslab.com/SingleCell/ (Wu et al., 2019; Kirita et al., 2020)].

**FIGURE 1:**
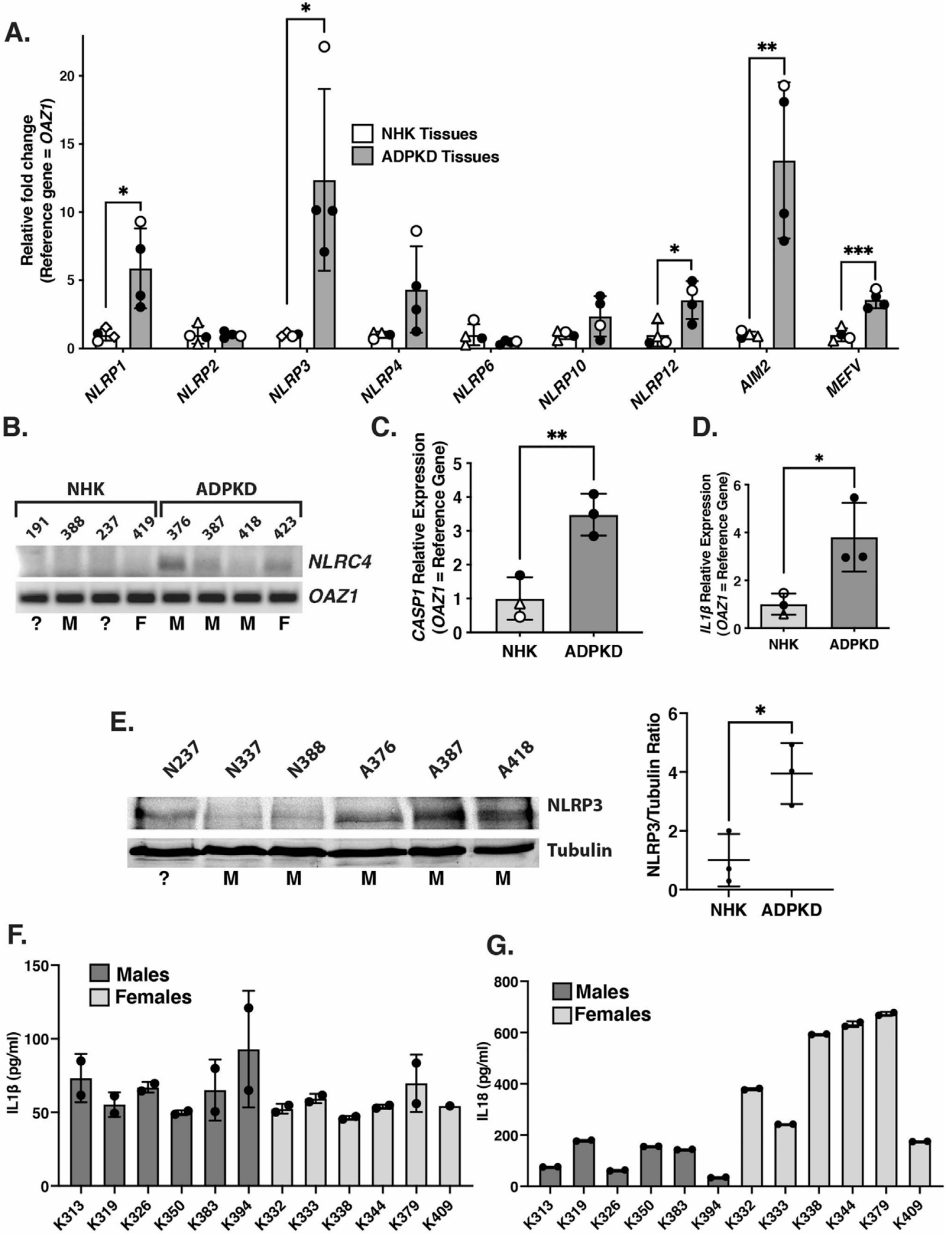
Expression of inflammasome sensors and components are elevated in kidneys from ADPKD patients. **(A)** qRT-PCR of transcripts encoding inflammasome sensors from kidneys of patients with ADPKD or from non-cystic human kidneys (NHK). Open circles = females; closed circles = males; open triangles = unknown sex. **(B)** Semi-quantitative PCR products of *NLRC4* and reference gene (*OAZ1*) from cDNAs of transcripts from the same kidney samples as in **(A)**. Assigned kidney numbers are shown for each NHK and ADPKD sample. M = male; F = female; ? = unknown sex. **(C,D)** qRT-PCR of transcripts *CASP1* **(C)** and *IL1β* **(D)** from ADPKD and NHK kidney tissues samples. Symbols indicating sex are the same as in **(A)**. **(E)** Western blot of NLRP3 and tubulin from NHK and ADPKD kidney protein samples. Assigned kidney numbers and sex are shown. On right is graph showing the relative NLRP3/Tubulin protein levels measured from the blot. **(F,G)** Concentrations of IL-1β **(F)** and IL-18 **(G)** in duplicate samples of cyst fluids collected from individual male and female patients with ADPKD measured by ELISA.

To further evaluate inflammasome activation in the kidneys of ADPKD patients, we measured the levels of IL-1β and IL-18, which are primary products of activated Caspase-1, in the cyst fluids collected from 12 different patients (Figures 1F,G). This analysis revealed measurable levels of both cytokines (ranging from 46 to 93 pg/ml for IL-1β and 34–673 pg/ml for 1L-18) in all samples. These findings are similar to those obtained in previous studies (Gardner et al., 1991; Parikh et al., 2012). While there are non-canonical Caspase-1-independent mechanisms of generating the extracellular presence of IL-1β and IL-18, these mechanisms operate primarily under inflammatory conditions in which neutrophils are the primary infiltrate (Afonina et al., 2015; Netea et al., 2015), which is not the case in cystic kidneys of ADPKD patients (TAF, unpublished). Thus, in spite of our inability to detect cleaved Caspase-1 protein in whole kidney extracts, our collective results showing both inflammasome priming and the presence of IL-1β and IL-18 suggest that inflammasome activation is likely occurring in the kidneys of ADPKD patients.

We evaluated the potential contribution of cystic epithelial cells from the kidneys of ADPKD patients to inflammasome activation. In previous studies, ADPKD cyst nephrons were shown to have elevated transcript expression of a number of inflammasome components, including IL-1β and IL-18 (de Almeida et al., 2016). In addition, renal tubular epithelial cells have been shown to express both NLRP3 and Caspase-1 transcripts and proteins, although whether these cells are capable of inflammasome activation and release of IL-1β is questionable (for reviews (Anders, 2016; Kim et al., 2019). Using human ADPKD cyst cells and tubular epithelial cells isolated from NHK grown in culture, we found a number of transcripts encoding sensors and inflammasome components that were elevated in cyst cells, suggesting that priming of the inflammasome had occurred (Supplementary Figure S1A–D). Notably the pattern of elevated transcripts only partially overlapped that found in whole human kidney tissues. NLRP3 protein was detected in these cells but, unlike renal tissues, there was no difference in the levels present in ADPKD *vs.* NHK cells (Supplementary Figure S1E). In addition, little to no IL-1β was detected in the conditioned media from either cell type (Supplementary Figure S1F). These results indicate that while ADPKD cyst cells in culture are primed (or partially primed) inflammasome activation is not ongoing.

We tested whether ADPKD cyst cells could activate the NLRP3 inflammasome using established methods to maximally prime and trigger this activation (Guzova et al., 2019). ADPKD cyst cells were treated with agonists Pam3CSK4 and LPS specific for the membrane receptors, TLR2 and TLR4, respectively, which are known to be present on these cells and to interact with same MAMPs and many DAMPs present *in vivo* to bring about priming (Roh and Sohn, 2018; Christgen et al., 2020). These cells were then treated with a potassium ionophore, nigericin, known to rapidly and potently force activation of the NLRP3 inflammasome in primed cells, causing Caspase-1 cleavage and release of IL-1β (Guzova et al., 2019). While treatment of ADPKD cyst cells with these MAMPs was sufficient to promote further upregulation of *CASP1* and *IL1B* transcripts, there was no change in the level of Caspase-1 protein, and the addition of potassium ionophore did not result in cleavage of Caspase-1 or the release of IL-1β (Supplementary Figure S1G–J). In contrast, similar treatment of a control monocytic cell line (THP-1 cells) performed in parallel resulted in Caspase-1 cleavage and IL-β release, as expected (Supplementary Figure S1I,K). These results suggest that while inflammasome priming mechanisms can occur in ADPKD cyst cells, their ability to activate the NLRP3 inflammasome appears unlikely. Thus, inflammasome activation in human ADPKD kidneys is likely occurring in cells other than the cyst epithelial cells. We examined this hypothesis further using an orthologous mouse model of PKD.

### Inflammasome components are elevated in kidneys from orthologous and non-orthologous mouse models of polycystic kidney disease

To begin analysis of inflammasome activation in an animal model of PKD, the relative expression levels of inflammasome sensors and components were assessed in the kidneys of an orthologous mouse model of ADPKD, *Pkd1* ^*RC/RC*^ (or “RC/RC” mice). These mice have a knock-in *Pkd1* missense allele, *Pkd1* (p.R3277C) or “RC,” that matches an allele found in a human family with cystic disease (Hopp et al., 2012). On the C57BL/6 background these RC/RC mice develop detectable renal cysts by 3 months of age, which slowly and progressively enlarge with time. At 6 months, RC/RC mice exhibit many well-developed renal cysts, although no loss of kidney function has yet occurred (Arroyo et al., 2021). As in the kidneys of human ADPKD patients, there was significant upregulation of transcripts for multiple sensors in the RC mice kidneys relative to WT, including those encoding NLRP1a, NLRP3, and AIM2 (Figure 2A). These kidneys also showed elevated expression of *Casp1* transcripts and trended toward an upregulation of *Il1b* as well (Figures 2B,C). There was also increased expression of the NLRP3 sensor protein in RC/RC *vs.* WT kidneys, similar to that seen in renal tissue of human ADPKD patients (Figure 2D). As for human tissue, we were unable to detect Caspase-1 protein in whole kidney extracts by western blotting (data not shown). Regardless, these results suggest that inflammasome priming is ongoing in RC/RC mice at this stage.

**FIGURE 2:**
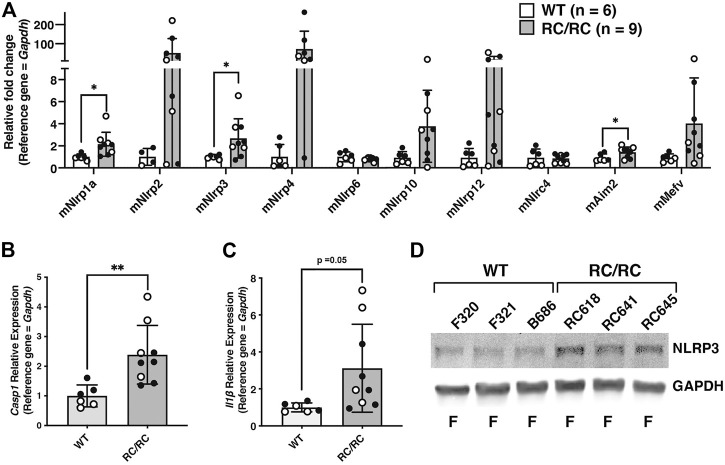
Expression of inflammasome sensors and components are elevated in kidneys from RC/RC mice. **(A)** qRT-PCR of transcripts encoding inflammasome sensors from kidneys of RC/RC or WT mice at 6 months of age. Open circles = females; closed circles = males. qRT-PCR of transcripts *Casp1* **(B)** and *Il1b* **(C)** from RC/RC and WT kidney tissues samples. Symbols indicating sex are the same as in **(A)**. **(D)** Western blot of NLRP3 and GAPDH from WT and RC/RC kidney protein samples. Assigned kidney numbers and sex are shown.

To evaluate whether the mutations in *Pkd1* (RC/RC mice) or *PKD1* and *PKD2* (humans) were specifically responsible for the elevated expression of inflammasome components, the relative transcript levels encoding sensors, Caspase-1, and IL-1β were assessed in the kidneys of mice with juvenile cystic kidney (*jck*) disease and the non-cystic heterozygotes from the same breeding group at PN38. PKD in *jck* mice arises due to a homozygous mutation in the gene *Nek8*, which encodes a cilia-associated kinase (Liu et al., 2002). While there is formation and growth of renal cysts in the early life of *jck* mice, they do not begin to lose kidney function until after ∼ PN38 (Smith et al., 2006). Results from qRT-PCR showed significant upregulation of transcripts encoding the sensors NLRP3, NLRP10, and MEFV, as well as those encoding Caspase-1 and IL-1β, in the kidneys of *jck* mice relative to the noncystic controls (Supplementary Figure S2A–C). These results indicate that inflammasome priming, and potentially activation, is also ongoing in the kidneys of *jck* mice, similar to that seen for RC/RC mice and patients with ADPKD. These results also suggest that *PKD1* and *PKD2* mutations are not directly responsible for inflammasome priming and activation.

### CD11c+ macrophages and dendritic cells are responsible for inflammasome activation in RC/RC cystic kidneys

Inflammasome activation has been reported to occur in a number of different cell types, although it is primarily associated as an activity of immune cells (Anders, 2016). In cystic PKD kidneys, inflammasome activity has not been previously assessed. However, single cell RNA sequencing in mouse kidneys injured by other means (ischemia-reperfusion, unilateral ureter obstruction, and allograft rejection) has demonstrated that Caspase-1 is most upregulated in monocytes, macrophages, and dendritic cells [http://humphreyslab.com/SingleCell/(Wu et al., 2018; Wu et al., 2019; Kirita et al., 2020)]. Given this observation and our inability to detect Caspase-1 cleavage in whole RC/RC kidney extracts, we examined whether inflammasome activation was occurring in the renal immune cells of RC/RC mice.

Initially, we assessed inflammasome activity in total renal leukocyte populations. For these experiments, we prepared single-cell suspensions from individual kidneys of female WT or cystic RC/RC mice and used Ficoll gradients to enrich for leukocytes. Using this method, we obtained an average of ∼ 2–3 × 10^6^ leukocyte-enriched cells for each single RC/RC kidney for further purification, whereas only ∼1/3 of this number was typically obtained from WT kidneys (data not shown). Flow cytometry analyses revealed ∼70%–90% CD45^+^ cells in these preparations from both RC/RC and WT (data not shown). CD45^+^ is a tyrosine phosphatase expressed on the plasma membrane of all mature hematopoietic cells, except erythrocytes and platelets (Nakano et al., 1990). CD45^+^ cells include macrophages, dendritic cells, T and B lymphocytes, and innate lymphoid cells. The CD45^+^ cells were isolated from the Ficoll-enriched preparations using anti-CD45 antibody-coupled magnetic beads and were assessed for the presence of Caspase-1 by western blot. Uncleaved pro-Caspase-1 was readily detectable in equal numbers of CD45^+^ cells from both RC/RC and WT kidneys. However, only those cells isolated from RC/RC kidneys showed the presence of the cleaved, activated form of this enzyme (Figure 3A). These results suggest that the inflammasome is activated in the CD45^+^ leukocytes of RC/RC but not WT kidneys.

**FIGURE 3:**
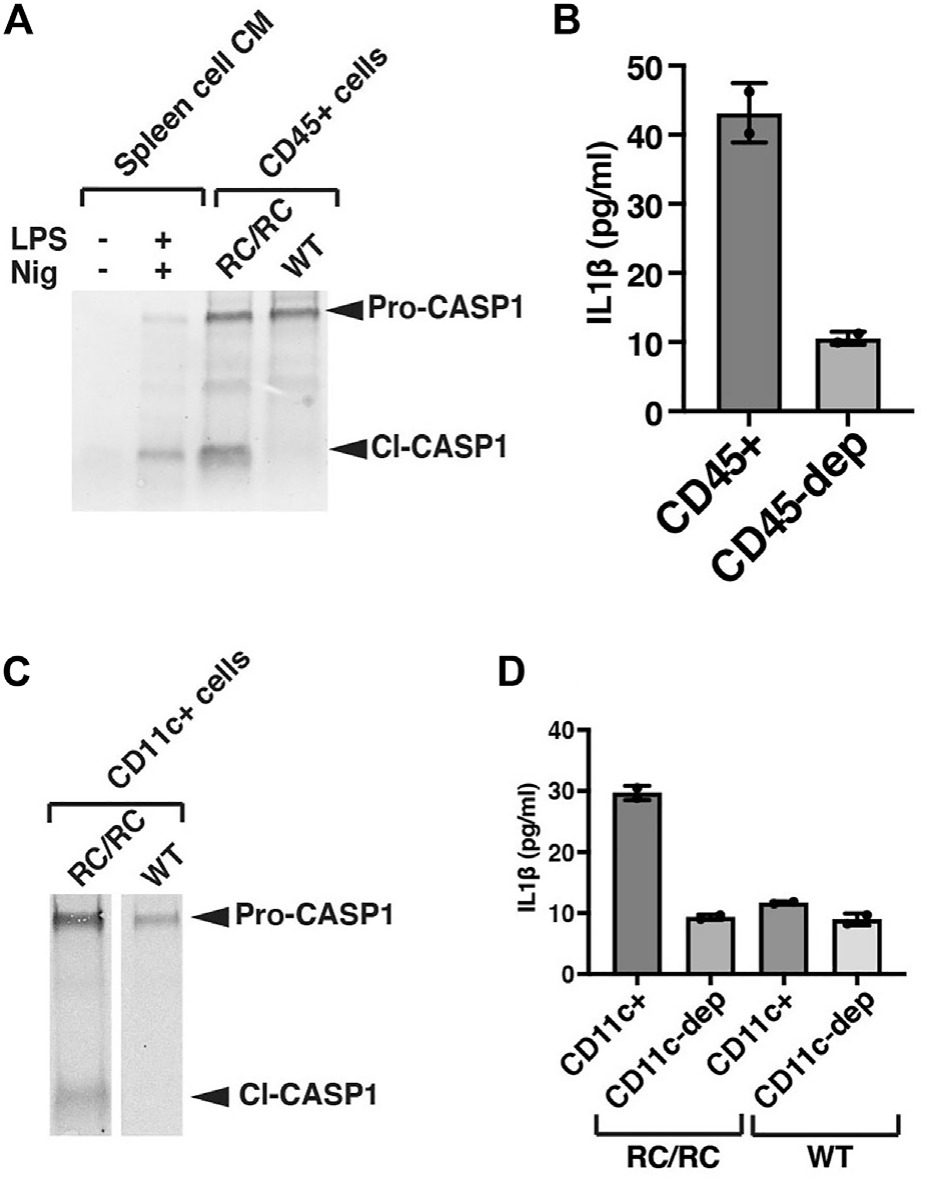
CD11c+ macrophages and dendritic cells are responsible for inflammasome activation in RC/RC cystic kidneys. **(A)** CD45^+^ MACS (magnetic cell separation) cells were purified from single kidneys of female RC/RC or WT mice prior to immunoblot analysis (100,000 cells/lane) using an antibody specific for Caspase-1. This experiment was carried out on 4 separate occasions with similar results. As control samples, single cells were prepared from mouse spleens and either treated or not *in vitro* with LPS and nigericin to stimulate inflammasome activation. Conditioned media from these cells were collected and concentrated prior to immunoblot analysis. **(B)** CD45^+^ cells were purified from single kidneys of female RC/RC mice by MACS column as in **(A)** and equal numbers (100,000) of these cells and those left after passing through the column (CD45-depleted, dep) were seeded in 96-well plates and incubated overnight prior to the collection of conditioned media and the measurement of IL-1β by ELISA. This experiment was carried out on 3 separate occasions with similar results. **(C)** CD11c+ MACs cells were purified from single kidneys of female RC/RC and 2 kidneys/experiment from female WT mice and subjected to immunoblot analysis (100,000 cells/lane) as in **(A)**. **(D)** CD11c+ cells purified by MACS column as in **(C)**, and equal numbers (100,000) of these cells and those left after passing through the column (CD11c-depleted, dep) were seeded in 96-well plates and incubated overnight prior to the collection of conditioned media and the measurement of IL-1β by ELISA. This experiment was carried out on 3 separate occasions with similar results.

To determine whether these RC/RC renal leukocytes are producing IL-1β, CD45^+^ cells were isolated from cystic kidneys and cultured overnight, and IL-1β was measured in the conditioned media (CM) by ELISA (Figure 3B). In parallel, equal numbers of leukocyte-enriched cells following removal of the CD45^+^ population (CD45-depleted) were also cultured. Post-isolation flow analyses in these experiments demonstrated high efficiency of the depletion: >90% of the cells isolated with the anti-CD45 magnetic beads were positive for CD45, but only 1%–4% of the CD45-depleted cells were positive (data not shown). As show in Figures 3A,B relatively high-level of IL-1β (43 pg/ml in this experiment) was measured in the CM of CD45^+^ isolated cells compared to that from the CD45-depleted cells (11 pg/ml), which was below the lowest IL-1β standard (15.6 pg/ml) in this assay.

In efforts to more narrowly identify those leukocytes in which the inflammasome is activated in RC kidneys, we focused on CD11c + cells. CD11c is a marker both of dendritic cells and macrophage populations in the kidney (Weisheit et al., 2015; Viehmann et al., 2018), and these populations have been found to be primarily responsible for renal inflammasome activation in the setting of kidney injury types other than PKD (Mulay et al., 2013). Treatment of mice with clodronate lipsosomes, such as that used previously to restrain cystic disease progression in mouse models of PKD, has been shown to deplete renal CD11c + cells (Mulay et al., 2013), suggesting potential pro-cystic effects of these cells. Flow analysis of the leukocyte-enriched populations from RC/RC and WT kidneys showed around 30%–40% of these cells were CD11c+ (data not shown).

Renal CD11c+ cells were isolated from the Ficoll-enriched cell populations of female RC/RC and WT mice with magnetic anti-CD11c beads and assessed for Caspase-1 cleavage and IL-1β production. There was a reduced efficiency of isolation of CD11c+ cells compared to that obtained with the anti-CD45 antibody reagents: ∼70%–85% of the cells isolated by anti-CD11c beads from both RC/RC and WT kidneys were CD11c +, while ∼5%–15% of the CD11c-depleted cells were CD11c+ (data not shown). As expected, there was a high percentage of CD45^+^ cells present in both the anti-CD11c bead-isolated and CD11c-depleted cells (greater than 95% and 70%–90% respectively, not shown). Western blots of Caspase-1 showed that uncleaved Caspase-1 was present in anti-CD11c-isolated cells from both RC/RC and WT kidneys, but only RC/RC kidneys showed cleaved Caspase-1 in these preparations (see Figure 3C for an example). In addition, while elevated levels of IL-1β were produced by renal anti-CD11c isolated cells from RC mice, very little IL-1β was detected in equal numbers of CD11c+ isolated cells from WT mouse kidneys or by the CD11c-depleted cells from either mouse type (see Figure 3D for an example), despite the high percentage of CD45^+^ cells in this depleted population. These experiments indicate that inflammasome activation in the kidneys of RC/RC mice is occurring predominantly in leukocytes, and that CD11c+ cells are likely the primary immune cells responsible for this activation.

### Caspase-1 deficiency in RC mice restrains cystic disease progression in females but not males

Since multiple types of kidney insults that promote inflammasome activation also are known to promote cystic disease progression in rodent models of PKD, we hypothesized that a genetic deficiency of *Casp1* in RC/RC mice to restrict inflammasome activation might restrain cyst expansion during the natural course of the disease. Using TALENs technology the *Casp1* gene was mutated to create several deletions (Supplementary Figure S3A–C), one of which was bred to homozygosity in the RC/RC mouse. This mutation (Del3, Supplementary Figure S3B) which has a 28 bp deletion that includes the coding region for the active site cysteine residue of Caspase-1 and the splice donor of exon 6, results in a knockout (KO) genotype for expression of the gene (Supplementary Figure S3D).

WT mice, RC/RC mice, and RC/RC mice homozygous for *Casp1* KO (RC/RC:*Casp1*KO) were euthanized at 6 months of age and assessed for parameters of cystic disease progression. These included microscopic examination of H&E-stained, formalin-fixed renal mid-sagittal sections and determination of the 2 kidney/total body weight (2K/TBW) ratios, cystic index, cyst number, and renal function, as estimated by serum blood urea nitrogen (BUN). H&E-stained sections of average-sized kidneys for both females and males showed robust cystic disease in RC/RC mice that appeared to be restrained in the RC/RC:*Casp1*KO mice, particularly in females which showed apparent smaller and fewer cysts (Figure 4A). As shown previously for this strain, the 2K/TBW was elevated in both male and female RC mice compared to WT at this age. The RC/RC:*Casp1*KO mice showed reduced 2K/TBW compared to RC/RC mice but only in females (Figure 4B). Similarly, the cystic index and number of cysts/sagittal sections were also reduced in female RC/RC:*Casp1*KO mice but not the males (Figures 4C,D). The BUN of the RC/RC mice at this age was not elevated, as has been shown previously (Arroyo et al., 2021), and these values were unaltered in the RC/RC:*Casp1*KO mice (Figure 4E).

**FIGURE 4:**
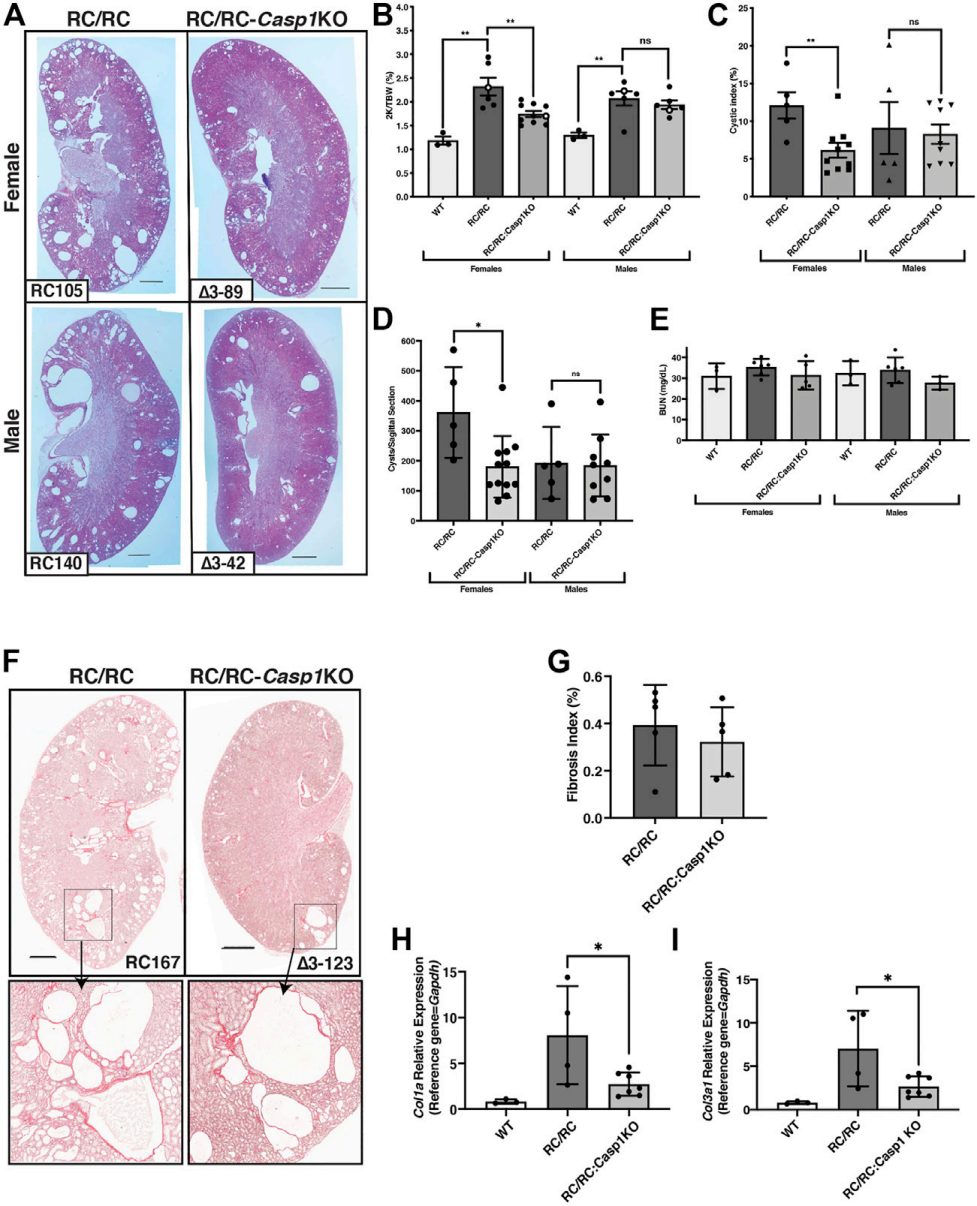
*Casp1*-deficiency restrains cystic disease progression in female RC/RC mice. **(A)** Formalin-fixed average sized kidneys from 6 m old RC/RC and RC/RC:*Casp1*KO mice were sectioned and stained with hematoxylin and eosin. Scale bars = 1 mm. **(B)** The two-kidney/total body weight percentage (2K/TBW %) was determined for each animal analyzed and plotted as a function of genotype for females and males. Open symbols indicate data points from those mice from which the H&E images shown in **(A)** were taken. The cystic index **(C)** and the number of cysts per sagittal section **(D)** for RC/RC and RC/RC:*Casp1*KO mice were determined and plotted as a function of gender and genotype. **(E)** Blood urea nitrogen (BUN) was determined for each mouse tested and plotted as a function of gender and genotype. **(F)** Sections from kidneys of female RC/RC and RC/RC:*Casp1KO* mice were stained with picrosirius red and illuminated by bright field to visualize collagen type I-α1 (*Col1α1*) and collagen type III-α1 (*Col3α1*). Scale bars = 1 mm. Enlarged images of the boxed regions are shown below as indicated by the arrows. **(G)** The fibrosis index was determined from picrosirius red-stained kidney sections from the RC/RC and RC/RC:*Casp-1*KO female mice. Quantitative RT-PCR of RNA isolated from WT, RC/RC, and RC/RC:*Casp-1*KO female mice, showing the relative expression of the fibrosis markers *Col1α1* **(H)** and *Col3α1* **(I)**.

We assessed the *Casp1* KO effects on renal fibrosis initially by collagen (type1-α1 and type III-α1) staining of sections from fixed samples with picrosirius red (Figure 4F) Because of the predominantly female effect of *Casp1* KO on cyst number and kidney size, we concentrated this analysis on female samples. There was little fibrotic area in the RC/RC kidneys at this age as has been shown previously (Arroyo et al., 2021), and quantitation of the fibrosis indices of these samples showed no significant difference between the RC/RC and RC/RC:*Casp*1KO kidneys (Figure 4G). To detect more subtle potential effects of *Casp1* KO on fibrosis pathways in these kidneys, the relative transcript expression of *Col1α1* and *Col3α1* were determined by qRT-PCR (Figures 4H,I). The expression of these fibrosis transcript markers was elevated in the RC/RC kidneys when compared to WT and was significantly reduced by *Casp1* KO. These results suggest that early renal fibrotic pathways in the female RC/RC mice at this age are restrained by *Casp1* KO.

Sections of these female mouse kidneys were also stained for the proliferation marker, Ki67, which showed very few positive cells (Supplementary Figure S4A). Quantification of the Ki67 + cells lining the cysts and those in the interstitium was carried out and showed no significant difference between the RC/RC and RC/RC:*Casp1*KO samples (Supplementary Figure S4B,C). Finding no differences in proliferation, particularly for the cyst-lining cells, despite the differences in cystic index and cyst numbers, is likely due to the overall low numbers of proliferating cells in these kidneys, coupled with the inadequacies of a snap-shot assessment at a single time point.

### Gene expression profiles of RC/RC and RC/RC:*Casp1*KO kidneys

To elucidate the cellular pathways influenced by *Casp1* KO to restrain cyst formation and cyst growth in PKD, gene expression profiling following RNASeq was carried out using both male and female kidneys from WT, RC/RC, and RC/RC:*Casp1*KO mice (see Data Availability Statement). 

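RNA was sequenced from the kidneys of 12 mice at 6 months of age, with 2 males and 2 females in each of 3 groups of 4 mice. The groups were WT C57BL/6J mice, RC/RC mice, which carry a hypomorphic allele of *Pkd1* on both chromosomes and develop slowly progressive cystic disease, and RC/RC mice in which *Casp1* is also disrupted (RC/RC:*Casp1*KO). The libraries were made from poly(A) RNA. The authors deposited one table of 35275 genes with the number of reads counted on each gene in each mouse, without normalization, and beside these counts the fold changes and p-values of their own DESeq2 comparisons. The paper's text does not name the aligner, the counting tool, the genome build or whether the counting used strand. The columns name the group of each mouse and not its sex, so males and females were analyzed together. The reads counted on genes ranged from 20556335 to 22656309 per WT mouse (median 22189082), from 18019819 to 24284831 per RC/RC mouse (median 21749358) and from 18738755 to 24869454 per RC/RC:*Casp1*KO mouse (median 19853600). No count was present in any mouse for 10792 genes. In each of the 18 pairs of mice from the same group the counts differed by more than sampling noise (chi-square per degree of freedom from 15.7 to 128), so every mouse was treated as a separate replicate. Each pair of groups was compared in a fit of those 8 mice with edgeR's quasi-likelihood test on the counts, after TMM normalization and removal of weakly expressed genes with edgeR's filterByExpr. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called DEGs. Expression is given as CPM, scaled with TMM factors of all 12 libraries. At this depth 3 counts, taken as the smallest signal that can be told from none, correspond to 0.145 CPM in the WT group. The scaling between libraries, the filter on weakly expressed genes and the test are the choices that could change these numbers. *Casp1*, the gene disrupted in the knockout, is listed as ENSMUSG00000025888 on chromosome 9 from 5298517 to 5307265, in a genome build the table does not name. Its expression was 1.51 ± 0.361 CPM (SD, n = 4 mice) in WT, 3.51 ± 0.705 CPM (SD, n = 4) in RC/RC and 0.693 ± 0.278 CPM (SD, n = 4) in RC/RC:*Casp1*KO kidneys. All 4 RC/RC:*Casp1*KO mice lay below all 4 RC/RC mice, at 0.382 to 1.06 CPM against 2.62 to 4.24 CPM, and 10 to 23 reads were still counted on the gene in each of them. The log2 fold change of RC/RC:*Casp1*KO against RC/RC was −2.35 (standard error 0.32, adjusted p = 0.00514 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between −2.63 and −2.13 when each mouse was left out in turn. RC/RC exceeded WT with a log2 fold change of 1.21 (standard error 0.25, adjusted p = 0.0142 from the same test). The difference between RC/RC:*Casp1*KO and WT, −1.12 (standard error 0.35, adjusted p = 0.128), did not pass the threshold. Over the 10 alternative ways of processing the counts, the adjusted p-value of RC/RC:*Casp1*KO against RC/RC ranged from 7.50e-10 to 0.0158, and the log2 fold change moved most, to −1.19, with limma on log2(FPKM + 1). The difference between RC/RC:*Casp1*KO and WT passed in 2 of the 10 (adjusted p from 0.0481 to 0.164).

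**Figure D1:**
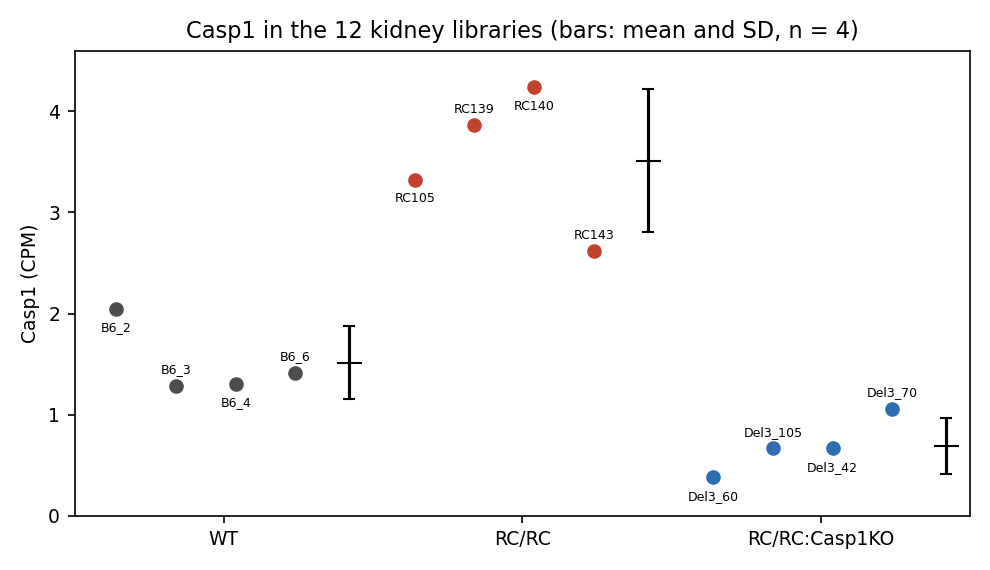
Expression of *Casp1* in CPM (y axis) in each of the 12 kidneys, by group (x axis); each point is 1 mouse, and the bars give the mean ± SD of the 4 mice of a group. The RC/RC:*Casp1*KO mice lie at or under 1.06 CPM and the RC/RC mice at 2.62 CPM or more.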

Hierarchical cluster analysis of expressed genes from these kidneys reveals distinct expression profiles (Figure 5A). 

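The 3364 genes that were DEGs in at least 1 of the 3 comparisons were clustered on log10(FPKM + 1), with the FPKM of each mouse computed from its counts and the gene lengths of the table. With complete linkage on Euclidean distances, a division into 3 clusters gave the 3 groups, with no mouse outside its own group. A division into 2 clusters set the RC/RC mice apart from the RC/RC:*Casp1*KO and WT mice together. These genes were selected for differing between the groups, so a separation by group follows in part from the selection. The distance between the group means was 16.3 for WT and RC/RC, 11.0 for WT and RC/RC:*Casp1*KO and 11.5 for RC/RC and RC/RC:*Casp1*KO. Between single mice, the mean distance was 17.4 (12.9 to 23.0) for RC/RC and WT, 13.3 (9.93 to 18.2) for RC/RC and RC/RC:*Casp1*KO and 12.5 (9.60 to 17.1) for RC/RC:*Casp1*KO and WT. Within groups it was 8.43 (6.69 to 11.0) for RC/RC, 7.55 (4.80 to 9.89) for RC/RC:*Casp1*KO and 6.85 (4.11 to 8.43) for WT. A principal component analysis used no information on the groups and took in the log2 CPM of 15875 genes. The first component held 37.5% of the variance, the second 24.4% and the third 15.5%. On the first component the RC/RC mice lay between 10.2 and 65.4, the RC/RC:*Casp1*KO mice between −25.1 and 1.16 and the WT mice between −46.5 and −7.58, so on it the RC/RC mice were apart while the other groups overlapped. On the second component the groups overlapped, with RC/RC between −24.0 and 8.89, RC/RC:*Casp1*KO between −36.3 and 20.0 and WT between −14.2 and 42.4. It was positive for RC105, RC139, Del3_60, Del3_105, B6_2 and B6_3 and negative for the others, so it divided the mice within each group. The cause of this division was not tested. On the third component the RC/RC:*Casp1*KO mice lay between 3.86 and 33.2 and the WT mice between −20.2 and −7.55, without overlap, and the RC/RC mice between −26.4 and 16.7.

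**Figure D2:**
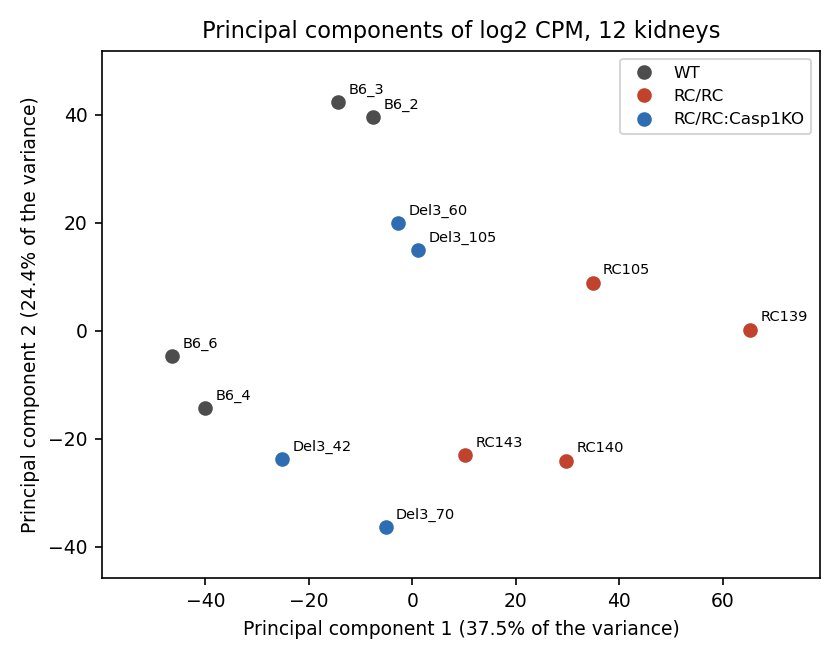
The 12 kidneys on the first (x axis) and second (y axis) principal components of log2 CPM; each point is 1 mouse, colored by group. The 4 RC/RC mice lie to the right of all others on the first component.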

Notably, many of the gene expression changes seen in RC/RC mice compared to WT are reversed in RC/RC:*Casp1*KO compared to WT. 

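Of the DEGs between RC/RC and WT, 1951 were also tested between RC/RC:*Casp1*KO and RC/RC. Of these, 1854 (95.0%, exact Clopper-Pearson 95% confidence interval 94.0% to 95.9%) had a fold change of the opposite sign there. The interval counts genes as independent and does not measure the spread between mice. The opposite sign was found for 1428 of the 1484 genes that were higher in RC/RC than WT (96.2%) and for 426 of the 467 that were lower (91.2%). The change back was a DEG in its own right for 503 genes, 372 of them higher and 131 lower in RC/RC than WT. No gene was a DEG in the same direction in both comparisons, and 5 were at an unadjusted p-value under 0.05. The median log2 difference from WT went from 1.32 in RC/RC to 0.62 in RC/RC:*Casp1*KO for the higher genes, and from −0.76 to −0.32 for the lower genes. In RC/RC:*Casp1*KO, 188 of the 1951 genes were still DEGs against WT, 113 higher and 75 lower. Both comparisons use the same 4 RC/RC mice, which by itself favors opposite signs. Among the 13128 genes that were not DEGs between RC/RC and WT, 74.3% had opposite signs. With the RC/RC mice divided so that 2 entered each comparison, the share of DEGs over the 6 possible divisions was 73.5% to 92.1% (median 91.1%), with 492 to 3067 DEGs. Genes that were not DEGs in these divisions had opposite signs in 58.8% to 73.9% (median 67.3%), a value added after the result was seen. The 74.3% therefore need not come from shared mice alone. Of the settings chosen before the data were examined, DESeq2's Wald test raised the number of genes that changed back most, with 1157 such DEGs out of 3012 and a share of 92.9%, and DESeq2 with a normal prior, added later, gave 1164 out of 3022 and 92.7%. Scaling by library size alone lowered the number most, to 178 out of 1880 with a share of 93.8%. With limma on log2(FPKM + 1) it was 195 out of 1723, with a share of 94.2%.

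**Figure D3:**
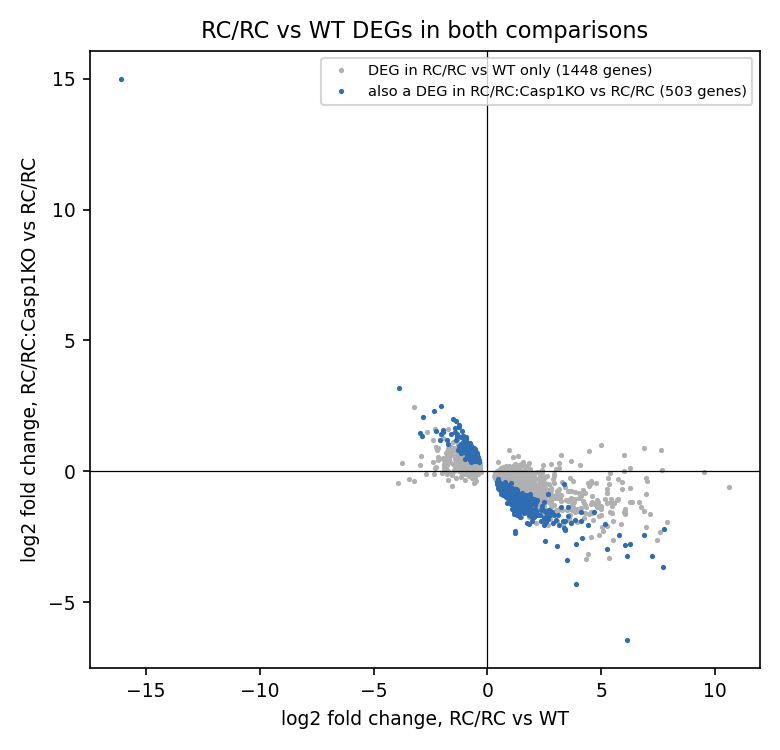
The log2 fold change of RC/RC against WT (x axis) and of RC/RC:*Casp1*KO against RC/RC (y axis) for the 1951 DEGs between RC/RC and WT; each point is 1 gene, blue for the 503 genes that were also DEGs with the opposite sign and grey for the others. Most points lie in the upper left and lower right quadrants, and the point far to the upper left is *Ugt2b38*, which had no counts in RC/RC, so its place depends on how zero counts are treated.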

Examination of kidney gene expression in individual mice reveals a similar theme (Supplementary Figure S5), although: 1) female RC/RC mice had a somewhat different pattern of upregulated and downregulated genes, compared to males; and 2) at least a subset of genes downregulated by *Casp1* KO in females appeared to be more variably affected by *Casp1* KO in males. Due to the small number of mice in each group, subsequent RNAseq analyses were performed using the combined male/female data, unless otherwise noted, though key genes were assessed and validated using qRT-PCR in individual males and females separately.

**FIGURE 5:**
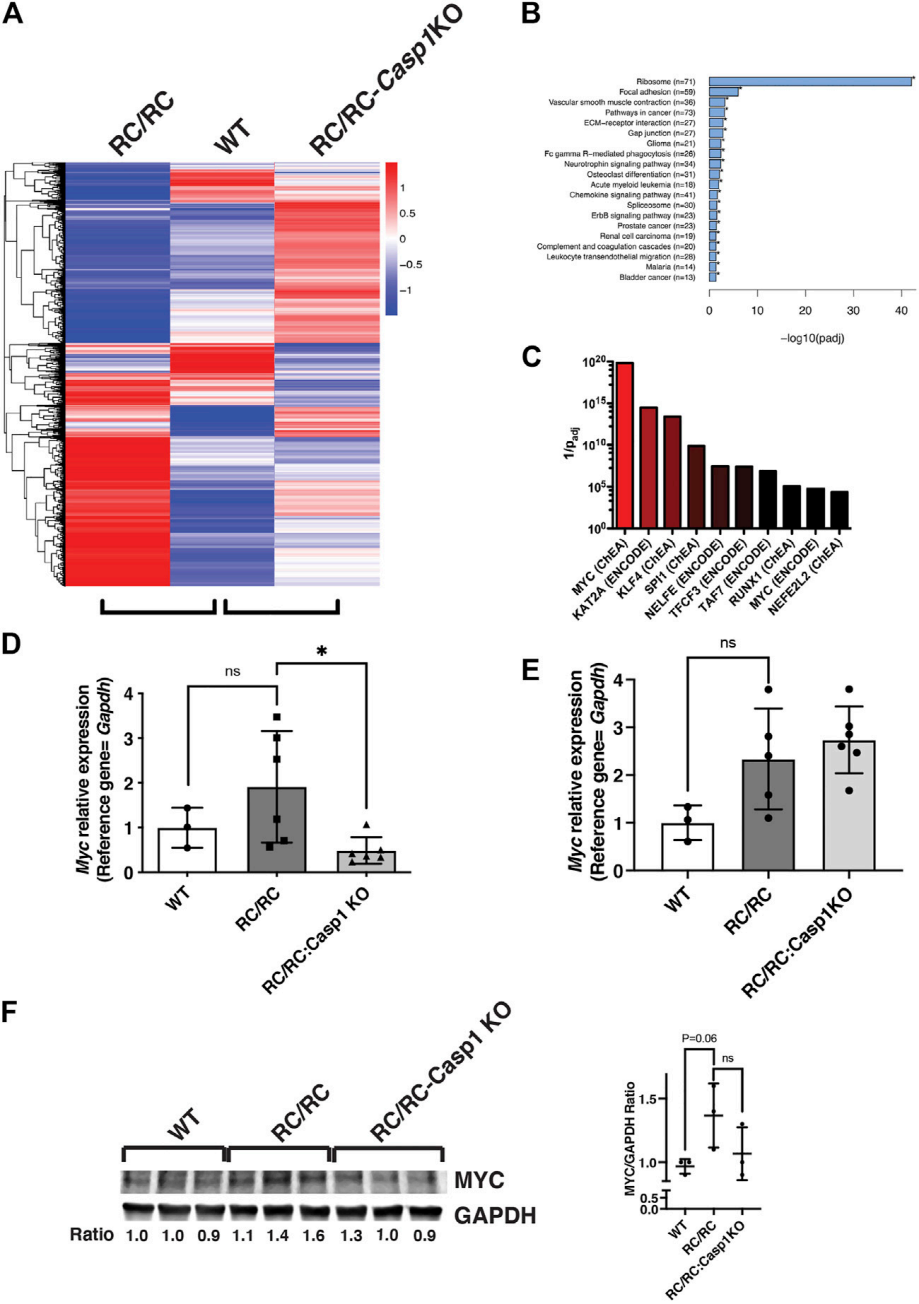
The MYC pathway in RC/RC mice is downregulated by *Casp1* KO in females but not males. **(A)** RNA was isolated from kidneys of 6 month-old RC/RC, WT, and RC/RC:*Casp1*KO mice (2 males and 2 females per group). RNAseq was performed, and hierarchical cluster analysis of differentially expressed genes was used to compare gene expression patterns from each group. Hierarchical clustering analysis was carried out with the log10(FPKM+1) of union differential expression genes of all comparison groups. Differential expression analysis between two conditions/groups was done by using the DESeq2 R package, with the significance criterion being p_adj_ < 0.05. Color descending from red to blue indicates log10(FPKM+1), from large to small. **(B)** ClusterProfiler software was used to perform KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis from the RNAseq data (males and females). Shown are pathways significantly enriched among all the 3162 DEGs in RC/RC vs. RC/RC:*Casp1KO* kidneys. Pathways are ranked by -log10 (p_adj_). Shown in parentheses are the number of genes mapped to each pathway. **(C)** Genes significantly downregulated in male and female RC/RC:*Casp1KO* kidneys compared to RC/RC kidneys were analyzed using the web-based tool ENRICHR (see text for references). Transcription factors that are present in ENCODE and ChEA databases were matched with consensus target genes from within this gene set. The *y*-axis represents 1/p_adj_. **(D and E)** qRT-PCR of *Myc* transcripts from kidneys of 6 month-old WT, RC/RC, and RC/RC:*Casp1*KO female **(D)** and male **(E)** mouse kidneys (*p < 0.05; *t* test). **(F)** Western blots of MYC and GAPDH from whole protein samples isolated from the kidneys of 6 month-old WT, RC/RC and RC/RC:*Casp1*KO female mice (3 each). The ratio of MYC/GAPDH is shown beneath each sample and is plotted in the graph to the right.

The differentially expressed genes (DEGs) that were upregulated in RC/RC vs. WT kidneys included genes in pathways that have been previously reported in PKD (Chen et al., 2008; Song et al., 2009; Happe et al., 2011; Pandey et al., 2011; Menezes et al., 2012; Dweep et al., 2013; de Almeida et al., 2016; Chatterjee et al., 2017; Malas et al., 2017; Cai et al., 2018; Kunnen et al., 2018; Terabayashi et al., 2020). 

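Between RC/RC and WT, 15243 genes were tested and 1971 were DEGs, 1487 of them upregulated and 484 downregulated in RC/RC, while 4457 genes had an unadjusted p-value under 0.05. The 4 mice of one group all lay above the 4 of the other for 2989 genes (19.6%), where chance alone gives 2.86%. Of the settings chosen before the data were examined, DESeq2's Wald test moved the number of DEGs most, to 3018, which included 1958 of the 1971, and DESeq2 with a normal prior, added later, gave 3027. The upregulated share was 75.4% with TMM factors, 86.1% with scaling by library size alone and 66.2% with DESeq2. The authors' deposited table lists 2991 DEGs for this comparison, and they included 98.9% of the 1971. The largest increases among DEGs with no overlap between the groups were those of *BC018473*, *St6galnac1* and *Ighv2-9*. *BC018473* (ENSMUSG00000056032, chromosome 11), an antisense gene whose counts are uncertain because the use of strand is not stated, was at 106 ± 25.0 CPM (SD, n = 4) in RC/RC and had at most 3 counts in any WT mouse, so it was at least 731-fold higher (adjusted p = 3.45e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *St6galnac1* (ENSMUSG00000009588, chromosome 11) was at 4.38 ± 1.07 CPM (SD, n = 4) and had no counts in WT, at least 30.3-fold higher (adjusted p = 0.000393 from the same test). It shares 98.0% of 1581 aligned bases with the pseudogene *Gm11735*, which also had no counts in WT, and the sum of *St6galnac1* and *Gm11735* was 5.56 CPM in RC/RC, so reads divided between these 2 do not account for the increase. *BC018473*, *St6galnac1* and *Gm11735* were also above WT in RC/RC:*Casp1*KO, at 70.6, 4.33 and 2.11 CPM. They all lie on chromosome 11 between 110 and 120 Mb. A segment of another strain carried there in the RC/RC mice was not excluded as the cause. *Ighv2-9* (ENSMUSG00000096638, chromosome 12), a member of a family of near-identical immunoglobulin genes, was at 3.76 ± 1.26 CPM (SD, n = 4), at least 26.0-fold higher than in WT (adjusted p = 0.000194 from the same test). The largest decrease was that of *Ugt2b38* (ENSMUSG00000061906, chromosome 5), from a gene family with similar members. It had no counts in RC/RC and varied from 96.2 to 795 CPM between WT mice, so it was at least 2955-fold lower in RC/RC (adjusted p = 0.00251 from the same test). *Atp4a* (ENSMUSG00000005553, chromosome 7) fell by 3.94 on the log2 scale (standard error 0.71, adjusted p = 0.00729 from the same test). *Gm13075* (ENSMUSG00000086061, chromosome 4), also an antisense gene, fell by 3.91 (standard error 0.68, adjusted p = 0.00610 from the same test).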

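Supplementary Table S1 assigns upregulated genes of the RC/RC kidneys to 7 pathways under 168 gene names, of which 164 matched a gene of the count table and 158 were tested between RC/RC and WT. All 158 were higher in RC/RC, with a median log2 fold change of 1.24, and 129 (78.7% of the 164) were DEGs, whereas 9.00% of the 15085 other tested genes were upregulated DEGs. Adjusted over the list alone, all 158 passed the threshold, but the list consists of calls the authors made on the same 12 libraries, so this shows no stability. By pathway, the DEGs were 30 of 38 genes for TGFβ, 45 of 64 for WNT, 5 of 5 for Hedgehog, 19 of 21 for cAMP, 5 of 8 for Hippo, 21 of 28 for epithelial-to-mesenchymal transition and 27 of 29 for fibroblast proliferation and activation. The median log2 fold change of a pathway ranged from 0.67 for Hippo to 1.45 for cAMP.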

Upregulated DEGs mapped to Gene Ontology or KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways that are associated with proliferation and growth, such as cAMP, WNT, Hedgehog, Hippo, and TGFβ, as well as pathways involved in epithelial-to-mesenchymal transition and fibroblast proliferation and activation (Supplementary Table S1). Strikingly, there were numerous upregulated genes mapped by Gene Ontology analysis to more than 270 different pathways related to various innate and adaptive immune responses, including immune cell activation, function, and migration and response to cytokines (Supplementary Table S2). 

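Supplementary Table S2 lists 275 Gene Ontology terms, and the genes are shown in full for all but 41 of them, whose lists are shortened. The names shown come to 538 genes, of which 525 matched the count table and 497 were tested. All 497 were higher in RC/RC than WT, with a median log2 fold change of 1.36. A total of 435 (82.9% of the 525) were DEGs, whereas 7.13% of the 14746 other tested genes were upregulated DEGs. As these genes were listed because the authors called them in the same mice, the comparison measures how far the calls overlap.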

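In 12 of the listed terms, which concern pyroptosis, IL-1 or IL-18, 29 genes are named, and 28 of them were tested between RC/RC and WT. All 28 were higher in RC/RC, 21 were DEGs, and 28 passed when the adjustment covered these genes alone. The authors listed these genes because they called them in the same mice, so the shared direction and the adjustment within the list show no stability. *Casp1* itself is one of the 21. *Aim2* (ENSMUSG00000037860), which encodes an inflammasome sensor, rose from 0.722 ± 0.141 to 2.35 ± 0.188 CPM (SD, n = 4 each), a log2 fold change of 1.69 (standard error 0.25, adjusted p = 0.00296 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il1b* (ENSMUSG00000027398) rose from 1.08 ± 0.271 to 3.07 ± 0.964 CPM (SD, n = 4 each), a log2 fold change of 1.51 (standard error 0.32, adjusted p = 0.0141 from the same test). *Gsdmd* (ENSMUSG00000022575), which encodes the pore-forming protein of pyroptosis, changed by 0.75 (standard error 0.20, adjusted p = 0.0391 from the same test), which passed in 1 of the 8 fits that each left out 1 mouse. The other 7 did not pass the threshold, among them *Nlrp3* (1.16, adjusted p = 0.0660 from the same test) and *Pycard* (0.61, adjusted p = 0.0722 from the same test). The adjusted p-value passed in 4 of the 10 alternatives for *Nlrp3* (0.0433 to 0.123) and in 4 of 10 for *Pycard* (0.0258 to 0.0974). *Il18* is not named in these terms and reached 0.83 (adjusted p = 0.0660 from the same test).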

Pathways related to pyroptosis and IL-β and IL-18 production, secretion, and response are including among these inflammatory pathways.

Gene expression profiles were compared between RC/RC and RC/RC:*Casp1*KO kidneys to discover those pathways altered by the absence of *Casp1* and particularly those that might influence cystic disease progression. KEGG pathway analysis of all the 3164 DEGs in RC/RC vs. RC/RC:*Casp1KO* kidneys showed that the ribosome pathway was the most altered (Figure 5B and Supplementary Table S3). This pathway included 71 DEGs, mostly encoding ribosome proteins, all of which were downregulated (70 significantly) in the RC/RC:*Casp1*KO kidneys compared to those of RC/RC. 

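Of 15428 genes tested between RC/RC:*Casp1*KO and RC/RC, 1797 were DEGs, 1116 higher and 681 lower in RC/RC:*Casp1*KO, and 4889 had an unadjusted p-value under 0.05. For 3155 genes (20.4%) the 4 mice of one group all lay above the 4 of the other. DESeq2's Wald test called 3182 genes, all 1797 among them, and scaling by library size alone called 993, which included 964 of the 1797. The share of DEGs that were higher in RC/RC:*Casp1*KO was 62.1% with TMM factors and 82.0% with scaling by library size alone. The authors' deposited table lists 3164 DEGs, and 99.8% of the 1797 are among them. The membership of the KEGG ribosome pathway was not used here. In its place, the cytosolic ribosomal protein genes were collected by symbol (Rpl and Rps genes, Rpsa and Fau, without pseudogenes, S6 kinases or mitochondrial ribosomal proteins), of which 84 were tested. DEGs lower in RC/RC:*Casp1*KO made up 29.8% of this set and 4.28% of the 15344 other tested genes (Fisher's exact test, two-sided, odds ratio 9.48, p = 1.13e-14), a test that counts genes as independent. Expression of these genes rises and falls together from mouse to mouse, with an estimated correlation of 0.87 between genes. With that correlation taken into account, limma's camera gave p = 0.209 for the set (two-sided), and with a preset correlation of 0.01 it gave p = 5.76e-19.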

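The mean log2 CPM of the 84 ribosomal protein genes was 8.11 ± 0.285 (SD, n = 4) in RC/RC and 7.60 ± 0.130 (SD, n = 4) in RC/RC:*Casp1*KO mice, a change of −0.51, with TMM factors of those 8 mice. Every RC/RC:*Casp1*KO mouse lay below every RC/RC mouse (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 mice against 4 allow). The change was negative for 83 of the 84 genes. DEGs among them numbered 25, all lower in RC/RC:*Casp1*KO, while 80 were lower at an unadjusted p-value under 0.05 and 79 when the adjustment covered the set alone. Their median adjusted p-value over all genes tested was 0.0584, so small shifts decide how many count as DEGs. DESeq2's Wald test gave 70 such DEGs and scaling by library size alone gave 0. The largest decreases were those of *Rps15* (ENSMUSG00000063457), with a log2 fold change of −0.77 (standard error 0.22, adjusted p = 0.0491 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and of *Rpl37a*, at −0.72 (standard error 0.19, adjusted p = 0.0441 from the same test). *Rpl3l* was the single gene that rose, by 0.67 (standard error 0.35, adjusted p = 0.217 from the same test). When each mouse was left out in turn, the mean change stayed between −0.60 and −0.38, and over the other ways of processing the counts it stayed between −0.51 and −0.29. With TMM factors of all 12 libraries, the RC/RC mice spread from 7.76 to 8.27, and 2 of the 4 WT mice, at 7.93 and 7.78, lay above 1 or more RC/RC mice. In RC/RC against WT the mean rose by 0.40 (exact permutation test, two-sided, p = 0.171) with 0 DEGs and 36 genes higher at an unadjusted p-value under 0.05.

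**Figure D4:**
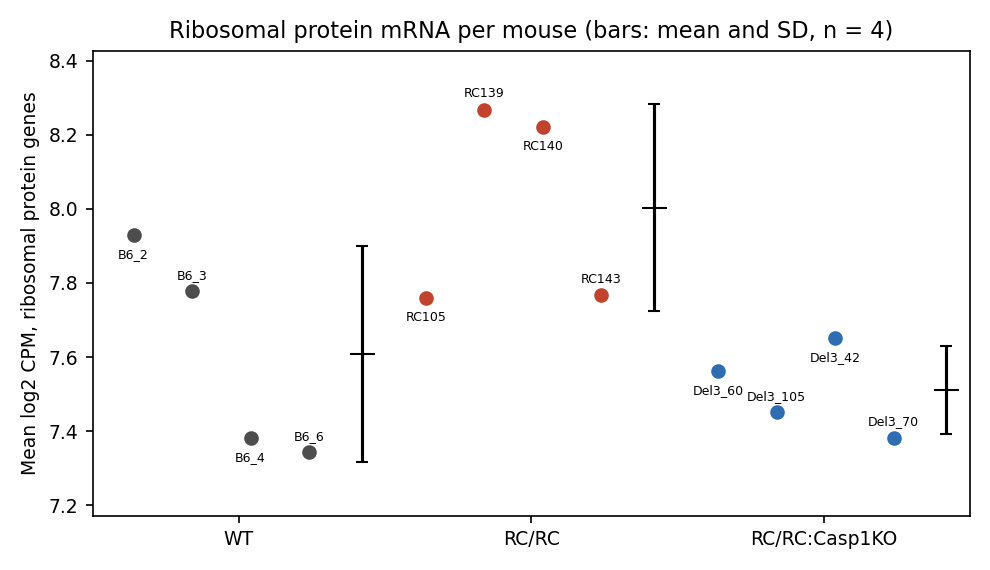
Mean log2 CPM of the ribosomal protein genes, scaled over all 12 libraries (y axis, drawn from 7.2 to 8.4) in each of the 12 kidneys by group (x axis); each point is 1 mouse, and the bars give the mean and SD of the 4 mice of a group. The RC/RC:*Casp1*KO mice lie between 7.38 and 7.65, the RC/RC mice between 7.76 and 8.27 and the WT mice between 7.34 and 7.93.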

A reduction in the expression of these proteins would be expected to diminish ribosome biogenesis and slow growth, which may contribute to the restrained cystic disease in these mice.

### Caspase-1 knockout in female but not male RC mice restrains MYC and YAP pathways, which are central mediators of kidney pathogenesis in polycystic kidney disease.

Since ribosomal genes are downregulated by *Casp1* KO, we focused the next stage of analysis on DEGs that were downregulated in the RC/RC:*Casp1KO* kidneys compared to RC/RC. These DEGs were expected to be associated with cystic disease-promoting pathways that are downregulated by *Casp1* KO. This gene set, which comprises 1405 DEGs, was used to perform ChIP enrichment analysis (ChEA) utilizing a publicly available, online tool, Enrichr (Lachmann et al., 2010; Chen et al., 2013; Kuleshov et al., 2016; Xie et al., 2021), to identify transcription factors that might regulate these genes. 

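With edgeR's quasi-likelihood test this set comprised 681 genes, of which 25 (3.67%) were ribosomal protein genes. The largest decreases with no overlap between the groups were in immunoglobulin variable genes, whose reads could have been assigned to other members of the family. *Ighv2-9* had a log2 fold change of −3.64 (standard error 0.69, adjusted p = 0.0159 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Igkv4-59* (ENSMUSG00000094006, chromosome 6) fell from 9.94 ± 6.86 to 1.07 ± 0.546 CPM (SD, n = 4 each), a log2 fold change of −3.23 (standard error 0.55, adjusted p = 0.0106 from the same test). *Ighv13-2*, on chromosome 12, had a log2 fold change of −3.25 (standard error 0.68, adjusted p = 0.0213 from the same test), and leaving out single mice put it past the threshold in 5 of 8 fits. Among the genes that were higher in RC/RC:*Casp1*KO, *Ugt2b38* varied from 28.7 to 394 CPM between mice and was at least 1342-fold higher than in RC/RC (adjusted p = 0.00877 from the same test). *Pcna-ps2* (ENSMUSG00000067608, chromosome 19), which the table calls a pseudogene of Pcna in its description and protein-coding in its type and which could share reads with Pcna, had a log2 fold change of 4.70 (standard error 0.36, adjusted p = 0.00115 from the same test). *Gm8055* (ENSMUSG00000096171, chromosome 10), a pseudogene, was at least 12.2-fold higher (adjusted p = 0.00199 from the same test).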

In this analysis, MYC was identified as strongly associated with DEGs downregulated in the RC/RC:*Casp1KO* kidneys (Figure 5C and Supplementary Table S4). 

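Supplementary Table S4 shows 66 gene names for the MYC set of the ChEA library before its list is shortened. All 66 were lower in RC/RC:*Casp1*KO than RC/RC, with a median log2 fold change of −0.55, and 24 (36.4%) were downregulated DEGs, against 4.28% of the 15362 other tested genes. Ribosomal protein genes made up 39 of the 66. Among the remaining 27 genes, 13 (48.1%) were downregulated DEGs. All 66 passed when the adjustment covered the list alone, which shows no stability for genes chosen because the authors called them in these mice. Having found the ribosomal genes downregulated, the paper turned to the downregulated DEGs as a whole, compared them with the targets of transcription factors, and states that MYC was strongly associated with them.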

MYC is a transcription factor, that is, known to promote expression of ribosomal proteins and ribosome biogenesis. Importantly, MYC is also known to be a central node responsible for the promotion of tubular epithelial cell proliferation and cystogenesis in PKD (Kurbegovic and Trudel, 2020). qRT-PCR assessment of renal *Myc* expression in female mouse kidneys showed an uptrend in the levels of this transcript in RC/RC vs. WT mice at this disease stage, which was significantly reversed by *Casp1* KO (Figure 5 D). In male mouse kidneys, while there was also an uptrend in *Myc* expression in RC/RC vs. WT mice similar to that found in females, there was no effect on the levels of this transcript elicited by *Casp1* KO (Figure 5E). The levels of MYC protein in whole kidneys of female mice were assessed by Western blot, which showed increased levels of this protein in RC/RC vs. WT kidneys and reduced levels (2 out of 3 cases) in the RC/RC:*Casp1*KO vs. RC/RC kidneys (Figure 5F). These results suggest that KO of *Casp1* in female RC/RC mice may dampen the MYC pathway in these PKD animals.

MYC is a transcriptional target of the oncoprotein and transcription coactivator YAP, and the YAP-MYC signaling axis has been found to be a mediator of cystic kidney pathogenesis in a human-orthologous PKD mouse model (Cai et al., 2018). It was of interest then to determine whether the DEGs that were downregulated in the RC/RC:*Casp1*KO vs. RC/RC kidneys were enriched in YAP targets as well as MYC targets. 

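The YAP targets of Supplementary Table S5 number 539 genes, of which 536 were tested between RC/RC:*Casp1*KO and RC/RC, and 27 of the 539 encode ribosomal proteins. All 536 were lower in RC/RC:*Casp1*KO, with a median log2 fold change of −0.68. DEGs numbered 259 (48.1% of the 539) with edgeR's quasi-likelihood test, whereas 2.83% of the 14892 other tested genes were downregulated DEGs, and 534 of the list passed when the adjustment covered the list alone. The authors drew the list from their own DEGs in the same mice, so these shares describe the overlap of calls. Of the 681 genes that were lower by this test, the 259 make up 38.0%. The share of the list was 99.4% with DESeq2's Wald test, 99.8% with DESeq2's normal prior, added after the data were examined, and 14.3% with scaling by library size alone.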

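*Cyr61* (ENSMUSG00000028195, chromosome 3) was at 17.0 ± 5.09 CPM (SD, n = 4) in WT, 74.7 ± 6.26 CPM in RC/RC and 33.7 ± 6.79 CPM in RC/RC:*Casp1*KO kidneys. Its log2 fold change was 2.13 in RC/RC against WT (adjusted p = 0.000339 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −1.16 in RC/RC:*Casp1*KO against RC/RC (standard error 0.14, adjusted p = 0.00340 from the same test). *Myc* (ENSMUSG00000022346, chromosome 15) went from 5.71 ± 1.63 CPM (SD, n = 4) in WT to 15.6 ± 4.57 in RC/RC and 6.69 ± 1.55 in RC/RC:*Casp1*KO, log2 fold changes of 1.45 (adjusted p = 0.00899) and −1.23 (standard error 0.25, adjusted p = 0.0191 from the same test). *Ctgf* (ENSMUSG00000019997, chromosome 10) varied widely in RC/RC, at 164 ± 78.9 CPM (SD, n = 4), against 83.8 ± 11.0 in WT and 70.7 ± 16.1 in RC/RC:*Casp1*KO. It fell with *Casp1* KO by 1.22 on the log2 scale (standard error 0.31, adjusted p = 0.0366 from the same test), while its increase over WT, 0.97 (adjusted p = 0.0525), did not pass the threshold. *Axl* (ENSMUSG00000002602, chromosome 7) rose from 45.0 ± 5.16 CPM in WT to 102 ± 25.7 CPM in RC/RC (SD, n = 4 each), a log2 fold change of 1.18 (adjusted p = 0.00315 from the same test). In RC/RC:*Casp1*KO it was at 58.4 ± 18.4 CPM (SD, n = 4), a change of −0.81 (standard error 0.23, adjusted p = 0.0512 from the same test) that missed the threshold. Over the 10 alternatives, the decrease of *Axl* passed in 5 (adjusted p from 0.00956 to 0.103), that of *Ctgf* in 8 (0.00129 to 0.0665), and those of *Cyr61* and *Myc* in all 10. When each mouse was left out in turn, the decrease of *Ctgf* passed in 2 of 8 fits (adjusted p up to 0.0973), that of *Axl* in 2 of 8 (up to 0.139), that of *Myc* in 6 of 8 (up to 0.0601) and that of *Cyr61* in 8 of 8. *Fxyd1* (ENSMUSG00000036570, chromosome 7) rose by 1.47 in RC/RC against WT (adjusted p = 0.0489) and fell by 1.20 with *Casp1* KO (standard error 0.42, adjusted p = 0.0876 from the same test), a decrease that passed in 2 of the 10 and in 0 of 8 fits without 1 mouse.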

Comparison of these downregulated genes with YAP targets previously identified by ChIP-seq in mouse embryonic stem cells (Lian et al., 2010) revealed that these targets comprised ∼38% of the 1405 DEGS downregulated in the RC/RC:*Casp1*KO kidneys vs. RC/RC (Supplementary Table S5). This list includes key YAP targets upregulated in human ADPKD cystic tissue compared to minimally cystic tissue, such as *Axl*, *Ctgf*, *Cyr61*, and *Myc* (Cai et al., 2018). qRT-PCR analysis showed that multiple YAP targets in females, including these and *Fxyd1*, were upregulated in the RC/RC vs. WT mice and, as with *Myc,* were downregulated in the RC/RC:*Casp1*KO vs. RC/RC mice (Figures 6A–D). In males, two of the YAP targets, C*tgf* and *Axl* were assessed and while there was an uptrend in these targets in RC/RC vs. WT mice, there was no effect on the levels of these target transcripts in the RC/RC:*Casp1*KO vs. RC/RC mice (Supplementary Figure S6A,B). Assessment of YAP protein in female mouse kidneys showed elevated levels of this protein in RC/RC compared to WT and reduced levels (2 out of 3 cases) in the RC/RC:*Casp1*KO vs. RC/RC kidneys (Figure 6E). Collectively these results suggest that deficiency of Caspase-1 in this PKD model restrains the full activation of both MYC and YAP pathways in females but not males, correlating with the female-specific effects of this deficiency in restraining cystic disease progression.

**FIGURE 6:**
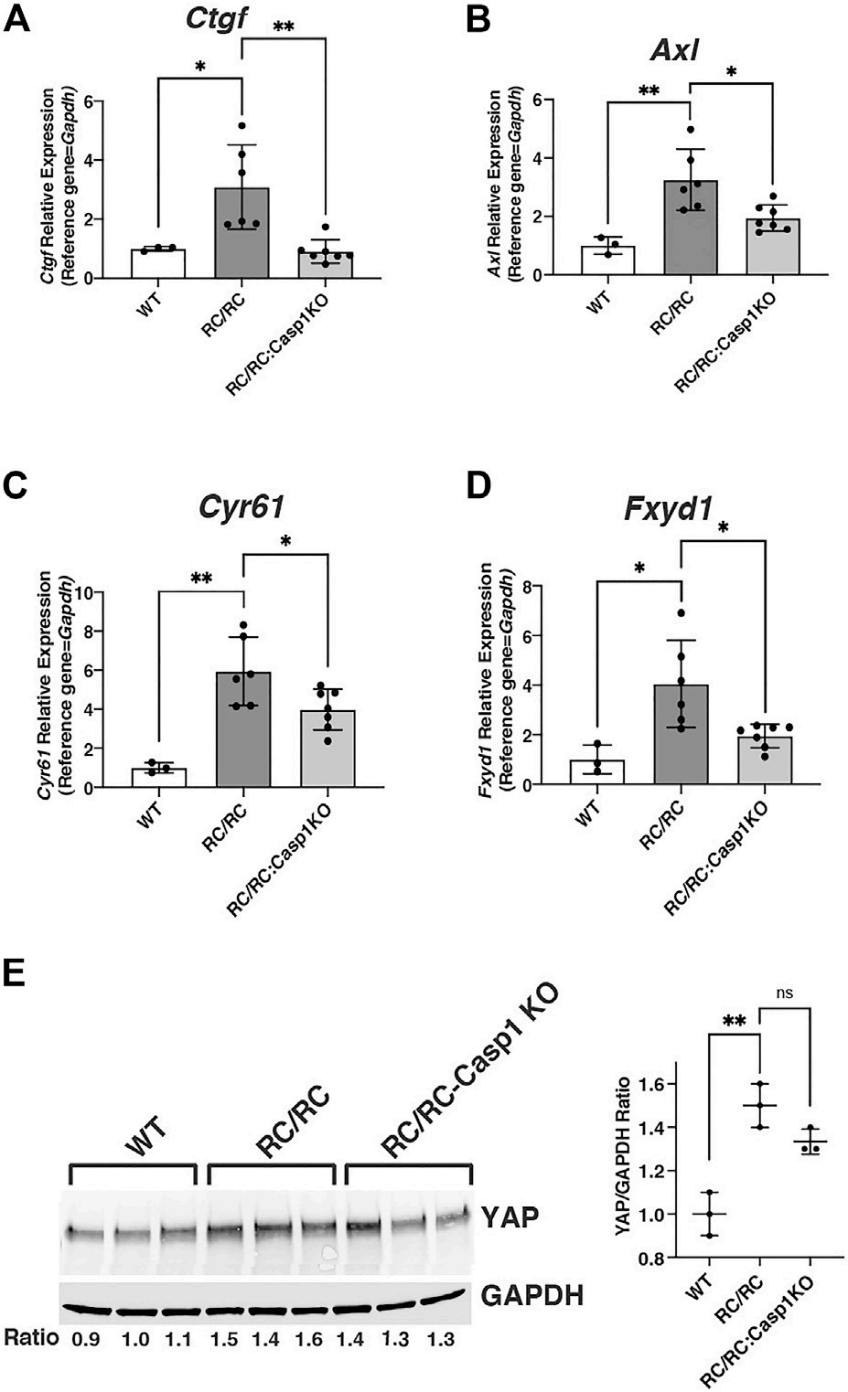
YAP pathway in RC/RC female mouse kidneys is downregulated by *Casp-1* KO. **(A–D)** qRT-PCR of YAP transcript targets from WT, RC/RC and RC/RC:*Casp-1*KO female mouse kidneys: **(A)** *Ctgf*; **(B)** *Axl*; **(C)** *Cyr61* and **(D)** *Fxyd1.* **(E)** Western blots of YAP and GAPDH from protein samples of WT, RC/RC, and RC/RC:*Casp1*KO female kidneys (3 each).

In a recent study YAP was found to activate MYC-dependent transcription cooperatively to promote a full proliferative response through integration of both mitogenic and mechanical signals (Croci et al., 2017). The differentially expressed genes that responded to MYC and YAP together but not, or less so, to either alone were identified and were linked mainly to cell proliferation. Given the known contribution of both MYC and YAP to PKD disease progression and the elevated levels of these proteins in cystic tubular cells (Happe et al., 2011; Trudel, 2015; Cai et al., 2018), we explored the possibility that YAP/MYC transcriptional cooperation may be occurring in PKD kidneys, especially in females, and that inflammasome activation may influence this phenomenon. Expression of these known coordinately regulated genes was assessed in our dataset from WT, RC/RC, and RC/RC:*Casp-1* KO, kidneys. This analysis revealed 65 coordinately YAP/MYC-regulated targets that were upregulated in RC/RC vs. WT and downregulated in RC/RC:*Casp1*KO vs. RC/RC (Supplementary Table S6). 

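All 65 genes of Supplementary Table S6 were tested in both comparisons, and each was higher in RC/RC than WT and lower in RC/RC:*Casp1*KO than RC/RC. The median log2 fold change was 1.18 in RC/RC against WT and −0.99 in RC/RC:*Casp1*KO against RC/RC, where it ranged from −1.90 to −0.44. DEGs with edgeR's quasi-likelihood test numbered 57 in the first comparison, 38 in the second and 31 in both. The 65 were selected by the authors in these mice for changing in these directions. *Smoc2* (ENSMUSG00000023886, chromosome 17) went from 8.36 ± 3.13 CPM (SD, n = 4) in WT to 122 ± 53.8 in RC/RC and 33.6 ± 14.2 in RC/RC:*Casp1*KO. Its log2 fold change was 3.86 in RC/RC against WT (adjusted p = 0.000369 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −1.87 with *Casp1* KO (standard error 0.35, adjusted p = 0.0155 from the same test), and it stayed above WT in RC/RC:*Casp1*KO, by 2.01 (adjusted p = 0.0226 from the same test). *Il33* (ENSMUSG00000024810, chromosome 19) was at 9.79 ± 1.92, 28.6 ± 11.4 and 10.3 ± 2.90 CPM (SD, n = 4 each) in WT, RC/RC and RC/RC:*Casp1*KO, and its decrease was −1.48 (standard error 0.28, adjusted p = 0.0167 from the same test). *Tnfrsf12a* (ENSMUSG00000023905, chromosome 17) was at 16.4 ± 2.60, 39.0 ± 9.04 and 16.4 ± 3.64 CPM (SD, n = 4 each) in the same order, with a decrease of −1.26 (standard error 0.20, adjusted p = 0.00852 from the same test). *S100a11*, at 86.0 ± 7.01, 190 ± 55.9 and 93.4 ± 9.90 CPM (SD, n = 4 each), decreased by 1.03 (standard error 0.20, adjusted p = 0.0171 from the same test). When each mouse was left out in turn, the decrease passed in 7 of 8 fits for *Smoc2*, 6 of 8 for *Il33*, 8 of 8 for *Tnfrsf12a* and 5 of 8 for *S100a11*. The increase in RC/RC over WT was a DEG for all of *Il33* (1.54), *Tnfrsf12a* (1.25) and *S100a11* (1.14).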

Validation of this observation was carried out, initially in females, by qRT-PCR for several of these genes, including those encoding TNF receptor super family member 12A (*Tnfrs12a*), SPARC related modular calcium binding 2 (*Smoc2*), Interleukin 33 (*Il33*), and S100 calcium binding protein A11 (*S100a11*) (Figures 7A–D). In males, while there was an uptrend in the single coordinate YAP/MYC target analyzed in RC/RC vs. WT mice, *Tnfrs12a*, there was no effect on the levels of this target transcript in the RC/RC:*Casp1*KO vs. RC/RC mice as seen in females (Supplementary Figure S6C). Other YAP/MYC-regulated targets were not assessed in males.

**FIGURE 7:**
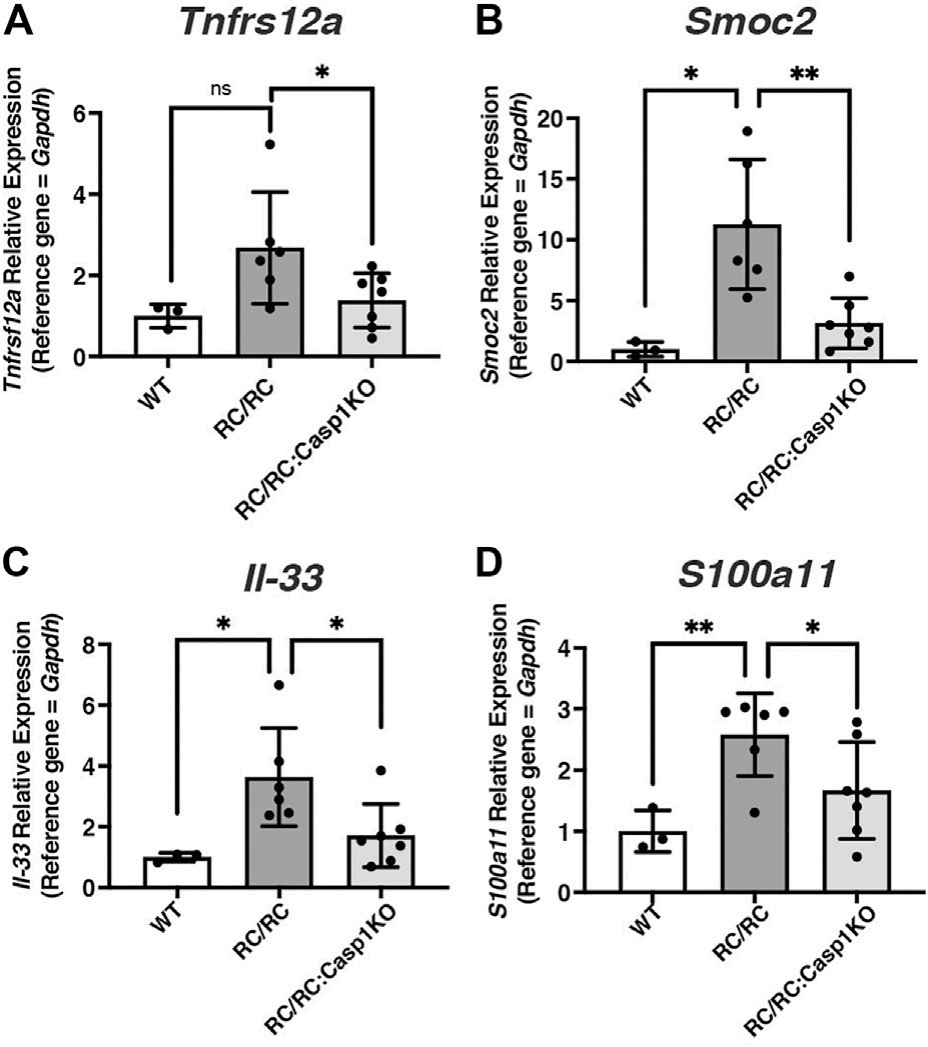
The expression of coordinately regulated YAP/MYC targets upregulated RC/RC female mouse kidneys is diminished by *Casp1* KO. **(A–D)** qRT-PCR of YAP/MYC coordinately regulated transcript targets from WT, RC/RC, and RC/RC:*Casp1*KO female mouse kidneys: **(A)** *Tnfrs12a*; **(B)** *Smoc2*; **(C)** *Il-33;* and **(D)** *S100a11.*

Collectively, these results suggest that deficiency of *Caspase-1* in the RC/RC PKD model restrains the activation of both MYC and YAP pathways and likely their coordinately regulated pathways in females but not males. Given the demonstrated critical roles of the YAP and MYC pathways to PKD cystogenesis, it is possible that the restraint of these pathways in female RC/RC mice deficient for *Caspase-1* contributes to the female-specific restraint of cystic disease progression in these mice.

### Hydroxychloroquine constrains inflammasome activation and restrains cystic disease progression in RC mice

Given the encouraging data showing ameliorative effects of *Casp1* depletion in PKD, at least in females, we sought to identify FDA-approved medications with the ability to inhibit inflammasome activation that could potentially be used for long-term treatment in PKD patients. Hydroxychloroquine (HCQ) is widely used to treat chronic inflammatory illnesses, such as lupus and rheumatoid arthritis (Ponticelli and Moroni, 2017; Schrezenmeier and Dorner, 2020), and is low-cost with uncommon side effects. While the mechanisms of HCQ’s immunomodulatory effects are incompletely understood, in studies of the well-known anti-inflammatory effects of HCQ, this drug was shown to dampen ATP-induced inflammasome activation *in vitro* and *in vivo* (Eugenia Schroeder et al., 2017). eATP is likely to be a relevant NLRP3 inflammasome-activating DAMP in PKD because: 1) as we show here, renal expression of the NLRP3 sensor appears to be a common PKD feature, suggesting that priming of this inflammasome has occurred; and 2) abundantly elevated levels of eATP are produced by tubular epithelial cells from PKD kidneys compared to control cells, giving rise to the elevated levels in these diseased kidneys (Wilson et al., 1999; Schwiebert et al., 2002; Palygin et al., 2018). Thus, it seemed reasonable to hypothesize that treatment of PKD mice with HCQ, an inhibitor of ATP-dependent inflammasome activation, might restrain cystic disease progression, similar to our findings in the Caspase-1 KO RC/RC female mice.

Before we tested this hypothesis, we examined the effects of HCQ on inflammasome production of IL-1β and IL-18 in cell-based experiments. In LPS-primed human THP-1 monocytes, HCQ diminished the ATP-induced release of both IL-1β and IL-18 in a concentration dependent manner (Supplementary Figure S7A,B). Similarly, using LPS-treated mouse primary spleen cells, HCQ diminished the ATP-induced release of IL-1β (Supplementary Figure S7C,D). These data support previous findings in the literature and the authors’ conclusions regarding the inhibitory effects of HCQ on inflammasome activation (Eugenia Schroeder et al., 2017).

To test the effects of HCQ in PKD, we treated RC/RC mice (Balb/C background) with HCQ dissolved in the drinking water. The RC/RC mice in the Balb/C background are amenable to assessing the efficacy of short-term treatment regimens on renal function, which is why they were chosen for this study. The Balb/C RC/RC mice begin to show reduced kidney function, evidenced by elevated BUN, earlier than the C57Bl/6 RC/RC mice (typically within a few months) (Arroyo et al., 2021). However, one disadvantage of the cystic disease progressing earlier in the Balb/C RC/RC mice is that, after weaning, changes in the 2K/TBW in the following few months are minimal in the Balb/C RC/RC mice. This reduces the usefulness of this measurement as a parameter of PKD progression in short-term studies begun after weaning.

With this limitation in mind, we examined the effects of HCQ provided in the drinking water from the time of weaning until 4 months of age. To assess renal function, serum BUN in Balb/C RC/RC control mice and those treated with HCQ was measured. As shown in Figure 8A, HCQ treatment resulted in a significant reduction in BUN in the females, whereas there was no difference in this parameter in males, similar to the observed gender-specific effects on cystic index of *Casp1* KO. To confirm the inhibitory effects of HCQ on inflammasome activation in these mice we measured the serum-levels of IL-18 in five RC/RC mice in both treated and untreated groups having BUNs closest to the mean of each group. Similar levels of this cytokine were found in untreated male and female RC/RC mice. In the HCQ-treated mice, there was significant reduction of this cytokine in the sera of treated females relative to untreated females, whereas in males there was a downward trend of IL-18 levels in the treated group, but it did not reach significance (Figure 8B). As expected, there was no difference in the 2K/TBW in HCQ-treated *versus* untreated mice for either females or males (Figure 8C). To determine the relationship between the protective effects of HCQ and cystic disease, measurements of kidney cystic volumes were carried out. Interestingly, there was a significant reduction of cystic volumes in the HCQ-treated vs. untreated mice in both females and males (Figure 8D), though the effect was especially prominent in females. Stained histological sections of average-sized kidneys corroborated these data, as both females and males showed robust cystic disease in the untreated mice that appeared to be restrained in the HCQ-treated mice (Figures 8E–H).

**FIGURE 8:**
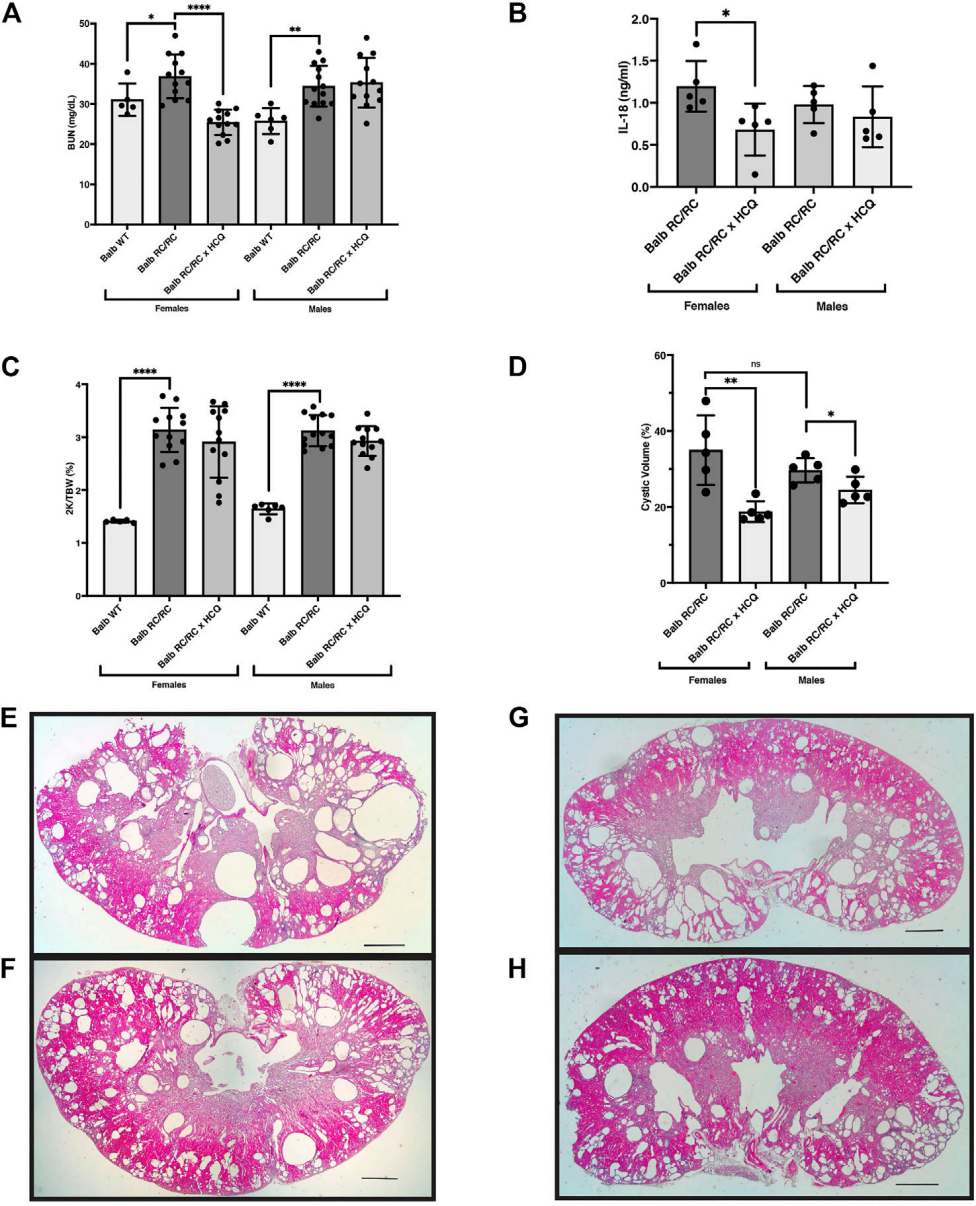
Hydroxychloroquine treatment of RC/RC mice protects kidney function in females and restrains cyst growth in females and males. Shown are measured parameters of PKD progression and serum from RC/RC mice on the BALB/c background that were treated with hydroxychloroquine, and control untreated mice of the same age. **(A)** Blood urea nitrogen (BUN) was determined for each mouse and plotted for females and males. **(B)** Serum IL-18 was measured for the five mice with BUNs closest to the mean for each RC/RC sample type and plotted for females and males. **(C)** The two-kidney/total body weight percentage (2K/TBW %) was determined for each mouse and plotted for females and males. **(D)** The cystic volume as a percentage of total kidney volume was determined for the five mice with BUNs closest to the mean for each RC/RC sample type and plotted for females and males. **(E,F)** Formalin-fixed average sized kidneys from HCQ-treated and untreated RC/RC mice were sectioned and stained with hematoxylin and eosin. **(E)** Untreated female. **(F)** HCQ-treated female. **(G)** Untreated male. **(H)** HCQ-treated male. Scale bars = 1 mm.

## Discussion

The inflammasome is a key component of the innate immune response, and activation of the Caspase-1/inflammasome has been shown to be common to many processes known to accelerate cyst formation and expansion, including renal IR, exposure to commensal microbes/microbial products, and deposition of renal crystals. Evidence is presented here for the first time that the Caspase-1/inflammasome is primed in PKD kidneys of both humans and mice and is activated in the cystic kidneys of female RC/RC mice, a human-orthologous PKD model mouse strain. Renal CD11c+ cells were identified in these mice as the predominant immune cells demonstrating the hallmarks of Caspase-1 inflammasome activation (cleavage of pro-Caspase-1 and production of extracellular IL-1β). We also show for the first time that knockout of Caspase-1 slows cyst expansion and disease progression specifically in females suggesting a significant sex difference in the inflammatory environment of these mice. Evidence is also provided that the presence of Caspase-1 in female but not male mice supports MYC/YAP pathway activation in the kidney, which has been shown to play a central role in PKD progression (Trudel, 2015; Cai et al., 2018; Kurbegovic and Trudel, 2020). Finally, we show that treatment of RC/RC mice with the anti-inflammatory drug HCQ, which can inhibit the NLRP3/Caspase-1 inflammasome among its effects, both protects kidney function in females and restrains cystic growth in both females and males, suggesting its potential use in the treatment of ADPKD patients.

In initial studies we found that the expression of multiple cellular sensors that act upstream of Caspase-1/inflammasome activation are elevated in cystic kidneys of both human ADPKD and PKD model mice, suggesting that the inflammasome priming process has occurred. The pattern of inflammasome sensor expression was found to be different between human and mouse PKD kidneys. The human ADPKD kidneys examined are end-stage, so the set of DAMPs contained within these kidneys are likely to be more extensive and probably include MAMPs, since microbial products are routinely detected in these kidneys (Miller-Hjelle et al., 1997). The specific set of DAMPs present in the two PKD model mice, *jck* and RC/RC, are also likely to be different. While these mice are exposed to the same external conditions (identical housing and in the same room), the stage of the cystic disease progression at the time of evaluation for these experiments is not identical, so differences in the number of injured or dying cells releasing DAMPs are likely. In addition, there may be genetic differences influencing the expression of specific damage patterns found in these mice. Elevation of the NLRP3 sensor expression is a common feature among the PKD kidneys (human and mouse) included in this study. This feature, along with the known elevated levels of extracellular ATP in PKD kidneys (Wilson et al., 1999; Schwiebert et al., 2002), suggests that activation of this inflammasome is a likely to be a common feature also.

Within the cystic kidneys of female RC/RC mice, immune cells, particularly CD11c+ cells, were found to be the primary cell showing evidence of inflammasome activation. CD11c+ (also known as Integrin alpha X, *Itgax*) is a cell surface marker found in populations of both macrophages and dendritic cells, so it is likely that inflammasome activation was present in both of these populations, and that they contributed to the Caspase-1-dependent pro-cystic functions in these mice. Since renal CD11c+ cells can be depleted by clodronate liposomes (Mulay et al., 2013; Gottschalk and Kurts, 2015), it is likely that cells expressing activated Caspase-1/inflammasomes were depleted in earlier studies using this drug to suppress cystic disease in PKD mice (Karihaloo et al., 2011; Swenson-Fields et al., 2013; Yang et al., 2018).

Transcriptome analysis of cystic kidneys by RNAseq in this study suggests a potential mechanistic connection between the Caspase-1/inflammasome and cystic disease. Namely, the inflammasome appears to promote YAP/MYC pathways in females specifically. This possibility was supported further by immunoblots of renal YAP and MYC and qRT-PCR of their individual and coordinately regulated target genes. Both of these transcription factors have been previously implicated in PKD pathogenesis. Since the initial discovery of elevated renal MYC levels in a non-orthologous model of PKD (Cowley et al., 1987), this protein and MYC-stimulated pathways have been found to be elevated in all models of PKD that have been examined, as well as in human ADPKD (Trudel, 2015; Kurbegovic and Trudel, 2020). Overexpression of *Myc* in mouse kidneys is sufficient to induce tubular cell proliferation and cystogenesis (Trudel et al., 1991), and genetic deficiency of renal *Myc* in a human-orthologous mouse model of PKD dramatically restrained cyst formation (Cai et al., 2018). *Myc* is also a transcriptional target of YAP, which appears to promote the transcription of *Myc* directly (Cai et al., 2018). Elevated levels of YAP and YAP target genes have been found in human ADPKD kidneys and in multiple orthologous mouse models of PKD (Happe et al., 2011). Genetic deficiency of YAP and its transcriptional coactivator, TAZ, reduced Myc expression and suppressed cyst formation in *Pkd1*-deficient mouse kidneys (Cai et al., 2018). In these studies, a pathway flowing from YAP to MYC was shown to be an important contributor to cystogenesis in the *Pkd1* mutant mouse kidneys.

Crosstalk between innate immune pathways and the Hippo-YAP pathway have been documented previously. The release of inflammatory cytokines, including TNFα, IL-6, and most notably, the inflammasome-generated cytokine IL-1β (Taniguchi et al., 2015; Liu et al., 2020; Wang et al., 2020; Caire et al., 2022), have been shown to stabilize levels of YAP protein and activate its target transcriptional pathways. The effects of activated YAP appear to be cell-type specific. In tubular epithelial cells, this pathway typically results in cell proliferation and contributes to regeneration of epithelial cells after injury (Taniguchi et al., 2015; Xu et al., 2016; Chen et al., 2018). Activation of YAP in mononuclear immune cells by inflammatory cytokines appears to promote inflammatory pathways further, including the upregulation of inflammatory cytokines/chemokines (Liu et al., 2020; Caire et al., 2022). While it seems likely that the reduced renal levels of YAP and YAP target genes, including *Myc,* that we show here in female RC/RC:*Casp1* KO mice contribute to their suppressed cystic disease, the specific contribution of this pathway to direct effects on tubule cell proliferation or to the inflammatory environment influencing cyst growth has not yet been studied.

In the studies reported here, knockout of *Casp1* slowed cyst expansion and disease progression, but the effects were statistically significant only in females. There were no apparent differences in disease severity between males and females. The reason for the gender-specific effects of *Casp1* deletion is uncertain. It is possible that there are female-specific influences on inflammasome activation. In humans, the baseline expression of multiple Caspase-1 inflammasome sensors, including *NLRP1*, *NLRC4,* and *MEFV*, was found to be elevated in macrophages derived from peripheral blood mononuclear cells of healthy females compared to males, suggesting that estrogen might play a role in promoting macrophage inflammasome priming and activation (Yang et al., 2015). Such an effect might contribute to the sex differences found in the incidence of those autoinflammatory conditions that occur primarily in females and to which the inflammasome contributes, including rheumatoid arthritis, systemic lupus erythematosus, Sjogren’s syndrome, and multiple sclerosis (Orstavik, 2017; Govindarajan et al., 2020; Li et al., 2020). In contrast to these diseases, however, cystic disease in human ADPKD and in multiple PKD mouse models is not found primarily in females and is typically worse in males compared with females (Schrier et al., 2014). Regardless, a female-specific upregulation of multiple Caspase-1 inflammasome sensors in the immune cells of the RC/RC mice could sensitize these cells to Caspase-1/inflammasome activation.

It is also possible that males exhibit a dominance of Caspase-1-independent, inflammatory pathways. This hypothesis is supported by the results of treatment with HCQ (Figure 8). Previous studies have shown that HCQ can inhibit the NLRP3 inflammasome in immune cells (Eugenia Schroeder et al., 2017; Tang et al., 2018), and our data support these results (Supplementary Figure S7). Males and female RC/RC mice have similar, elevated levels of serum IL-18, however, HCQ lowered serum levels of IL-18 in females but not significantly in males. In males the production of this cytokine is likely occurring *via* non-canonical inflammatory mechanisms (Afonina et al., 2015; Netea et al., 2015). Such Caspase-1-independent inflammatory pathways in RC/RC males may be related to the reported amplified response to renal ischemic injury that occurs in males (Kher et al., 2005), which could be relevant in PKD because of the ongoing ischemic and mechanical injury arising from vascular compression and cyst expansion (Grantham et al., 2011). Thus, an amplified, non-canonical inflammatory response predominating in male RC/RC mice, coupled with inflammasome sensitization in females, could reasonably account for the female-dominant ameliorative effects of *Casp1* KO.

HCQ treatment also had gender-specific effects on the RC/RC mice, i.e., female-specific protection of kidney function that correlated with female-specific reduced serum levels of IL-18. However, HCQ significantly restrained cyst expansion in both males and females, though the effect was more robust in females. The minimal effects on serum IL-18 levels in HCQ-treated males in this study suggest that the restrained cystic expansion in HCQ-treated males is arising from other HCQ effects outside of those on inflammasome activation.

HCQ is an anti-malarial agent, which is also commonly used to treat multiple autoinflammatory diseases, including those to which the NLRP3 inflammasome is known to contribute: rheumatoid arthritis, systemic lupus erythematosus, and Sjögren’s syndrome (Nirk et al., 2020). The drug has multiple cellular effects in addition to NLRP3 inflammasome inhibition that are likely to influence the inflammatory environment and could affect PKD progression (Nirk et al., 2020). The mechanism of inhibition of ATP-induced NLRP3 inflammasome by HCQ in THP-1 macrophages was shown to due to the inhibition of Ca^2+^-activated K^+^ channels, including the KCa3.1 (KCNN4) channel, and consequent inhibition of K^+^ efflux (Eugenia Schroeder et al., 2017). Notably, the KCa3.1 channel is also expressed in tubular epithelial cells and was shown to play an important role in cAMP-dependent chloride secretion and cyst growth in *vitro* studies of ADPKD cyst cells (Albaqumi et al., 2008). Similar HCQ inhibition of this channel *in vivo* could restrain fluid secretion and cyst growth in PKD mice, in addition to its inhibitory effects on the NLRP3 inflammasome. Also, HCQ is known to impair endosome acidification, and, since multiple TLRs require acidified endosomes for their activation, this effect results in the impairment of TLR-mediated production of cytokines, including TNFα, IL-6, and IFN-γ (Nirk et al., 2020). Actions of HCQ such as these could be responsible for the HCQ-mediated suppression of cyst growth in male RC/RC mice, and they could contribute to the effects in females. Regardless of the gender-specific effects of HCQ treatment on PKD progression in these mice, the reduction in cystic volume of both sexes in this study suggests that HCQ might be effective in the treatment of patients with ADPKD.

In sum, we have provided evidence that the Caspase-1/inflammasome is activated during the course of PKD in RC/RC mice, is an important driver of PKD progression in females and may be a viable therapeutic target. Several relevant questions remain. Is Caspase-1/inflammasome activation a common feature of all renal injuries that promote polycystic kidney disease? The answer is uncertain. Treatment of PKD mice with the nephrotoxin 1,2-dichlorovinyl-cysteine (DCVC) to induce renal injury accelerates cyst formation significantly (Happe et al., 2009). However, effects of this nephrotoxin on Caspase-1/inflammasome activation have not been examined.

Another question to be explored is whether renal activation of Caspase-1/inflammasome in PKD mice always leads to accelerated cyst formation and disease progression. Also, it is worth considering whether activated Caspase**-**1 is sufficient to promote *de novo* cyst formation in the absence of mutations that cause PKD. Such a scenario is suggested by the studies of (Kurbegovic and Trudel, 2016), who showed that renal IR, a Caspase-1-activating process, was sufficient to promote *de novo* cyst formation in WT mice. Additionally, it was recently uncovered that patients with either hereditary hypophosphatemic rickets with hypercalciuria or CYP24A1 deficiency show a high incidence of renal cysts (Hanna et al., 2021; Hanna et al., 2022). A characteristic feature of these disorders is renal stones, which would suggest the likely presence of activated Caspase-1. It may be that the pro-cystic effects of activated Caspase-1 demonstrated in this paper may also be present in the absence of mutations that cause PKD. Experiments to test this possibility are currently underway.

## Materials and methods

An expanded version of the methods is included in Supplementary Materials and Methods. Detailed methods for production of the RC/RC:*Casp1KO* mouse, HCQ treatment of RC/RC mice*,* histology, immunohistochemistry, quantitative RT-PCR, determination of cystic volume, preparation and isolation of primary immune cells, flow cytometry, and cell culture are included. All animal experiments were approved by KUMC Institutional Animal Care and Use Committee, and the use of human tissue was approved by the KUMC Institutional Review Board. Data are presented as the mean ^±^ s.d. and were compared using the two-tailed *t*-test calculated with Prism (v9.2, GraphPad, La Jolla, CA). The *p*-values of <0.05 were considered significant, as indicated in the figures.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE207957.

# Supplementary material for: Caspase-1 and the inflammasome promote polycystic kidney disease progression
**Source:** Front Mol Biosci. 2022 Nov 29;9:971219. doi: 10.3389/fmolb.2022.971219
**Supplement:** Supplementary file 1

# Supplementary Figure 1

**A.**

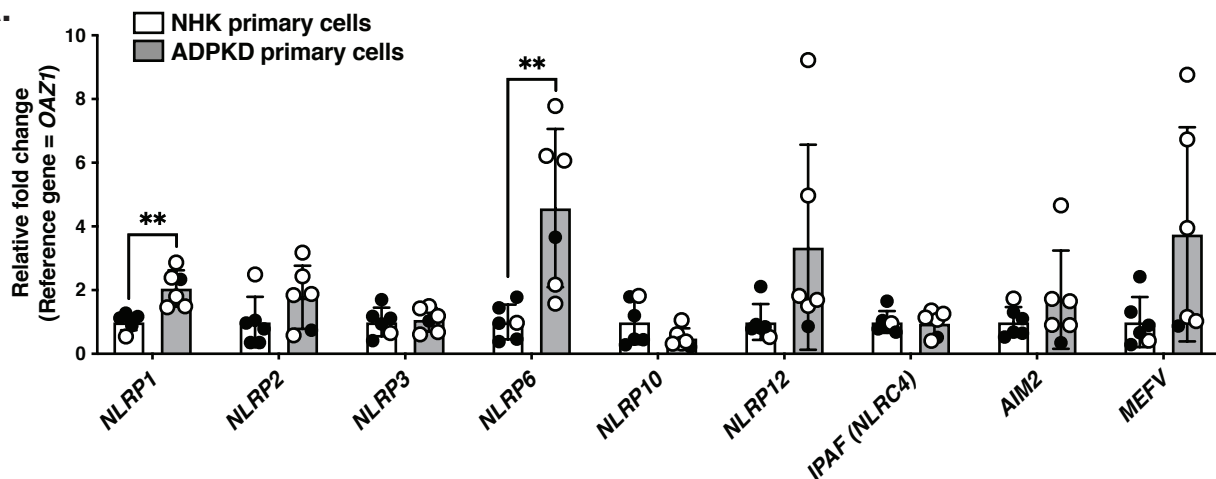

**B.**

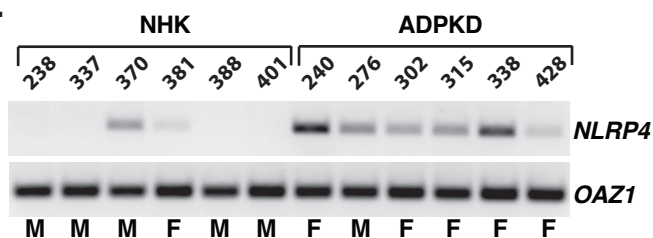

**C.**

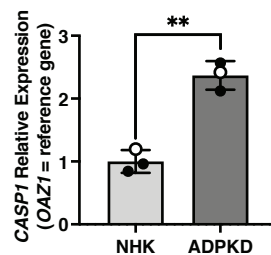

**D.**

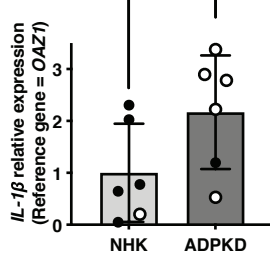

**E.**

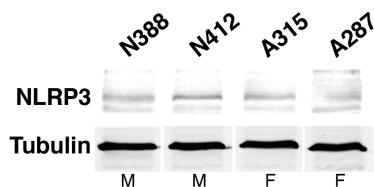

**F.**

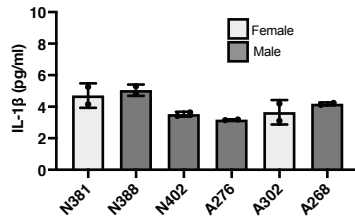

**G.**

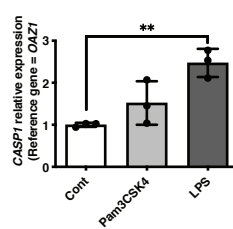

**H.**

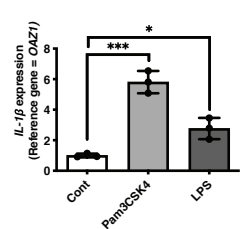

**I.**

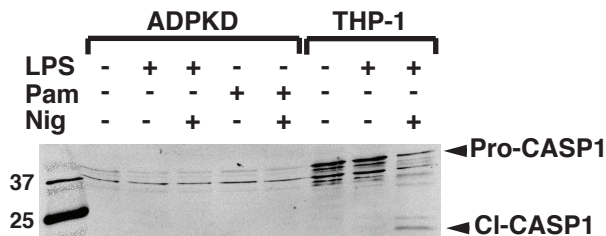

**J.**

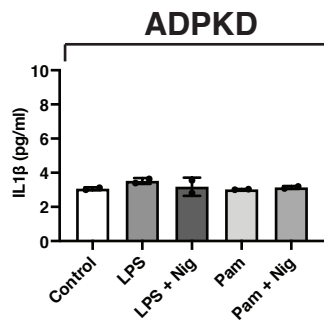

**K.**

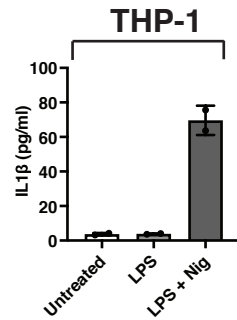

**S1.** Absence of induced inflammasome activation in primed human ADPKD renal cyst epithelial cells. **(A)** qRT-PCR of transcripts encoding inflammasome sensors from primary tubular cells isolated from NHK and cysts from ADPKD patients showing upregulation of NLRP1 and NLRP6 (\*\* $p < 0.01$ ). Open circles = females; closed circles = males. **(B)** Semi-quantitative PCR of *NLRP4* and reference gene (*OAZ1*) from cDNAs of transcripts from the same primary tubular cell samples as in **(A)**. Assigned kidney numbers and sex are shown for each NHK and ADPKD cell sample. **(C and D)** qRT-PCR of transcripts encoding Caspase-1 **(C)** and IL-1 $\beta$  **(D)** from ADPKD and NHK primary tubular cell samples. Symbols indicating sex are the same as in **(A)**. **(E)** Western blot of NLRP3 and tubulin from primary NHK and ADPKD cyst cell protein samples. Assigned kidney numbers and sex are shown. Intervening lanes on blot have been deleted. **(F)** Concentrations of IL-1 $\beta$  in duplicate samples of condition media collected from primary NHK and ADPKD cyst cells after being cultured for 24 h and measured by ELISA. Assigned kidney numbers and sex are shown. **(G and H)** Primary cyst cells from ADPKD patients (all males). were treated with Pam3CSK4 (a synthetic mimic of bacterial lipopeptides and a TLR 1/2 agonist) or LPS (a TLR 2/4 agonist) or were left untreated. qRT-PCR of transcripts encoding Caspase-1 **(G)** and IL-1 $\beta$  **(H)** from these cells was performed to evaluate whether the TLR agonist treatments were sufficient to induce inflammasome priming (\* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ). **(I)** Primary ADPKD cyst cells or THP-1 monocytes were treated with either LPS or Pam3CSK4 (Pam) followed by the addition of a potassium ionophore, nigericin (Nig). Proteins from these cell samples were analyzed by Western blot using anti-Caspase-1 antibody. The conditioned media from these cells were collected, and the levels of IL-1 $\beta$  were measured by ELISA and the results plotted separately for ADPKD cyst cells **(J)** and THP-1 monocytes **(K)**. This experiment was repeated using primary ADPKD cyst cells from 2 additional patients with similar results. The THP-1 cells treated with TLR agonist and nigericin showed both Caspase-1 cleavage and release of IL-1 $\beta$  into the conditioned media, indicating inflammasome activation, whereas ADPKD renal cyst epithelial cells treated similarly showed neither effect.

Supplementary Figure 2

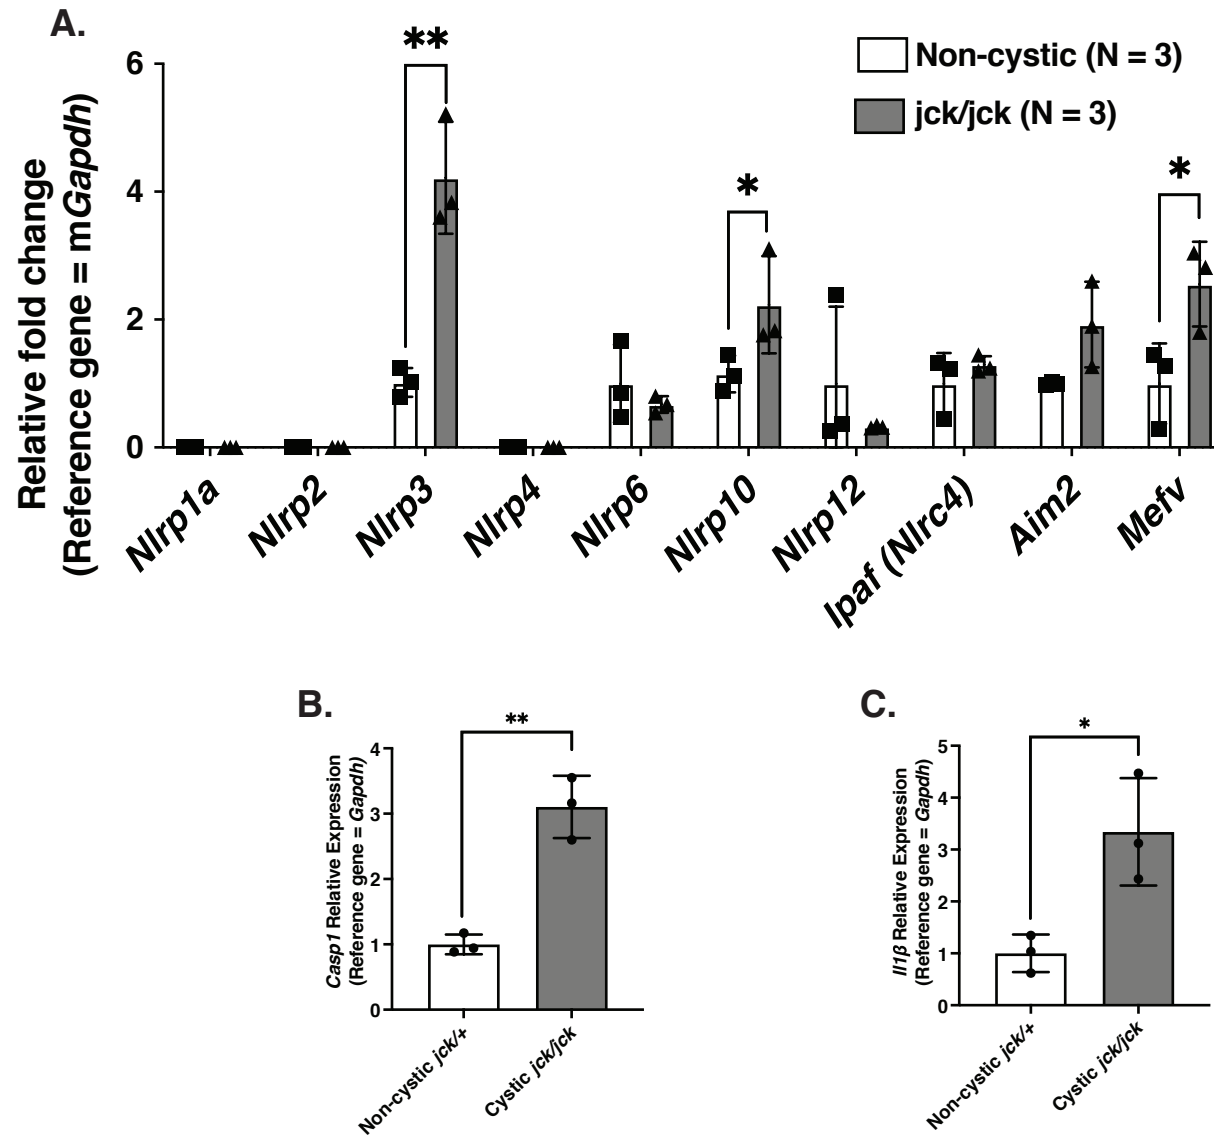

**S2.** Inflammasome components are elevated in kidneys from *jck* mice. **(A)** qRT-PCR of transcripts encoding inflammasome sensors from kidneys of cystic (*jck/jck*) or non-cystic (*jck/+*) mice on PN38 (all males). qRT-PCR of transcripts encoding Caspase-1 **(B)** and IL-1 $\beta$  **(C)** from cystic (*jck/jck*) or non-cystic (*jck/+*) kidney tissues samples.

## Supplementary Figure 3

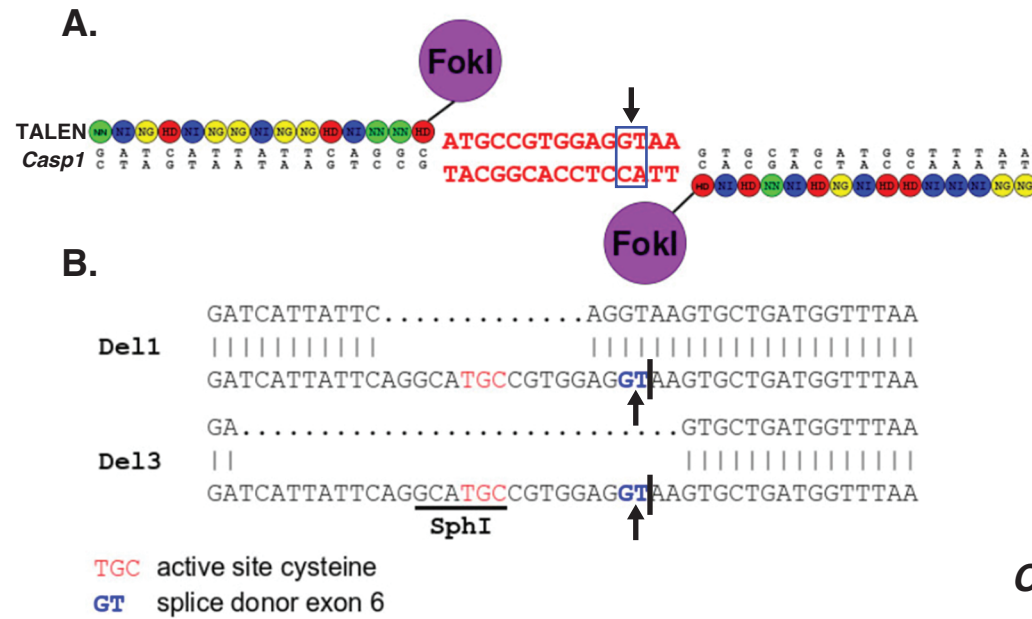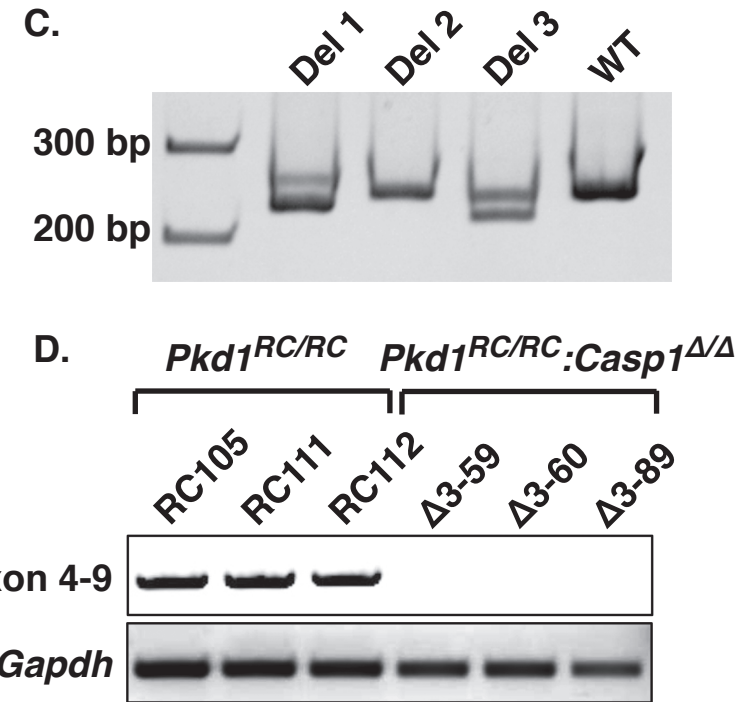

**S3.** Targeted disruption of murine *Casp1* gene mice using TALENs. **(A)** Targeting of the 3' end of exon 6 of the *Casp1* gene on mouse chromosome 9. Each TALEN targeted 15 bp of the *Casp1* gene with a 15 bp gap (shown in red letters) that included the splice donor of exon 6 (arrow). Colored circles denote the repeat-variable di-residue within the TALENs, with the specific recognized nucleotide in *Casp1* shown below. Fok1 = Fok1 endonuclease. **(B)** Shown are the sequences of two deletions generated in the *Casp1* gene. Those mice with Del3, which have a deletion of 28 bp that includes the coding region for the active site cysteine residue of Caspase-1 (in red letters), the splice donor of exon 6 (blue letters indicated by arrows), and the endonuclease restriction site Sph1 were chosen for propagation and breeding. **(C)** PCR of *Casp1* gene in TALENs-mutated and WT pups. Primers flanking the TALENs-targeted site in the *Casp1* gene were used for PCR. Shown are the 248 bp product from WT mouse DNA and the products generated from pups following TALENs mutation showing the presence of deletions in Del1 and Del3. **(D)** Semi-quantitative PCR of cDNAs made with total RNA isolated from either RC/RC mice with intact *Casp1* (*Pkd1<sup>RC/RC</sup>*) or RC/RC mice containing a homozygous deletion (Del3 in **B**) in the *Casp-1* gene (*Pkd1<sup>RC/RC</sup>:Casp1<sup>Δ/Δ</sup>*) using primers flanking exons 4-9. PCR products of *Gapdh* generated from the same cDNA samples are also shown for reference.

## Supplementary Figure 4

### A. Ki-67 Staining

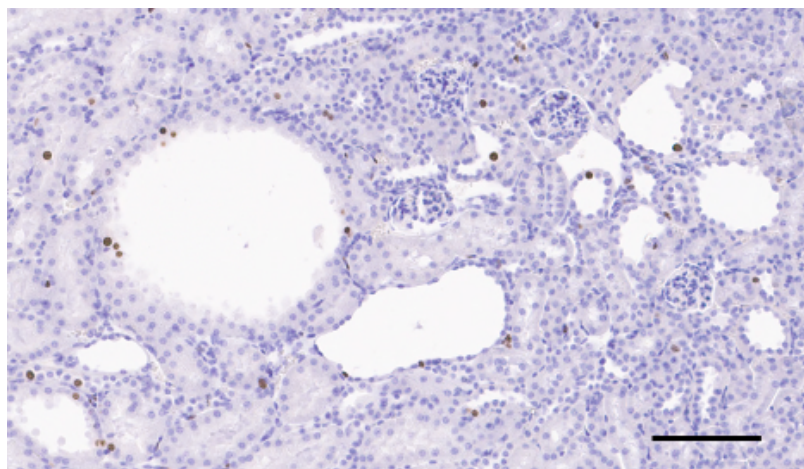

## B. Cyst Cells

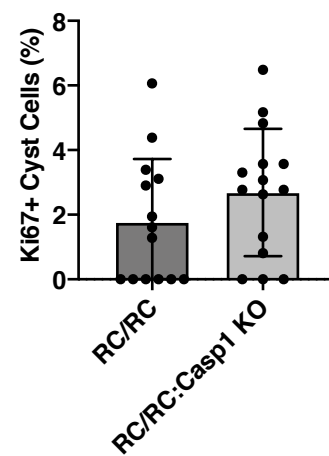

### C. Interstitial Cells

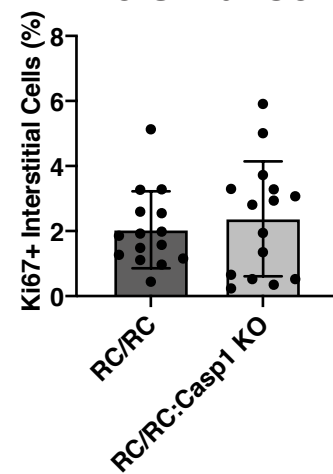

**S4.** Ki-67 staining from RC/RC and RC/RC-*Casp1*KO female mice. Formalin-fixed sections from RC/RC and RC/RC-*Casp1*KO female mice (3 each) having 2K/TBW % that were closest to the mean shown in Figure 4B were stained with an antibody to Ki-67. **(A)** A representative image from a RC/RC-*Casp1*KO mouse is shown. Scale bar = 100µm. **(B)** Ki-67+ cells per total number of cyst lining cells (%) in each field counted from RC/RC and RC/RC-*Casp1*KO mice. **(C)** Ki-67+ cells per total number of interstitial cells (%) in each field of the same mice as in **(B)**.

Supplementary Figure 5

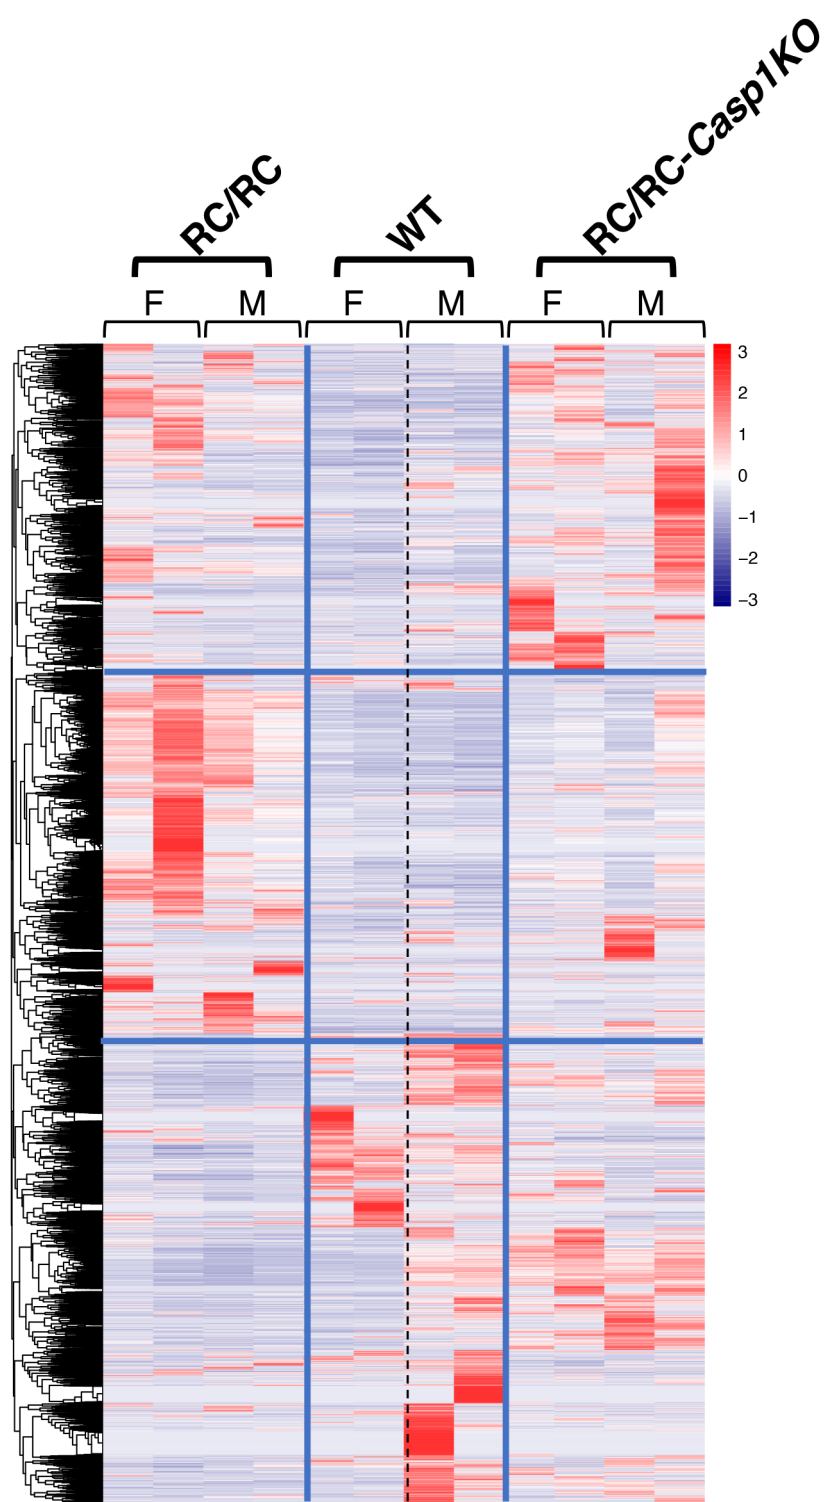

**S5.** Heatmap showing the normalized expression counts of individual samples. The raw counts were normalized using the R package DeSeq2 (Love et al., 2014). The heatmap shows the normalized expression of a subset of 10,000 genes. These were selected as follows. Two differential expression analyses (WT v RC ) and (WT v KO) were performed and for each gene, the average of the absolute log-fold change values was calculated. Only the top 10,000 genes showing the largest absolute deviation were kept and their normalized expression counts are shown in the figure.

Supplementary Figure 6

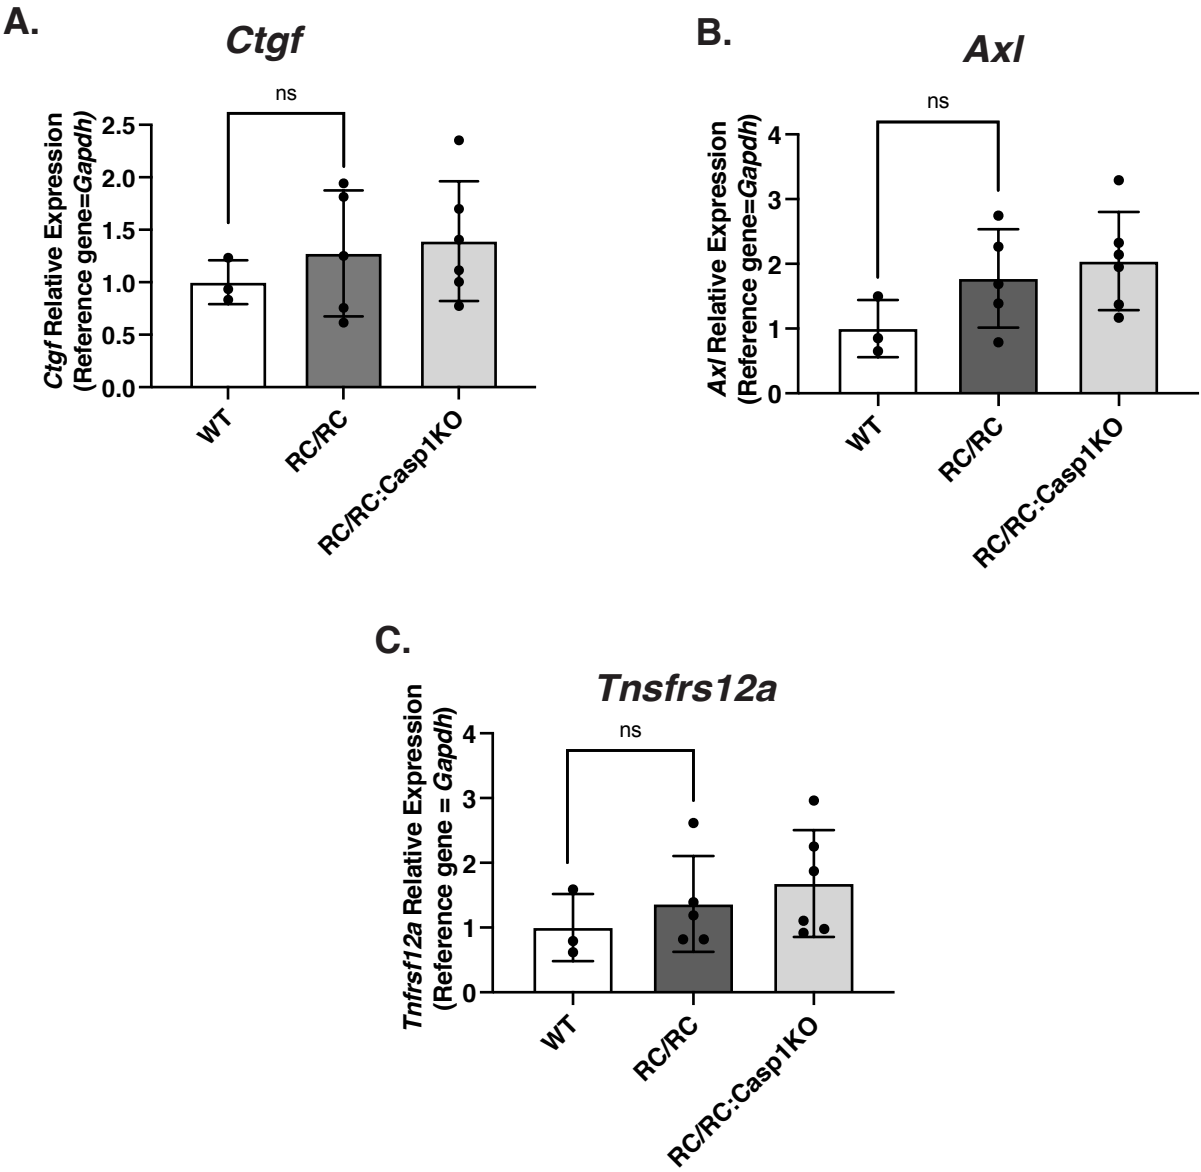

**S6.** Expression of YAP targets and a coordinately regulated YAP/Myc target in male WT, RC/RC and RC/RC:*Casp-1*KO mouse kidneys. (**A-C**) qRT-PCR of YAP transcript targets (**A-B**) and a coordinately regulated YAP/Myc target (**C**) from WT, RC/RC and RC/RC:*Casp-1*KO male mouse kidneys: (**A**) *Ctgf*; (**B**) *Axl*; (**C**) *Tnfrs12a*.

# Supplementary Figure 7

## Human THP-1 monocytes

**A.**

**IL-1 $\beta$**

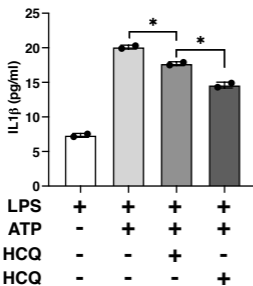

**B.**

**IL-18**

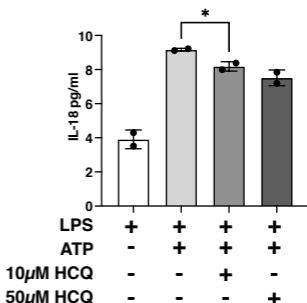

## Mouse spleen cells

**C.**

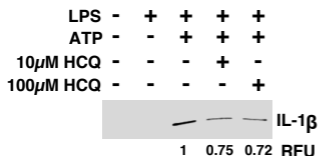

**D.**

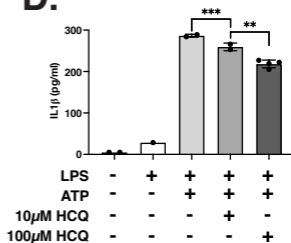

**S7.** Effects of hydroxychloroquine on ATP-induced inflammasome-activated cytokine release in human THP-1 monocytes and mouse spleen cells. THP-1 monocytes were primed with 100 ng/ml LPS for 3 h and then washed and resuspended in serum-free media. When HCQ was used, it was added at this step for 15 min. ATP (5 mM) or media, to maintain equivalent volumes for all samples, was then added to activate the inflammasome for 45 min prior to collection of the culture supernatants. IL-1 $\beta$  (**A**) and IL-18 (**B**) were quantified in these culture supernatants by ELISA. The results from one experiment representative of three is shown. (**C**) Primary single cells were prepared from a C57BL/6 mouse spleen and incubated overnight in media containing 10% bovine serum to which GM-CSF and M-CSF (5 ng/ml each) had been added. Cells were then removed from the culture dish, washed in PBS, and resuspended in serum-free media. For priming, LPS (1  $\mu$ g/ml) was added for 3 h. When HCQ was used it was added after 1 h. To activate the inflammasome, ATP (2 mM) was added for 2 h. To maintain equivalent volumes for all samples, serum-free media was added when appropriate. Culture supernatants were collected and the relative levels of IL-1 $\beta$  were assayed by immunoblot (**C**) or were quantified by ELISA (**D**). RFU = relative fluorescence units determined for IL-1 $\beta$  bands following scanning. This experiment was carried out three times with similar results.

# Supplementary material for: Caspase-1 and the inflammasome promote polycystic kidney disease progression
**Source:** Front Mol Biosci. 2022 Nov 29;9:971219. doi: 10.3389/fmolb.2022.971219
**Supplement:** Supplementary file 3

Supplementary Table 1: Primers used for PCR and qRT-PCR.

|  | **HUMAN** | |
| --- | --- | --- |
| **Gene** | *forward* | *reverse* |
| *OAZ1* | 5'-CACCATGCCGCTCCTAAG-3' | 5'-GAGGGAGACCCTGGAACTCT-3' |
| *NLRP1* | 5'-GCAGTGCTAATGCCCTGGAT-3' | 5'-GAGCTTGGTAGAGGAGTGAGG-3' |
| *NLRP2* | 5'-TGGCCTGGAGATAGCAAAGAG-3' | 5'-CACCACCGTGTATGAGAAGGG-3' |
| *NLRP3* | 5'-GAAGAAAGATTACCGTAAGAAGTACAGAAA-3' | 5'-CGTTTGTTGAGGCTCACACTCT-3' |
| *NLRP4* | 5'-ACACAAAGACCTATCAAGCTCAC-3' | 5'-AAAAGGCGGTCCAAATGGTCA-3' |
| *NLRP6* | 5'-CCTACCAGTTCATCGACCAGA-3' | 5'-CTCAGCAGTCCGAAGAGGAA-3' |
| *NLRP10* | 5'-CTACTTACGGGATATGACCCTGT-3' | 5'-CCAGGTCCACCGGAATCAG-3' |
| *NLRP12* | 5'-GGGGCTTGTCAGGAGATGG-3' | 5'-AGTCCCTGGCATAGTAACCTC-3' |
| *NLRC4* | 5'-TGCATCATTGAAGGGGAATCTG-3' | 5'-GATTGTGCCAGGTATATCCAGG-3' |
| *AIM2* | 5'-TGGCAAAACGTCTTCAGGAGG-3' | 5'-AGCTTGACTTAGTGGCTTTGG-3' |
| *MEFV* | 5'-CTTCCCCGAGGCAGTTTCTG-3' | 5'-CTTCAGGTGGCGCTTACAC-3' |
| *CASP1* | 5'-GCCAAATTTGCATCACATACA-3' | 5'-ATAGCTGGGTTGTCCTGCAC-3' |
| *IL1B* | 5'-ACAGATGAAGTGCTCCTTCCA-3' | 5'-GTCGGAGATTCGTAGCTGGAT-3' |
|  |  |  |
|  | **MOUSE** | |
| **Gene** | *forward* | *reverse* |
| *Gapdh* | 5'-CCACTCACGGCAAATTCAAC-3' | 5'-GTAGACTCCACGACATACTCA-3' |
| *Nlrp1a* | 5'-GGTGGTGTGAAGATGTTGTGT-3' | 5'-TCCATGTTCATCGTAGGGACC-3' |
| *Nlrp2* | 5'-GAAAGCTGGACAAGACTGAGTT-3' | 5'-GGCAGTGGTCTGTGAGAATTT-3' |
| *Nlrp3* | 5'-ATTACCCGCCCGAGAAAGG-3' | 5'-TCGCAGCAAAGATCCACACAG-3' |
| *Nlrp4* | 5'-TGTGATATGTCTGAACGGGAGT-3' | 5'-GAAAGAGGATTTGGGGAGCATC-3' |
| *Nlrp6* | 5'-CTCGCTTGCTAGTGACTACAC-3' | 5'-AGTGCAAACAGCGTCTCGTT-3' |
| *Nlrp10* | 5'-TCAAGACGCTGAAGTTCCACT-3' | 5'-TGCTCCGTACATTGAAATCAGTT-3' |
| *Nlrp12* | 5'-GGATGGCCTCTATCGACTGTC-3' | 5'-CCTCTGCAATCCCCAGGAATAA-3' |
| *Nlrc4* | 5'-ATCGTCATCACCGTGTGGAG-3' | 5'-GCCAGACTCGCCTTCAATCA-3' |
| *Aim2* | 5'-GTCACCAGTTCCTCAGTTGTG-3' | 5'-CACCTCCATTGTCCCTGTTTTAT-3' |
| *Mefv* | 5'-TCATCTGCTAAACACCCTGGA-3' | 5'-GGGATCTTAGAGTGGCCCTCC-3' |
| *Casp1* | 5'CTTTCAAGCTTGGGCACTTC-3' | 5'-CACAGCTCTGGAGATGGTGA-3' |
| *Il1b* | 5'-GCAACTGTTCCTGAACTCAACT-3' | 5'-ATCTTTTGGGGTCCGTCAACT-3' |
| *Myc* | 5'-TCTCCACTCACCAGCACAACTAGG-3' | 5'-ATCTGCTTCAGGACCCT-3' |
| *Ctgf* | 5'-AGTGTGCACTGCCAAAGATG-3' | 5'-CCAGGCAAGTGCATTGGTAT-3' |
| *Axl* | 5'-ATGGCCGACATTGCCAGTG-3' | 5'-CGGTAGTAATCCCCGTTGTAGA-3' |
| *Cyr61* | 5'-GCTCAGTCAGAAGGCAGAC-3' | 5'-GTTCTTGGGGACACAGAGGA-3' |
| *Fxyd1* | 5'-TCCATTCACCTACGATTACCACA-3' | 5'-GAATTTGCATCGACATCTCTTGC-3' |
| *Tnrs12a* | 5'-GTGTTGGGATTCGGCTTGGT-3' | 5'-GTCCATGCACTTGTCGAGGTC-3' |
| *Smoc2* | 5'-AGTGGAGACATTGGCAAGAAG-3' | 5'-ACACACTTTTTGGGCTTGGATT-3' |
| *Il33* | 5'-TCCAACTCCAAGATTTCCCCG-3' | 5'-CATGCAGTAGACATGGCAGAA-3' |
| *S100a11* | 5'-AAGTACAGCGGGAAGGATGGA-3' | 5'-ATGCGGTCAAGGACACCAG-3' |

# Supplementary material for: Caspase-1 and the inflammasome promote polycystic kidney disease progression
**Source:** Front Mol Biosci. 2022 Nov 29;9:971219. doi: 10.3389/fmolb.2022.971219
**Supplement:** Supplementary file 4

## Supplementary Materials and Methods

### Mice

The *Pkd1*<sup>RC/RC</sup> mice (RC/RC) on both C57BL/6J and BALB/c background strains were developed as a knock-in mouse model containing a hypomorphic mutation (R3277C) matching a human ADPKD mutation and provide a slowly progressive model of ADPKD (Hopp et al., 2012). These mice were each maintained on their respective backgrounds in populations containing those that were heterozygous for the mutation. WT, *Pkd1*<sup>+/+</sup> of each background type, C57BL/6J (no. 000664, Jackson Laboratory, Bar Harbor, ME) and BALB/c (BALB/cJ, no. 000651, Jackson Laboratory) were also maintained. Genotyping of the *Pkd1*<sup>RC/RC</sup> mice was carried out as described (Arroyo et al., 2021) with the initial generation of a PCR fragment (using primers 5'-CAAAGGTCTGGGTGATAACTGGTG-3' and 5'-CAGGACAGCCAAATAGACAGGG-3') followed by digestion with HinfI (no. R0155S, New England Biolabs, Ipswich, MA). The *jck* mice, originally from the the lab of David Beier (Atala et al., 1993, Liu et al., 2002), were a gift of Pamela Tran. Genotyping is as described for C57BL/6J-Nek8<sup>jck</sup>/J (no. 002561, Jackson Laboratory, Bar Harbor, ME).

### *Generation of TALENs for Casp1 gene and production of the Casp1 knockout mouse*

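*Casp1* (ENSMUSG00000025888) lies on the plus strand of chromosome 9 of GRCm39 from 5298508 to 5307290, and its canonical transcript has 10 exons. Exon 6 runs from 5303540 to 5303774, 235 bases. Around its 3' end the reference reads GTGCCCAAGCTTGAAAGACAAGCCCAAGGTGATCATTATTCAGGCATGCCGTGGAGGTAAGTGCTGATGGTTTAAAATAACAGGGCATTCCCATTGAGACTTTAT, from 5303719 to 5303823. The repeat-variable di-residues listed for the TALENs read 15 bases each. The first site is GATCATTATTCAGGC at 5303749 to 5303763, in the exon, and the second is TTAAACCATCAGCAC, which stands on the plus strand as GTGCTGATGGTTTAA at 5303779 to 5303793, in the intron. Between them lie the 15 bases ATGCCGTGGAGGTAA, which hold the last bases of exon 6 and the splice donor GT at 5303775 to 5303776. The targeted stretch of 45 bases is equal to the reference sequence drawn in Supplementary Figure S3 and has 26 exonic and 19 intronic bases. The codon TGC at 5303765 to 5303767 encodes cysteine 284. The Del3 sequence drawn in the same figure lacks 28 bases, ATCATTATTCAGGCATGCCGTGGAGGTA, at 5303750 to 5303777, of which 25 are in exon 6 and 3 in the intron, and which include that codon and the splice donor. Because of a repeated base at its ends, this deletion has 2 equivalent placements.

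**Figure D5:**
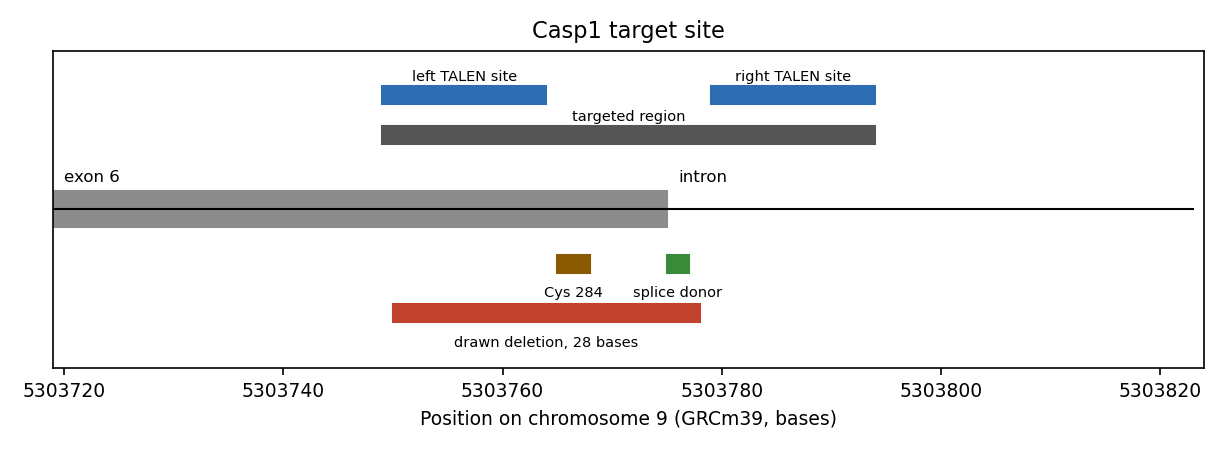
Map of chromosome 9 of GRCm39 from 5303719 to 5303823 (x axis, position in bases), with exon 6 of *Casp1* and the intron after it, the 2 TALEN sites, the targeted region, the cysteine codon, the splice donor and the 28 deleted bases drawn to scale. The deletion covers the cysteine codon and the splice donor.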

Using the mouse assembly C57BL/6J chromosome 9, GRCm39, we targeted bases 5303749-5303793 at the 3' end of exon 6 in the murine *Casp1* gene. The TALENs were made using the assembly method of Cermak, et al. 2011 (Cermak et al., 2011), a two stage 'Golden Gate' assembly cloning method into RCIsript-GoldyTALEN (β-lactamase). RCIsript-GoldyTALEN was a gift from Daniel Carlson & Stephen Ekker at the Mayo Clinic Rochester (Addgene plasmid # 38142). The repeat variable diresidues (RVDs) utilized were TALENS NN NI NG HD NI NG NG NI NG NG HD NI NN NN HD and NG NG NI NI NI HD HD NI NG HD NI NN HD NI HD. mRNA was generated using a T3 message machine kit (no. AM1348, Thermo Fisher Scientific) and purified with a MEGAclean Transcription Clean-Up Kit (no. AM1908, Thermo Fisher Scientific). To generate a knockout mouse, both male and female C57BL/6J (#000664) mice were purchased from Jackson Laboratory (Bar Harbor, ME). Ten female C57BL/6J mice were superovulated at four weeks of age with 5 IU P.G. 600 (Intervet, Summit, NJ) administered intraperitoneally, followed 46-48 h later with 5 IU recombinant hCG (NHPP) and immediate mating to C57BL/6J stud males. Females were sacrificed the morning after mating for collection of oviducts. Dissected oviducts were placed in M2 medium (EMD Millipore, Billerica, MA) containing 1mg/ml hyaluronidase (H4272, Sigma-Aldrich, St. Louis, MO), and cumulus-oocyte complexes were released into the medium. Purified TALEN mRNAs were mixed and diluted to a total concentration of 10ng/μl in microinjection buffer (10mM, Tris pH 7.4, 0.1mM EDTA). The diluted suspension was spun at high speed for five minutes, and a small aliquot was removed from the top for needle loading. An injection dish was prepared in a 60 mm petri dish (Falcon, Becton-Dickinson, NJ). Embryos were visualized on an inverted Nikon Eclipse Ti-U equipped with HMC optics, and embryo manipulation was accomplished with Leitz manual manipulators. Denuded zygotes were injected in one pronucleus with the mRNA suspension until the pronucleus visibly swelled. Embryos were then cultured overnight in KSOM (EMD Millipore) and transferred at the two-cell stage to recipient CD-1 females (#022, Charles River Laboratory). Embryo manipulation and pronuclear injection were carried out by the KUMC Gene Targeting Institutional Facility. All procedures conducted were approved by the KUMC Institutional Animal Care and Use Committee (IACUC) in accordance with the Guide for the Care and Use of Laboratory Animals.

Live pups arising from the gene-targeted embryos were assessed for deletion mutations in *Casp1* initially by PCR and sequencing of a 242 bp region within the *Casp1* gene, spanning from a site within exon 6 to a site within the following intron. Primers used for this were 5'-ATCCAGGAGGGAATATGTGG-3' and 5'-CAGGAATCAACCCCAAACAC-3'. One mutation having a 28-bp deletion that included the coding region for the active-site cysteine residue of Caspase-1 and the splice donor of exon 6 was bred to homozygosity in the RC/RC mouse. To confirm that mice were knocked-out for the expression of *Casp1*, kidney tissues of WT and the *Casp1* deletion mouse were used for RNA purification and cDNA synthesis, as described. PCR was then performed to generate a DNA fragment spanning *Casp1* exons 4-9 using primers 5'-ACCCTCAAGTTTTGCCCTTT-3' and 5'-TCAGCAGTGGGCATCTGTAG-3' and the products were analyzed on agarose gels and visualized following staining with ethidium bromide (0.5 µg/ml).

#### *Hydroxychloroquine treatment of Pkd1<sup>RC/RC</sup> mice*

RC/RC mice on the BALB/c background (12 females and 12 males) were treated with human-grade hydroxychloroquine sulfate (Intas Pharmaceuticals Limited, Gujarat, India) dissolved in the drinking water to provide 10 mg/kg/d, assuming a mouse weight of 20 g and a daily water consumption of 4 ml/d. Mice were treated from the time of weaning (P21-22) until 4 months of age.

#### *Tissue harvest, analyses of fibrosis and cystic burden, and immunohistochemistry*

Mice were weighed and euthanized by isofluorane inhalation and opening of the chest cavity, and blood was collected via heart puncture. The right kidney was quartered equally and frozen immediately in liquid N<sub>2</sub>. The left kidney was placed into formalin, which was changed to 70% ethanol after 24 h. Sections (5 µm) from formalin-fixed, paraffin-embedded kidneys were stained with hematoxylin and eosin (Richard-Allan Scientific, Kalamazoo, MI) and/or with picrosirius red (no. 24901, Polyscience, Warrington, PA), and images were captured either on an Olympus BX41 microscope with the X2 objective using a Spot Idea camera and Spot Imaging Software (v5.2.5, Spot Imaging) or on an Aperio AT2 slide scanner (Leica Biosystems, Inc., Buffalo Grove, IL) at 40X resolution. The total number of cysts, cystic area and total area of the picrosirius red stained mid-sagittal kidney sections (one per mouse) were quantified from the Aperio AT2 images using Image J2 Fiji (NIH) after setting the threshold to distinguish between cysts and kidney tissue. Blood vessels were manually darkened to prevent them being counted as cysts. Cysts were defined as having a diameter of >50 µm. Cystic index was calculated as the ratio of total cystic area divided by the total area of the entire mid-sagittal kidney section. To measure fibrosis index, these same picrosirius-red stained sections captured on an Aperio AT2 slide scanner at 40X resolution were used. Fibrosis area was determined for the complete mid-sagittal kidney section after appropriate threshold settings to distinguish these areas from non-fibrotic tissue. Fibrosis index was calculated as the ratio of total fibrosis area divided by the total area of the mid-sagittal kidney section minus the cystic area.

To determine total kidney cystic volume, formalin-fixed kidneys were first soaked in the contrast agent Omnipaque™ (iohexol) (GE Healthcare Inc, Marlborough, MA NDC 0407-1414-89) diluted to 70 mg/ml in 70% ethanol. Kidneys were placed on a rocker for one week, to allow iohexol equilibration within the cystic spaces and the pelvis, and then subjected to high-resolution micro-computed tomography (Rowe, 2022, Saito and Murase, 2012). From these scans, contrast images of successive 6 µm sections of the entire kidney were obtained, which were then rendered into Z-stacks from which 3D volumetric data of the contrast-containing spaces (cysts plus pelvis) were then determined. Following raw data acquisition and computer reconstruction, images were

contoured and defined using Scanco software with image analysis thresholds described below to distinguish contrast-containing spaces from the surrounding kidney parenchyma. Total kidney volume and pelvic volume was quantified following the manual placement of guide outlines delineating the kidney or pelvis, respectively, in approximately 16 images of the Z-stack, and the software morph function was used to apply these outlines to all the acquired images. Cystic volume was determined by subtracting pelvic volume from the total contrast-containing volume for each kidney and was presented as a percentage of the total kidney volume.

The specifications for the renal cyst analysis “batch-control” file were as follows: (1) energy intensity of 45 kVp, 88  $\mu$ A and 4 W; (2) FOV/Diameter of 12 mm; (3) voxel (VOX) resolution size of 6  $\mu$ M; and (4) integration time of 300 mS. For 3D image and quantitative analysis, a script file were set to Gauss Sigma = 0.8 and Gauss Support = 1.0. Scanning thresholds for the renal structures were: (1) for cysts, lower threshold = 350 permille, upper threshold 434 permille; and (2) for renal parenchyma, lower threshold = 240 permille, upper threshold = 350 permille. Acquired data was then exported to an Excel spreadsheet and statistics software packages (GraphPAD Prism, Statistica, SPSS) for final calculations.

For immunohistochemistry of Ki67, kidney sections (5  $\mu$ m) from formalin-fixed, paraffin-embedded kidneys were processed and incubated with anti-Ki67 antibody (RM-9106, Thermo Scientific, Rochester, NY), as described previously (Swenson-Fields et al., 2013) and images were captured on an Aperio AT2 slide scanner (Leica Biosystems, Inc., Buffalo Grove, IL). Using a 40X objective setting, the Ki-67+ cells, cyst cells and interstitial cells were counted in 4-5 non-overlapping hpf per kidney section and the % Ki67+/cyst cells and % Ki67+/interstitial cells was determined for each field.

#### *Blood urea nitrogen measurement.*

Each blood sample collected was stored on ice for at least 30 min, and serum was isolated by centrifugation at 18,000 x g for 8 min at 4°C followed by a second spin of the supernatant for 8 min. Blood urea nitrogen (BUN) was measured using the QuantiChrom Urea Assay Kit (BioAssay Systems, Hayward, CA).

#### *Quantitative RT-PCR*

Kidney tissue samples or cells (mouse and human) were lysed either by the addition of RLT lysis buffer from the RNeasy Miniprep kit (no. 74106, Qiagen, Valencia, CA) or the addition of TRIzol reagent (no. 15596026, ThermoFisher Scientific) and homogenized using a Pro200 homogenizer (Cole-Palmer, Vernon Hills, IL). Total RNA from these lysates was purified according to either the RNeasy Miniprep kit or TRIzol reagent directions. Final steps for all RNA preparations included DNase digestion (no. 79254, Qiagen, Valencia, CA) followed by column purification using RNeasy Miniprep columns. The quality of each RNA sample was determined with an Agilent Tape Station 4200 by the KUMC Genome Sequencing Facility, and RNAs with an RNA integrity number (RIN) of at least 6 were used for quantitative RT-PCR. cDNA was synthesized using the High-Capacity cDNA RT kit (no. 2021-0731, ThermoFisher Scientific) and quantitative RT-PCR analysis was performed on a Bio-Rad CFX96 real-time PCR cycler using IQ SYBR Green Supermix (no. 17088862, Bio-Rad Laboratories). The DART-PCR program (Peirson et al., 2003) was used to determine the efficiency of each primer pair and this information was then used to calculate the mRNA relative abundance of target genes according to methods described by (Pfaffl, 2001) and normalized to the mean of the reference gene used. Samples of genes with qRT-PCR Cqs greater than 35 were analyzed on agarose gels and visualized following staining with ethidium bromide (0.5  $\mu$ g/ml) to provide semi-

quantitative PCR results. The sequences of primers used for qRT-PCR are listed in Supplementary Table 1.

#### *RNA Seq*

Total RNA was purified from kidney tissue samples collected from WT, RC/RC and RC/RC mice knocked-out for *Casp1* expression (RC/RC:*Casp1* KO). Kidney tissue samples of each mouse type, which were all C57BL/6J strains, were from 4 different mice (2 males and 2 females) that were 6 months of age. RNA samples were sent to Novogene for RNASeq and data analyses, which included identification of differentially expressed genes (DEGs), cluster analyses of DEGs, and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analyses, among others. For the generation of the heatmap showing the normalized expression of individual samples, the raw counts for each sample were normalized using the R package DeSeq2 (Love et al., 2014).

#### **Cells and tissues**

##### *Preparation of primary immune cells from mouse kidneys and spleens*

Whole kidneys or spleens from female RC/RC or WT mice (6-9 month) were collected into ice-cold RPMI containing penicillin (200 U/ml), streptomycin (260 µg/ml) prior to mincing with a sterile razor blade and digestion for 30 min with collagenase type I (2 mg/ml in RPMI, no. LS004197, Worthington Biochemical, Lakewood, NJ) and DNase-1 (100U/ml, no. D5025, Sigma-Aldrich, Saint Louis, MO) at 37°C with shaking (150 rpm). Equal volume autoMacs Rinsing solution (no. 130-091-222, Miltenyi Biotec) containing 0.5% BSA (no. BP1605, Fisher Scientific; Pittsburgh, PA) (BSA/Macs) was added, and samples were strained sequentially through a 100 µm then a 40 µm strainer and centrifuged at (300 x g, 5 min). Pellets were washed twice and resuspend in BSA/Macs prior to immune cell enrichment by density separation using Lympholyte M (Cedarlane, Burlington, NC) followed by washing/suspension in BSA/Macs. The immune cells enriched from kidneys were then prepared for flow cytometry and/or isolation of specific cell types. Immune cells enriched from spleens were incubated overnight in RPMI-1640 media (R8758, Sigma-Aldrich, St. Louis, MO) containing 10% FBS, 200 µM L-glutamine and Pen/Strep, to which M-CSF and GM-CSF (5 mg/ml each, no. 416-ML and no. 415-ML, Bio-Techne Corporation, Minneapolis, MN) was added.

Primary cells obtained from the cavities of cysts on the surfaces of ADPKD kidneys (ADPKD cells) and those obtained from cortical tubule fragments from non-cystic kidneys (NHK cells), human pooled cyst fluids and renal tissues were supplied by the PKD Research Biomaterials and Cellular Models Core at KUMC, the ethical protocols of which comply with federal regulations and were approved by the KUMC Institutional Review Board. Cyst fluid was thawed and particulates removed by centrifugation at 1000 x g for 10 min. ADPKD and NHK cells were cultured up to 2 passages in DMEM/F-12 (Cellgro 15-090-CV, Mediatech, Manassas, VA) supplemented with 5% FBS, 15 mM HEPES, 5 µg/ml insulin, 5 µg/ml transferrin, and 5 ng/ml sodium selenite (ITS, CB40351; Fisher Scientific; Pittsburgh, PA) plus penicillin (100 U/ml), streptomycin (130 µg/ml) (Pen/Strep). THP-1 monocytes were maintained in RPMI-1640 media (R8758, Sigma-Aldrich, St. Louis, MO) containing 10% FBS, 200 µM L-glutamine and Pen/Strep.

##### *Flow cytometry and isolation of primary renal immune cells*

The purity of immune cells enriched from kidneys was assessed by FACS analysis of cells incubated with FITC-labeled anti-mouse CD45 antibodies (no. 103108, BioLegend, San Diego, CA) for 45 min after an initial 20 min incubation in an Fc-receptor blocking antibody (no.

553142, BD Biosciences, Haryana, India). CD45<sup>+</sup> or CD11c<sup>+</sup> cells were purified by magnetic bead separation according to manufacturer's instructions (no. 130-052-301 and no. 130-1080338, Miltenyi Biotec, Gladbach, Germany), the purity of which was assessed by FACS analysis using FITC-labeled anti-mouse CD45 (no. 103108, BioLegend, San Diego, CA) and PE-labeled anti-CD11c (no. 565909, BD Biosciences, Haryana, India) antibodies. To test for IL-1 $\beta$  production, purified CD45<sup>+</sup> or CD11c<sup>+</sup> cells (100,000 of each) or equal numbers of immune cells remaining following depletion by the respective type of magnetic bead separation were seeded in 96-well plates and cultured for 24 h. Conditioned media (CM) from these cells were collected and assayed by ELISA for IL-1 $\beta$ .

#### *Inflammasome priming, activation and HCQ effects on cells in vitro*

To test for an inflammasome priming response, ADPKD cells were treated with the bacterial products, either LPS (1.0  $\mu$ g/ml, no. ALX-581-012-L011, Enzo Life Sciences, New York, NY) or Pam3CSK4 (100 ng/ml, no. 4633, Bio-Techne Corporation, Minneapolis, MN), for 24 h followed by lysis and RNA purification. To test for NLRP3 inflammasome activation, ADPKD cyst cells and THP-1 monocytes were primed with LPS (1.0  $\mu$ g/ml) and/or PAM3CSK4 (100 ng/ml) for 24 h followed by the addition of nigericin (20 $\mu$ g/ml, no. N7143, MilliporeSigma, Saint Louis, MO) or media only for 2 h, at which time cells and CM were collected for analyses. To test HCQ-effects on inflammasome-induced production of cytokines in THP-1 monocytes, cells were primed with 100 ng/ml LPS for 3 h and then washed and resuspended in serum-free media. Hydroxychloroquine sulfate (no. 5092720001, MilliporeSigma, Saint Louis, MO) was added at various concentrations for 15 min followed by the addition of ATP (5 mM; GE27-2056-01, MilliporeSigma, Saint Louis, MO) for 45 min prior to the collection of CM for ELISAs of IL-1 $\beta$  and IL-18. Activation of the NLRP3 inflammasome in spleen immune cells to generate control immunoblot samples was carried out by priming with LPS (100 ng/ml, no. ALX-581-012-L011, Enzo Life Sciences, New York, NY) in serum-free media for 3 h followed by the addition of nigericin (10 $\mu$ g/ml, no. N7143, MilliporeSigma, Saint Louis, MO) for 45 min. CM was collected, concentrated using Amicon 10K centrifugal filter units (no. UFC501024, MilliporeSigma, Saint Louis, MO) and prepared for immunoblot analyses. To test for HCQ-effects on inflammasome production of IL-1 $\beta$  in spleen immune cells, cells were first washed and resuspended in serum-free media. They were then primed with LPS (1 $\mu$ g/ml) for 3 h, during which HCQ (various concentrations) was added (after 1 h). ATP (2mM) was then added for 2 h prior to collection of the CM, which used either for ELISA of IL-1 $\beta$  or was concentrated (500  $\mu$ l/sample) using Amicon 10K centrifugal filter units (no. UFC501024, MilliporeSigma, Saint Louis, MO) and prepared for immunoblot analyses.

#### *Antibodies and ELISA kits*

For immunoblots, antibodies specific for NLRP3 (no. 15101), human Caspase-1 (no. 3866) and YAP (no. 140747) were obtained from Cell Signaling, Cell Signaling Technology (Danvers, MA); immunoblot antibodies for tubulin (no. T5201, Sigma-Aldrich, St. Louis, MO), mouse Caspase-1 (no. AG-20B-0042, Adipogen Life Sciences, Liestal, Switzerland), mouse IL-1 $\beta$  (no. AF401; R&D Systems, Minneapolis, MN) Myc (no. 32072, Abcam, Cambridge, UK) and Gapdh (no. sc32233, Santa Cruz Biotechnology, Inc., Dallas, TX) were also used. All antibodies were diluted according to the manufacturers recommendations. Immunoblot bands were detected using the Odyssey system from Li-Cor Biotechnology (Lincoln, NE) following incubation with the appropriate secondary antibodies. Immunoblots of mouse cells and products reacted with anti-Caspase-1 antibody (no. AG-20B-0042, Adipogen Life Sciences, Liestal, Switzerland) were incubated with a biotin-conjugated secondary antibody (no. 115-065-071,

Jackson ImmunoResearch, Westgrove, PA) followed by a fluorescently-labeled streptavidin (no. 016-650-084, Jackson ImmunoResearch) prior to band detection. Immunoblots reacted with anti-IL-1 $\beta$  (no. AF401; R&D Systems) were incubated also with a biotin-conjugated secondary antibody (no. 305-065-045, Jackson ImmunoResearch) followed by a fluorescently-labeled streptavidin (no. 016-650-084, Jackson ImmunoResearch).

IL-1 $\beta$  and IL-18 in cyst fluids of human ADPKD patients, pre-cleared by low-speed centrifugation (1000 x g for 10 min) and vortexed for at least 10 sec to remove viscosities, were measured in duplicate using ELISA kits from eBioscience (no. 88-7261, San Diego, CA) and Medical and Biological Laboratories (no. 7620, Nagoya, Japan), respectively, according to the manufacturer's protocol. All other ELISA measurements were carried out in duplicate also. Human IL-1 $\beta$  in culture supernatants of ADPKD, NHK cells and THP-1 cells from experiments shown in Supplementary Figure 1 were measured using an ELISA kit from R&D Systems (no. DY201-05, Minneapolis, MN). Mouse IL-1 $\beta$  in culture supernatants from primary renal immune cells shown in Figure 3 was measured using an ELISA kit also from R&D Systems (no. DY401-05, Minneapolis, MN). In the experiments shown in Supplementary Figure 7, human IL-1 $\beta$  and IL-18 was measured in THP-1 culture supernatants using ELISA Cartridge #SPCKB-PS-000216 and # SPCKB-PS-000501 from Bio-technie (Minneapolis, MN), respectively, and mouse IL-1 $\beta$  was measured in spleen immune cell culture supernatants using ELISA cartridge #SPCKB-MP-003377 also from Bio-technie (Minneapolis, MN). The measurement of IL-18 in sera was conducted using ELISA kit from MilliporeSigma (RAB0810, Saint Louis, MO).

## References

- Arroyo, J., Escobar-Zarate, D., Wells, H. H., Constans, M. M., Thao, K., Smith, J. M., Sieben, C. J., Martell, M. R., Kline, T. L., Irazabal, M. V., Torres, V. E., Hopp, K. & Harris, P. C. 2021. The genetic background significantly impacts the severity of kidney cystic disease in the Pkd1(RC/RC) mouse model of autosomal dominant polycystic kidney disease. *Kidney Int*, 99, 1392-1407.
- Atala, A., Freeman, M. R., Mandell, J. & Beier, D. R. 1993. Juvenile cystic kidneys (jck): a new mouse mutation which causes polycystic kidneys. *Kidney Int*, 43, 1081-5.
- Cermak, T., Doyle, E. L., Christian, M., Wang, L., Zhang, Y., Schmidt, C., Baller, J. A., Somia, N. V., Bogdanove, A. J. & Voytas, D. F. 2011. Efficient design and assembly of custom TALEN and other TAL effector-based constructs for DNA targeting. *Nucleic Acids Res*, 39, e82.
- Hopp, K., Ward, C. J., Hommerding, C. J., Nasr, S. H., Tuan, H. F., Gainullin, V. G., Rossetti, S., Torres, V. E. & Harris, P. C. 2012. Functional polycystin-1 dosage governs autosomal dominant polycystic kidney disease severity. *J Clin Invest*, 122, 4257-73.
- Liu, S., Lu, W., Obara, T., Kuida, S., Lehoczy, J., Dewar, K., Drummond, I. A. & Beier, D. R. 2002. A defect in a novel Nek-family kinase causes cystic kidney disease in the mouse and in zebrafish. *Development*, 129, 5839-46.
- Love, M. I., Huber, W. & Anders, S. 2014. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*, 15, 550.
- Peirson, S. N., Butler, J. N. & Foster, R. G. 2003. Experimental validation of novel and conventional approaches to quantitative real-time PCR data analysis. *Nucleic Acids Res*, 31, e73.

- Pfaffl, M. W. 2001. A new mathematical model for relative quantification in real-time RT-PCR. *Nucleic Acids Res*, 29, e45.
- Rowe, P. S. M., E. M.; Yu, A. L.; Stubbs, J. R. 2022. Correction of Vascular Calcification and Hyperphosphatemia in Chronic Kidney Disease Rats Treated with ASARM peptide. *Kidney 360*, Publish Ahead of Print.
- Saito, S. & Murase, K. 2012. Ex vivo imaging of mouse brain using micro-CT with non-ionic iodinated contrast agent: a comparison with myelin staining. *Br J Radiol*, 85, e973-8.
- Swenson-Fields, K. I., Vivian, C. J., Salah, S. M., Peda, J. D., Davis, B. M., Van Rooijen, N., Wallace, D. P. & Fields, T. A. 2013. Macrophages promote polycystic kidney disease progression. *Kidney Int*, 83, 855-64.

How the deposited data were processed for this re-analysis (not part of the article)

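Kidney RNA from 12 mice at 6 months of age was sequenced by the authors, with 4 WT, 4 RC/RC and 4 RC/RC:*Casp1*KO mice and 2 females and 2 males in each group. The authors had poly(A) libraries sequenced and analyzed by Novogene. The paper's text, legends and supplementary methods name no aligner, counting tool, genome build, annotation or strand setting. The authors deposited one table of 35275 genes for the whole series. Its counts are the raw numbers of reads the authors assigned to each gene in each mouse, without normalization. The log2 fold changes are the authors' own DESeq2 values for each pair of groups, and they are smaller than the log2 ratio of the group means, as with a prior on the fold change. The p-values and adjusted p-values in the deposited table are also from the authors' DESeq2 comparisons, in a version they do not state. The gene lengths and gene coordinates in the deposited table are in base pairs, in a build the authors do not name. The FPKM values per mouse and per group and the group means of normalized counts in the deposited table were not used here.

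The column names give the group of each mouse by its strain and a mouse number, and not its sex or replicate number. Each column was therefore assigned to a group and to no single sample, and no fit or test was run by sex. Columns of another series or of unknown group numbered 0. The mice of a group were treated as replicates, because counts in all 18 pairs within groups differed by more than sampling noise, among genes with a combined count of 20 or more. The reads counted per library ranged from 18019819 to 24869454, and mitochondrial genes held 7.78% to 12.1% of them. Genes whose libraries all had 3 counts or fewer in a group were taken to be at the floor, which is 0.145 CPM in WT and 0.141 CPM in RC/RC, and folds against such a group are lower bounds.

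The 3 comparisons were RC/RC against WT, RC/RC:*Casp1*KO against RC/RC and RC/RC:*Casp1*KO against WT, each in a fit of 8 mice with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), TMM factors and edgeR's filterByExpr. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called DEGs. Standard errors are the log2 fold change divided by the square root of the quasi-likelihood F. FPKM was computed as the count divided by the gene length and by the reads counted in that mouse. Means over a set of genes were compared by exact permutation of the 70 assignments of 4 mice against 4, two-sided, for which the smallest p is 0.0286. Sets of genes were also tested with camera from limma 3.58.1 and with Fisher's exact test. Clustering used complete linkage on Euclidean distances. The share of genes with opposite signs has an exact Clopper-Pearson 95% confidence interval, which counts genes as independent and does not measure the spread between mice.

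Cytosolic ribosomal protein genes were taken by symbol: Rpl and Rps genes, Rplp0 to Rplp2, Rpsa and Fau, without pseudogenes, S6 kinases and mitochondrial ribosomal proteins. The gene lists of Supplementary Tables S1, S2, S4, S5 and S6 were matched to the table by symbol, or by gene identifier where the list gives it. Of the 168 names in Table S1, 164 matched, and of the 538 in Table S2, 525. Near copies of a gene were sought with BLAST 2.17.0 among reference transcripts, at 95% identity over at least 100 bases. The target site in *Casp1* was read from the GRCm39 sequence.

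The genes named in the text follow a rule set before the data were examined, as were the comparisons, the tests at each claim and the alternatives, apart from those marked otherwise. The rule took *Casp1*, *Pkd1* and the sex genes *Xist*, *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y*; every mouse gene that the paper's text, legends or primer list names and the table lists; for each comparison the 3 genes with the largest increase and the 3 with the largest decrease among DEGs whose groups did not overlap and that reached 1 CPM in every mouse of the higher group; and, for the ribosomal set, the 2 genes that fell most and any that did not fall. Genes named outside this rule were chosen after their values were seen, and the closing section names them as such. The sex genes were left out of the comparison of settings after changes of sign had been seen among them.

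The alternatives were DESeq2's Wald test with its size factors (DESeq2 1.42.0), edgeR with RLE size factors, library size alone, all genes with at least 1 count, genes with at least 10 counts in every mouse, a dispersion estimate shared by all 12 mice, removal of the gene length trend of each library (loess, span 0.5), limma on log2(FPKM + 1), and leaving out each mouse in turn. For the ribosomal set, camera with a preset correlation of 0.01 was also run. After seeing the data, 1 surrogate variable (sva 3.50.0) and, for the counts of genes and for named genes where it had not been planned, DESeq2 with a normal prior on the fold change were added.

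The fits were tested on simulated data in which 200 of 15253 genes were changed. edgeR recovered 144 (72%, and 89% of the 4-fold changes) with 11 false calls among 155, and called 0 genes where none was changed. DESeq2's Wald test, on 15418 genes, recovered 169 with 40 false calls among 209, and called 18 where none was changed. These counts were drawn once, with independent genes and with dispersions estimated by edgeR. In the real data far more genes were called and genes varied together. The shares of false calls therefore need not hold for the real data, for either test. A length trend of 0.20 per doubling put into simulated counts was 0.0036 after the correction.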

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

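The tests of near copies and of chromosome segments other than the one around *Pkd1*, each with and without immunoglobulin genes, were chosen after the result was seen, and so were the genes named below that lie outside the rule for named genes. The other tests in this part were set before their results were seen.

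Single libraries stood apart from the other 3 of their group, by a gap that was large against the group's range (Dixon's test at 95%), in 10 of 156 comparisons, where chance alone gives about 7.8. In WT, mouse B6_2 had 2.05 CPM of *Casp1* against 1.29 to 1.41 in the others, and 0.0477 CPM of *Ighv2-9*, which is 1 count, against 0. In RC/RC, mouse RC139 had 45.7 CPM of *Il33* against 21.3 to 24.1, mouse RC105 had 68.6 CPM of *BC018473* against 115 to 123 and 9.06 CPM of *Ighv13-2* against 1.80 to 2.42, and mouse RC143 had 13.3 CPM of *Atp4a* against 1.16 to 2.52. In RC/RC:*Casp1*KO, mouse Del3_70 had 1.56 CPM of *Nlrp3* against 0.831 to 0.916, 0.644 CPM of *Nlrp10* against 0.166 to 0.238 and 3.04 CPM of *Gm11735* against 1.72 to 1.94, and mouse Del3_60 had 1.03 CPM of *4930481A15Rik* against 0.443 to 0.524. With library size alone in place of TMM factors, 6 of the 10 still stood apart (*Casp1*, *Il33*, *Ighv2-9*, *Atp4a*, *Ighv13-2* and *Gm11735*), so normalization does not account for 5 of these, while for *Ighv2-9*, with 1 count against 0 in the others, this check could not have given another answer. The number is close to what chance gives, and no biological explanation was tested.

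Genes that the paper does not discuss were nearly on or off between WT and both RC/RC groups. Of 192 genes that were DEGs in the same direction in RC/RC and in RC/RC:*Casp1*KO against WT, 50 changed by at least 3 on the log2 scale in both with no overlap with the WT mice, 45 of them on and 5 off in the RC/RC groups, and 26 of the 50 are immunoglobulin genes. A near copy among the reference transcripts was present for 68% of the 50 and for 57.9% of 946 other genes (Fisher's exact test, two-sided, odds ratio 1.54, p = 0.186). Without immunoglobulin genes it was present for 79.2% (19 of 24) against 57.9% of 944 (odds ratio 2.76, p = 0.0378 in the same exact test), so reads that move between copies may account for some of the 24. *Ndufs5* and *BC002163*, chosen after their values were seen, share 99.4% of 319 bases: *Ndufs5* had 84.0, 7.72 and 6.26 CPM in WT, RC/RC and RC/RC:*Casp1*KO, *BC002163* had 0.690, 89.9 and 70.2 CPM, and their sum was 84.7 ± 12.7, 97.7 ± 17.1 and 76.5 ± 10.6 CPM (SD, n = 4 each; exact permutation test of RC/RC against WT, two-sided, p = 0.286). Of 19 such genes with a near copy, 11 changed in the opposite direction to the copy. The sum with the copy differed between RC/RC and WT for 11 of the 19. Each was at the smallest possible p of 0.0286 (same permutation test, Benjamini-Hochberg adjusted p = 0.0494). *St6galnac1* and *Gm11735*, each the other's copy, both count among the 11, as do *Ndufs5* and *BC002163* among the 19. *Gm10093*, *Gm15487* and *Gm9825* rose while the sum fell, from 64.2 to 52.1, 276 to 179 and 37.2 to 29.2 CPM. Reads taken from the copy could therefore account for these rises. For the others of the 11, reads that move within the pair do not account for the whole change. The copy of *Gm4735*, *Eno1b*, is itself among the 50 and could share reads with *Eno1*.

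A variant of another strain, carried with the *Pkd1* allele, was tested by position. Of 297 tested genes within 10 Mb of *Pkd1*, 15 (5.05%) were DEGs in the same direction in both RC/RC groups, against 177 of 14668 elsewhere (1.21%; Fisher's exact test, two-sided, odds ratio 4.35, p = 6.79e-06). Of the 15, 3 are the class II genes *H2-DMb2*, *H2-DMa* and *H2-Ab1*, chosen after their values were seen, which immune cells could also raise. Outside chromosome 17 the 10 Mb window with the most such genes was on chromosome 6 from 60 to 70 Mb (permutation test by 10000 shuffles of gene positions, p = 0.0001, the smallest they can give), and all 9 of its genes are immunoglobulin genes, so it cannot tell a strain segment from an immune response. Without immunoglobulin genes it was chromosome 11 from 110 to 120 Mb, with 9 of 130 genes where 1.35 are expected (same permutation test, p = 0.0088), and chromosome 4 from 140 to 150 Mb (7 of 86 genes, p = 0.0116 in the same test) and chromosome 7 from 10 to 20 Mb (7 of 91 genes, p = 0.0165) came next. These tests of position used the 192 genes. Of the 50, Dnah8 lies within 10 Mb of *Pkd1*, and *BC018473*, *St6galnac1* and *Gm11735* lie in the window on chromosome 11. Angptl7 lies in that on chromosome 4 and Igsf23 in that on chromosome 7. These segments thus hold a few of the 24 genes that are not immunoglobulin genes, and not most of them. For the 26 immunoglobulin genes a strain segment was neither shown nor excluded. For some of these genes the change cannot be told apart from a strain segment or from reads shared between copies.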

How the results depend on the processing

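No paired analysis was possible because the columns carry no replicate number that matches the sample labels. They do not give the sex of a mouse either, and no mouse was assigned a sex from its values, so sex as a covariate, the tests of a sex interaction, counts by sex, the replicate block and the replicate block with the gene length trend removed were not run, and the division of the RC/RC mice planned by sex was replaced by all 6 divisions. The other alternatives were set before the data were examined, except 1 surrogate variable and DESeq2 with a normal prior for the counts, which were chosen after seeing the data. The cause was not tested for any change given here. Some named genes have no value with the filter of 10 counts in every mouse.

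With DESeq2's Wald test, lower DEGs between RC/RC and WT numbered 1021 (484 with edgeR), higher DEGs between RC/RC:*Casp1*KO and RC/RC 1756 (1116) and lower ones 1426 (681), ribosomal protein genes among the lower DEGs 70 (25), the share of the YAP list that was lower 99.4% (48.1%), and the targets of YAP and MYC past both thresholds 65 (31). In RC/RC:*Casp1*KO against WT there were 800 higher (174) and 590 lower DEGs (137), and the share of RC/RC against WT DEGs with the opposite sign was 92.9% (95.0%). DESeq2 with a normal prior, chosen after seeing the data, gave 1036, 1763, 1427, 70, 99.8%, 65, 762, 585 and 92.7% in the same order.

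With library size alone, lower DEGs between RC/RC and WT numbered 263, lower DEGs between RC/RC:*Casp1*KO and RC/RC 179, ribosomal protein genes among them 0, the YAP share 14.3%, the targets of YAP and MYC 15, higher and lower DEGs between RC/RC:*Casp1*KO and WT 281 and 71, and the share with the opposite sign 93.8%. This scaling shifted the median of all genes by 0.13 between RC/RC:*Casp1*KO and WT, and 79.8% of the DEGs there were higher, against 55.9% with TMM factors. With limma on log2(FPKM + 1) the values were 275 lower DEGs between RC/RC and WT, 216 lower between RC/RC:*Casp1*KO and RC/RC, 1 ribosomal gene, 17.3% of the YAP list, 15 targets and 78 lower DEGs between RC/RC:*Casp1*KO and WT.

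With 1 surrogate variable, chosen after seeing the data, lower DEGs between RC/RC and WT numbered 870, lower DEGs between RC/RC:*Casp1*KO and RC/RC 1127, ribosomal genes 50, the YAP share 74.2%, targets 53, higher and lower DEGs between RC/RC:*Casp1*KO and WT 743 and 604, and the share with the opposite sign 93.0%. A dispersion shared by all 12 mice gave 861 lower DEGs between RC/RC and WT, 48 targets and 93.7%. All genes with at least 1 count gave 3 ribosomal genes and 94.0%, removal of the length trend gave 2 ribosomal genes, and the filter of 10 counts in every mouse gave 79 higher and 88 lower DEGs between RC/RC:*Casp1*KO and WT. For the ribosomal set, camera passed its threshold only with the preset correlation of 0.01 (p = 5.76e-19, against 0.209).

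Across the 8 fits that each left out 1 mouse, DEGs between RC/RC and WT ranged from 954 to 1786 higher and from 208 to 654 lower, and the share of the Table S1 genes from 52.4% to 90.2%. Between RC/RC:*Casp1*KO and RC/RC they ranged from 373 to 1489 higher and from 58 to 1300 lower, ribosomal genes from 0 to 71, the YAP share from 4.27% to 67.9% and the ribosomal mean from −0.60 to −0.38, past its threshold in 4 of 8 fits. For RC/RC:*Casp1*KO against WT they ranged from 57 to 305 higher and from 49 to 242 lower. Across 12 such fits the share with the opposite sign ranged from 92.4% to 96.2% and the targets from 6 to 51.

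The following settings changed the sign of a log2 fold change. Between RC/RC:*Casp1*KO and RC/RC, removal of the length trend gave −0.10 for *Pkd1*, 0.13 for *Il1b*, 0.069 for *Gsdmd* and 0.054 for *St6galnac1*, library size alone gave 0.0044 for *Aim2* and 0.040 for *St6galnac1*, and limma on log2(FPKM + 1) gave 0.0033 for *St6galnac1* and 0.014 for *Atp4a*. Between RC/RC:*Casp1*KO and WT, *Tnfrsf12a* was at −0.019 with DESeq2's Wald test, −0.0072 with RLE size factors, −0.00029 with all genes of at least 1 count and, in settings chosen after seeing the data, −0.0069 with 1 surrogate variable and −0.017 with DESeq2's normal prior. There library size alone gave 0.11 for *Pycard*, 0.052 for *Yap1*, 0.021 for *Rps15* and 0.023 for *Rpl37a*, limma on log2(FPKM + 1) gave 0.10, 0.046, 0.052 and 0.051 for these 4 genes, and removal of the length trend gave 0.023 for *Pycard*.

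Leaving out single mice changed the sign within these ranges. Between RC/RC and WT: *Pkd1* −0.078 to 0.16 and *Yap1* −0.029 to 0.064. Between RC/RC:*Casp1*KO and RC/RC: *Nlrc4* −0.32 to 0.76, *Aim2* −0.41 to 0.12, *Il1b* −0.54 to 0.15, *Gsdmd* −0.22 to 0.014, *Itgax* −0.47 to 0.37, *Mki67* −0.38 to 0.17, *St6galnac1* −0.27 to 0.18, *Atp4a* −0.73 to 0.98 and *4930481A15Rik* −0.045 to 0.50. RC/RC:*Casp1*KO against WT: *Tnfrsf12a* −0.15 to 0.11, *Il33* −0.10 to 0.23, *Nlrc4* −1.03 to 0.20, *Pycard* −0.17 to 0.14, *Rps15* −0.22 to 0.038 and *Rpl37a* −0.22 to 0.021.

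Among the other named genes, calls that became stronger and weaker numbered 11 and 0 with DESeq2's Wald test, 11 and 0 with its normal prior, 9 and 0 with 1 surrogate variable, 6 and 1 with a shared dispersion, 2 and 1 with all genes of at least 1 count, 0 and 2 with RLE size factors, 1 and 5 without the length trend, 1 and 2 with the filter of 10 counts, 3 and 6 with library size alone and 2 and 5 with limma. With single mice left out, 9 became stronger and 77 weaker, and 837 stayed on the same side of the threshold.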

Differences from the paper's values

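The paper's number of DEGs between RC/RC:*Casp1*KO and RC/RC is 3164, against 1797 with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2's Wald test, at 3182, was within 1.5 times the paper's value, and RLE size factors (1755), library size alone (993), all genes with at least 1 count (1502), genes with at least 10 counts in every mouse (1551), a shared dispersion (2014), removal of the length trend (1450) and limma on log2(FPKM + 1) (1052) were not. With 1 surrogate variable (2636) and with DESeq2's normal prior (3190), both chosen after seeing the values, it was also within 1.5 times.

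The paper's number of lower DEGs in this comparison is 1405, against 681. It was 1426 with DESeq2's Wald test, and the other alternatives set before the data were examined gave, in the order above, 605, 179, 515, 605, 896, 488 and 216, outside 1.5 times. Fits without 1 mouse reached 1300. With 1 surrogate variable it was 1127 and with DESeq2's normal prior 1427, both chosen after seeing the values.

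The paper's number of significantly lower genes of the ribosome pathway is 70, against 25 in the set of ribosomal protein genes used here, with the limit that these gene sets were built differently. It was 70 with DESeq2's Wald test, and the others set before the data were examined gave 19, 0, 3, 21, 22, 2 and 1. Fits without 1 mouse reached 71. With 1 surrogate variable it was 50 and with DESeq2's normal prior 70, both chosen after seeing the values.

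The paper's number of targets of YAP and MYC that were higher in RC/RC and lower with *Casp1* KO is 65, against 31. Both DESeq2's Wald test (65) and a shared dispersion (48) came within 1.5 times, and RLE size factors (30), library size alone (15), all genes with at least 1 count (30), genes with at least 10 counts in every mouse (28), removal of the length trend (26) and limma (15), all set before the data were examined, did not. With 1 surrogate variable it was 53 and with DESeq2's normal prior 65, both chosen after seeing the values.

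The paper's Supplementary Table S5 holds 539 YAP targets that were lower with *Casp1* KO, against 259 of them here. The number was 536 with DESeq2's Wald test, and the others set before the data were examined gave 234, 77, 197, 240, 337, 209 and 93, in the order above. With 1 surrogate variable it was 400 and with DESeq2's normal prior 538, both chosen after seeing the values.

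The paper lists *Axl* among the YAP targets lower with *Casp1* KO, and gives *Fxyd1* as lower from qRT-PCR in females, while the values here combine the sexes. *Axl* had a log2 fold change of −0.81 (adjusted p = 0.0512 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.00956 to 0.103 over 10 alternatives). It passed with DESeq2's Wald test (0.00962), a shared dispersion (0.0353) and removal of the length trend (0.0448), without mouse RC143 (0.0385) or mouse Del3_70 (0.0204), with DESeq2's normal prior (0.00956), and with 1 surrogate variable (0.0438), which was chosen after seeing the values. *Fxyd1* fell by 1.20 (adjusted p = 0.0876 from the same test, 0.0229 to 0.187 over 10 alternatives), and it passed with DESeq2's Wald test (0.0229) and with its normal prior (0.0230).

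The paper gives *Ctgf* as higher in RC/RC than WT from qRT-PCR in females. With the sexes combined, the log2 fold change was 0.97 (adjusted p = 0.0525 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.00882 to 0.0569 over 10 alternatives). It passed with DESeq2's Wald test (0.00898), library size alone (0.0424), all genes with at least 1 count (0.0405), a shared dispersion (0.0304) and 2 of 8 fits without 1 mouse, and, chosen after seeing the values, with 1 surrogate variable (0.0369) and DESeq2's normal prior (0.00882). In males, the paper reports from qRT-PCR that *Casp1* KO had no effect on *Ctgf* or *Tnfrsf12a*. Here all 4 RC/RC:*Casp1*KO mice lay below all 4 RC/RC mice in CPM for both genes. Whichever columns are male, the 2 males of RC/RC:*Casp1*KO thus lay below the 2 of RC/RC. This reading, added after the values were seen, gives a direction and no test. *Axl* and *Myc*, which the paper also gives as unaffected in males, were not examined this way.

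The paper's Supplementary Table S2 lists *Nlrp3* as upregulated in RC/RC. Here the log2 fold change was 1.16 (adjusted p = 0.0660 from edgeR's quasi-likelihood test, 0.0433 to 0.123 over 10 alternatives), and it passed with DESeq2's Wald test (0.0456), a shared dispersion (0.0433) and without mouse RC140 (0.0327) and, chosen after seeing the values, with 1 surrogate variable (0.0443) and DESeq2's normal prior (0.0436). *Pycard*, from the same table, had 0.61 (adjusted p = 0.0722, 0.0258 to 0.0974). It passed with DESeq2's Wald test (0.0439), a shared dispersion (0.0448), without mouse B6_2 (0.0339) and, chosen after seeing the values, with 1 surrogate variable (0.0258) and DESeq2's normal prior (0.0430). The remaining genes of its pyroptosis, IL-1 and IL-18 terms that did not pass with edgeR were *Naip2*, *Abca1*, *Ccl19*, *Ccr7* and *Cldn1*, which were chosen for that reason after their values were seen.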

Other observations

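The test of nuclear noncoding RNA was chosen after the result was seen, as were *Malat1*, *Neat1* and the share with the opposite sign among genes that were not DEGs when the RC/RC mice are separate; the other tests in this part were set before their results were seen.

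For the fall of the ribosomal protein genes in RC/RC:*Casp1*KO against RC/RC, a mean log2 change of −0.51, several technical explanations were tested. Short genes fell more than long ones (Spearman correlation 0.30 across 15344 other genes, and the ribosomal genes have a median length of 932.5 bases against 3026), and with each library's length trend removed the mean was still −0.29. Gene length could thus account for part of the fall, and with the trend removed 2 ribosomal genes were DEGs, against 25. Against 10000 lists matched for GC content, length and expression, the set lay at or under the 0.01 percentile, with a mean of −0.53 where the lists had a mean of −0.32 and a lowest value of −0.50. Part of the fall was therefore shared with genes alike in these features. The lists were not matched for the correlation of 0.87 between ribosomal genes, so the percentile may overstate how far the set stands apart. With mitochondrial genes and the 20 highest genes left out of the library size it was −0.49 (exact permutation test, two-sided, p = 0.0286, the smallest possible), so a few genes taking most counts do not account for it, and library sizes did not differ (p = 0.971 in the same test). Of the 35 splits of the 8 mice, 1, the real one, gave as many ribosomal DEGs. Besides that part, RNA preparation remains as an explanation. Over the 12 mice, with group means removed, the mean of *Malat1* and *Neat1* had a Pearson correlation of −0.78 with the ribosomal mean (permutation test with 100000 resamples, two-sided, Benjamini-Hochberg adjusted p = 0.0394 over the Pearson and Spearman tests). It was −0.81 without mice B6_3 and B6_4 and −0.75 in the 8 RC/RC and RC/RC:*Casp1*KO mice. *Malat1* rose by 1.58 on the log2 scale in RC/RC:*Casp1*KO (adjusted p = 0.00961 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 506 ± 217 to 1521 ± 69.7 CPM (SD, n = 4 each), and *Neat1* by 1.34 (adjusted p = 0.00304 from the same test), all 4 mice above all 4 for each. The fall cannot be told apart from a difference in RNA preparation.

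For the share of RC/RC against WT DEGs with the opposite sign in RC/RC:*Casp1*KO against RC/RC, the use of the same RC/RC mice in both comparisons was tested with separate mice. Over 6 divisions the share was 73.5% to 92.1% (median 91.1%), and among genes that were not DEGs in the same fits it was 58.8% to 73.9% (median 67.3%), lower than among the DEGs in all 6. With shared mice the shares were 95.0% and 74.3%. Of the 70 assignments, 1, the real one, moved as many genes back as DEGs (503, the next highest 83), while the share itself was reached by 2 of 70, with a highest value of 96.3%.

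Other splits of the same 8 mice gave as many DEGs in 1 of 35 cases, the real one, for genes higher and for genes lower in RC/RC than WT, and for genes higher and lower in RC/RC:*Casp1*KO than RC/RC; the next highest totals were 399 and 481. Between RC/RC:*Casp1*KO and WT, where 311 genes were DEGs, 2 of 35 splits gave as many, for higher and for lower genes, so in fits without sex as a factor these counts cannot be told apart from another grouping of the same mice. Of the 34 splits other than the real one, 31 gave no DEG and a single one, with 1115 DEGs, gave as many. That split set Del3_60, Del3_105, B6_2 and B6_3 against the rest, and these libraries have *Xist* at 661, 782, 314 and 358 CPM where the other 4 have under 1 CPM, so that split need not be due to chance. The comparison gave 1347 DEGs, all 311 among them, with 1 surrogate variable, which was chosen after seeing the data. The genes of Supplementary Tables S1 and S5 passed as often in 1 of 35 splits and those of Table S6 in 1 of 70 assignments, which cannot tell anything about stability because the lists come from the same mice.

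A segment around *Casp1* carried with the deletion does not account for the DEGs of RC/RC:*Casp1*KO against RC/RC: within 10 Mb of *Casp1*, 4 of 45 genes were DEGs, an odds ratio of 0.739 (Fisher's exact test, two-sided, p = 0.815).

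More leukocytes in the tissue may contribute to the higher expression of immune genes in RC/RC: 8 leukocyte markers rose by a mean of 1.13 on the log2 scale against WT, with all 4 RC/RC mice above all 4 WT mice (exact permutation test, two-sided, p = 0.0286, the smallest possible), which did not pass Benjamini-Hochberg adjustment over 18 tests (0.103). The same p and adjusted value were reached in RC/RC against WT by 5 fibroblast markers (1.28) and 4 distal nephron markers (−1.35). In RC/RC:*Casp1*KO against RC/RC the fibroblast markers (−0.88) and 6 proximal tubule markers (0.87) reached them. The other tests gave larger p-values. The counts cannot separate a change in the number of cells from a change in expression per cell.

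Inflammasome and disease genes moved unevenly with *Casp1* KO, a difference between genes that was not tested. *Nlrp6* was higher in RC/RC:*Casp1*KO than RC/RC, at 151 ± 58.7 against 65.6 ± 18.6 CPM (SD, n = 4 each; log2 fold change 1.19, adjusted p = 0.0349 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Pycard* was lower (−0.65, adjusted p = 0.0369 from the same test); with each mouse left out in turn they passed in 1 and in 3 of 8 fits. *Aim2* (−0.05), *Il1b* (−0.06) and *Mki67* (−0.09, adjusted p = 0.895) did not pass, while *Col1a1* (−1.87, adjusted p = 0.0367) and *Col3a1* (−1.66, adjusted p = 0.0335) did. With each mouse left out in turn, *Col1a1* and *Col3a1* each passed in 3 of 8 fits (adjusted p up to 0.0987 and 0.0901). *Yap1* itself changed by −0.11 and *Pkd1* by 0.06 in RC/RC against WT (adjusted p = 0.878). *Nlrp1a*, *Nlrp2*, *Nlrp12* and *Mefv* had too few counts to be tested. No biological explanation was tested.

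With DESeq2 fold changes computed here for RC/RC and for RC/RC:*Casp1*KO against WT, 23015 genes had both, and the 10000 with the largest mean absolute change, the number of genes in Supplementary Figure S5, include 6203 (62.0%) with a mean normalized count under 10 and 4120 (41.2%) that pass edgeR's filter, with a median mean count of 4.04 against 96.5 over all genes.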
